# Uridine phosphorylase-1 supports metastasis by altering immune and extracellular matrix landscapes

**DOI:** 10.1038/s44319-025-00520-7

**Published:** 2025-07-23

**Authors:** Declan Whyte, Sophie L Fisher, Christopher G J McKenzie, David Sumpton, Sandeep Dhayade, Emmanuel Dornier, Madeleine Moore, David Novo, Jasmine Peters, Robert Wiesheu, Michalis D Gounis, Dale M Watt, John B G Mackey, Amanda J McFarlane, Frédéric Fercoq, Carolina Dehesa Caballero, Keara L Redmond, Louise E Mitchell, Eve Anderson, Gemma Thomson, Ann Hedley, William Clark, Shannen Leroi, Lindsey N Dzierozynski, Juan J Apiz Saab, Caroline A Lewis, Alexander Muir, Christopher J Halbrook, Douglas Strathdee, Rene Jackstadt, Colin Nixon, Philip Dunne, Leo M Carlin, Iain R Macpherson, Edward W Roberts, Seth B Coffelt, Karen Blyth, Owen J Sansom, Jim C Norman, Johan Vande Voorde, Cassie J Clarke

**Keywords:** Metastasis, Neutrophils, T Cells, Uridine Phosphorylase, Fibronectin, Cancer, Immunology, Metabolism

## Abstract

Understanding mechanisms that facilitate early events in metastatic seeding is key to developing therapeutic approaches to reduce metastasis. Here we identify uracil as a metastasis-associated metabolite in genetically engineered mouse models of cancer and in patients with metastatic breast cancer. Uracil is generated by the enzyme uridine phosphorylase-1 (UPP1), and we find that neutrophils are a significant source of UPP1 in metastatic cancer. Mammary tumours increase expression of adhesion molecules on the neutrophil surface, in a UPP1-dependent manner, leading to decreased neutrophil motility in the pre-metastatic lung. UPP1-expressing neutrophils suppress T-cell proliferation, and the UPP1 product uracil increases fibronectin deposition in the extracellular microenvironment. Knockout or inhibition of UPP1 in mice with mammary tumours increases T-cell numbers and reduces fibronectin content in the lung, and decreases the proportion of mice that develop lung metastasis. These data indicate that UPP1 influences neutrophil behaviour and extracellular matrix deposition in the lung, and suggest that circulating uracil could be a marker of metastasis, and that pharmacological inhibition of UPP1 could be a strategy to reduce recurrence.

## Synopsis

Metastatic primary tumours upregulate *Upp1* in neutrophils, which elevates circulating uracil. UPP1-expressing neutrophils accumulate in the lung where they inhibit CD8^+^ T cells, promote fibronectin deposition and support metastatic niche priming.

- Metastatic tumours mobilise neutrophils expressing high levels of *Upp1*, resulting in elevated circulating uracil.
- UPP1-expressing neutrophils accumulate in the pre-metastatic lung with decreased motility, inhibiting CD8^+^ T cell proliferation.
- The UPP1 product, uracil, alters α_5_β_1_ integrin trafficking in fibroblasts to facilitate deposition of a fibronectin-rich ECM.
- UPP1 supports fibronectin deposition and metastasis of mammary cancer to the lungs.

## Abstract (web summary)

Metastatic primary tumours upregulate *Upp1* in neutrophils, which elevates circulating uracil. UPP1-expressing neutrophils accumulate in the lung where they inhibit CD8^+^ T cells, promote fibronectin deposition and support metastatic niche priming.

## Introduction

Metastasis is the process whereby cancer cells move from their original location in the primary tumour to distant sites in secondary organs. It is responsible for >90% of cancer-related deaths (Chaffer and Weinberg, 2011; Gupta and Massague, 2006) and thus represents a pressing area of unmet clinical need. Whilst metastatic disease may be detected at original diagnosis, more often it occurs as recurrent disease downstream of primary presentation. This is a significant problem for patients diagnosed with breast cancer, a heterogenous disease of different subtypes where relapse can occur across wide-ranging timescales from months to decades after primary tumour surgery (Riggio et al, 2021). Understanding mechanisms that facilitate metastasis is therefore important, not only to identify new targets for therapeutic treatment strategies, but to also identify the patients at highest risk of developing metastatic disease, ensuring high-risk patients are stratified for appropriate treatment regimens to reduce their risk of recurrence, whilst those with indolent disease may be spared aggressive over-treatment.

Metastasis occurs through a series of well-defined steps (Welch and Hurst, 2019), culminating in the outgrowth of cancer cells in distant organs. Factors released into the circulation by primary tumours can evoke alterations at metastatic target sites prior to the arrival of disseminated cancer cells, leading to the formation of pre-metastatic niches which facilitate metastatic seeding. Whilst the immune system can contribute to tumour surveillance and elimination of incipient cancers, primary tumours can also evoke inflammatory responses which promote tumour growth and invasiveness. Furthermore, tumour-induced alterations in immune landscapes also contribute to the formation of pre-metastatic niches. For example, primary tumour-driven mobilisation of neutrophils from the bone marrow to distant target sites promotes vascular leakiness which supports extravasation (Shojaei et al, 2008; Shojaei et al, 2007), whilst increased numbers of neutrophils in metastatic target organs creates immunosuppressed microenvironments that enable disseminated cancer cells to evade immune challenge, thus facilitating metastatic outgrowth (Casbon et al, 2015; Coffelt et al, 2015; Jackstadt et al, 2019; Li et al, 2020b; Steele et al, 2016; Wculek and Malanchi, 2015). Neutrophils also play key roles in mediating cell-cell communication within pre-metastatic niches, attracting additional cell types and supplying endopeptidases to facilitate remodelling of the extracellular matrix (ECM) (Hirai et al, 2014). Indeed, structural changes in the composition, organisation and mechanical properties of the ECM can further contribute to the establishment of microenvironments that enable cancer cells to thrive (Hoye and Erler, 2016).

Altered metabolism can also influence metastasis, and whilst a predominant focus has been on the role of cancer cell-intrinsic metabolism in this process (Davis et al, 2020), the nature of the metastatic cascade means that the metabolism of other cell types in local and distant microenvironments may also be important. Resident mesenchymal cells in the pre-metastatic lung have been shown to promote metastasis of breast cancer through metabolic reprogramming of tumour cells and natural killer (NK) cells (Gong et al, 2022), whilst neutrophils, which are traditionally thought of as being highly glycolytic (Jeon et al, 2020), have been shown to engage mitochondrial metabolism to circumvent nutrient limitations and maintain immune suppression (Rice et al, 2018). As a consequence, altered immune landscapes (Barnes and Amir, 2017), ECM deposition (Riaz et al, 2012) and dysregulated metabolism (DeBerardinis et al, 2008) have all been associated with poor prognosis for cancer patients, and whilst these mechanisms may have the ability to influence disease independently, it is likely that they will also conspire to collectively facilitate metastatic progression.

This study began with the aim of identifying metabolites specifically involved in the metastatic process. In characterising serum metabolites from genetically engineered mouse models (GEMMs) of metastatic cancer, we found that hallmarks of the metastasis-associated circulating metabolome can be generated by mobilisation of pro-metastatic neutrophils. Specifically, we show that a key aspect of pyrimidine metabolism (uridine phosphorylase-1 (UPP1)-catalysed phosphorolysis of uridine into uracil and ribose-1 phosphate) influences priming of the lung metastatic niche, and consequent metastasis of mammary cancer to this organ. Mechanistically, our data highlight that neutrophils are a significant source of UPP1 and circulating levels of uracil in metastatic cancer, and demonstrate roles for UPP1 in influencing immune landscapes and ECM deposition in the metastatic lung. Importantly, we find that the ability of mammary cancer to metastasise to the lungs is reduced in the absence of UPP1. Our data, therefore, highlight a previously unknown and unexpected role for UPP1 in facilitating metastasis.

## Results

### Circulating uracil correlates with metastasis in mouse models of cancer

To characterise the circulating metabolome of metastatic cancer we performed liquid chromatography-mass spectrometry (LC–MS) on polar metabolites extracted from the serum of cancer GEMMs, focusing on previously well-characterised models of metastatic cancer (Appendix Fig. S1A) (Guy et al, 1992; Jackstadt et al, 2019; Morton et al, 2010). To model metastasis of mammary cancer we used the MMTV-*PyMT* mouse model, in which polyomavirus middle T antigen is expressed specifically in the mammary epithelium resulting in formation of mammary adenocarcinomas that recapitulate the progression of human breast cancer subtypes with poor prognoses (Attalla et al, 2021; Guy et al, 1992; Lin et al, 2003). Importantly, when expressed in an FVB/N mouse strain, this results in mammary tumours with high propensity to metastasise to the lungs (Mei et al, 2021). Comparing serum from MMTV-*PyMT* female mice bearing mammary tumours to age-matched non-tumour-bearing FVB/N controls, 214 compounds were identified as being significantly altered in mammary tumour-bearing animals (Appendix Fig. S1B). The extent of metastatic burden in the lungs of tumour-bearing mice was quantified, and a signature of circulating metabolites which correlated with metastasis—but not primary tumour burden—was identified (Fig. 1A; Appendix Fig. S1C; Appendix Table S1). This indicated that 17 compounds had positive, and 19 compounds had negative, correlations with metastatic burden independent from any correlation with primary tumour burden (Appendix Table S1). Parallel metabolic characterisation was also performed in GEMMs of other cancer types. For colorectal cancer, *villin*Cre^ER^; *Kras*^G12D/+^; *Trp53*^fl/fl^; *R26*^N1icd/+^ (KPN) mice were used, a model in which NOTCH1 activation is induced specifically in the intestinal epithelium to generate highly metastatic *Kras*^*G12D*^-driven cancer; representative of the serrated colorectal cancer subtype (Jackstadt et al, 2019). KPN mice at clinical endpoint (100% metastatic penetrance) were compared with KPN mice at 30-, 60- and 90 days post induction. For pancreatic adenocarcinoma (PDAC), *Pdx1*-Cre; LSL-*Kras*^G12D/+^; LSL-*Trp53*^R172H/+^ (KPC) mice were compared to *Pdx1*-Cre; LSL-*Kras*^G12D/+^; LSL-*Trp53*^fl/+^ (KP^fl^C) mice. In these models, pancreas-specific expression of *Kras*^G12D^ leads to the development of pancreatic tumours with similar penetrance across both mouse cohorts. However, those with mutant p53 (KPC) develop highly metastatic disease, whereas those with p53 loss (KP^fl^C) develop PDAC that has a tendency not to metastasise (Morton et al, 2010). For KPC and KP^fl^C mice, comparisons were made at palpable primary tumour, a timepoint in which pro-metastatic structural changes are apparent in distant target organs but that precede the formation of overt metastases (Novo et al, 2018), providing the opportunity to identify metabolites that may contribute to metastatic niche priming. Assessment of serum LC–MS data generated from these GEMMs identified uracil as a metabolite that was consistently upregulated in metastatic mammary cancer (Fig. 1B,C) and colon cancer (Fig. 1D), and metastatic niche priming of PDAC (Fig. 1E). Furthermore, analysis of plasma from patients with metastatic breast cancer indicated that increased levels of circulating uracil were present in the circulation of breast cancer patients with metastatic disease by comparison with healthy volunteers (Fig. 1F). Of note, no correlation was observed between plasma uracil levels and clinical subtype of breast cancer, or organ of metastasis, in metastatic breast cancer patients (Appendix Fig. S2).

**Figure 1:**
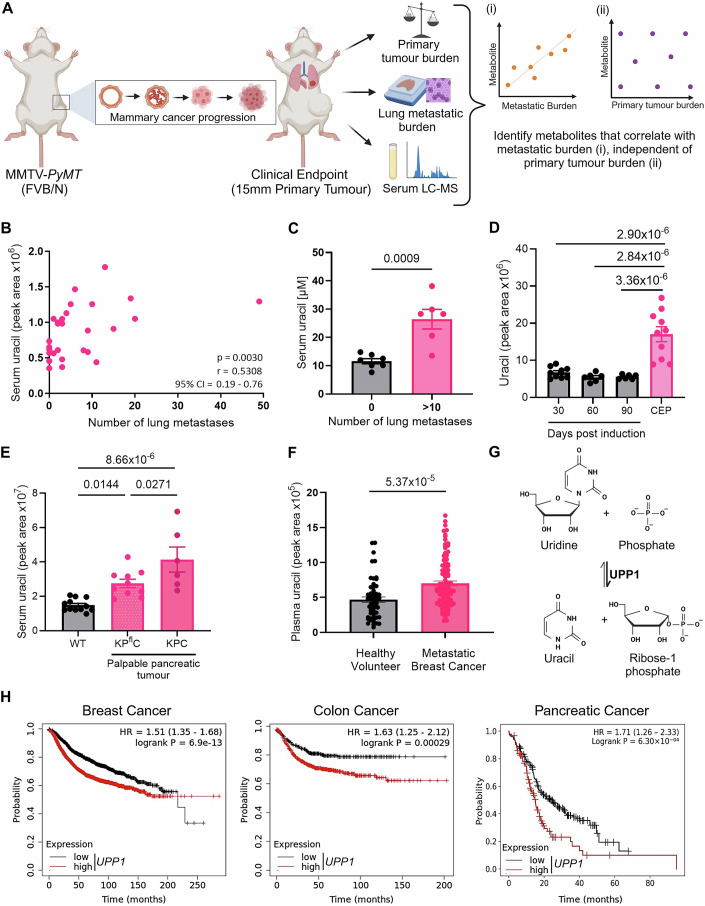
The UPP1 product uracil positively correlates with metastasis in mouse models of metastatic cancer. (**A**) Schematic representation of the experimental approach used to identify serum metabolites in MMTV-*PyMT* mice with significant correlations with lung metastatic burden, independent of any correlation with primary mammary tumour burden. Examples shown are pictorial representations of the trend of interest. (**B**) Serum uracil levels measured by LC–MS from MMTV-*PyMT* tumour-bearing mice, plotted against the number of lung metastases (*n* = 29 MMTV-*PyMT* mice). (**C**) Absolute quantification of serum uracil levels in MMTV-*PyMT* mice with no identified lung metastases (*n* = 7 mice) and MMTV-*PyMT* mice with >10 lung metastases (*n* = 6 mice). (**D**) Serum uracil levels were measured by LC–MS in the KPN mouse model of colon cancer, comparing serum from tail bleeds at 30 (*n* = 9 mice), 60 (*n* = 6 mice) and 90 (*n* = 6 mice) days post induction to serum from mice at clinical endpoint (metastatic colon cancer, *n* = 10 mice). (**E**) Serum uracil levels were measured by LC–MS from KP^fl^C mice modelling poorly metastatic pancreatic cancer (*n* = 10 mice) and KPC mice modelling highly metastatic pancreatic cancer (*n* = 6 mice) at palpable pancreatic tumour, compared to age-matched wild-type (WT) controls (*n* = 12 mice). (**F**) Uracil levels were determined by LC–MS from plasma of human metastatic breast cancer patients (*n* = 99 patients) and healthy volunteers (*n* = 56 volunteers). (**G**) Schematic representation of the enzymatic reaction catalysed by uridine phosphorylase-1 (UPP1). (**H**) Increased expression of *UPP1* correlates with decreased relapse-free survival in human breast cancer and colon cancer and decreased overall survival in pancreatic cancer (Data source: Gyorffy, 2024a, 2024b). Data Information: In (**B**–**F**), each dot represents an individual mouse, or human, as appropriate. In (**B**), Spearman Correlation statistics are presented. In (**C**–**F**), data are presented as mean ± SEM, with unpaired *t* test for comparison of two groups (**C**, **F**), and one-way ANOVA for more than two groups (**D**, **E**). In (**D**, **E**), when one-way ANOVA produced *P* < 0.0001, *t* and DF values provided by Šídák’s multiple comparisons test were used to calculate the exact *P* value. In (**H**), hazard ratio (HR) from the Cox model, and log-rank *P* value, are presented. Source data are available online for this figure.

Uracil is one of the four primary nucleobases in RNA and, whilst pyrimidine nucleotides can be produced through de novo biosynthesis, uracil is a product of the pyrimidine salvage pathway, namely the UPP1-catalysed phosphorolysis of uridine into uracil and ribose-1 phosphate (Fig. 1G). Indeed, mice which lack the gene for *Upp1 (Upp1*^*−/*−^ mice), display increased levels of uridine and decreased levels of uracil in tissues and serum (Appendix Fig. S3A–B) (Cao et al, 2005), whilst mammary tumours from MMTV-*PyMT* mice displayed reduced uracil, but unaltered uridine levels (Appendix Fig. S3C). Importantly, in human cancer patients, increased expression of *UPP1*, in tumour core biopsies, consistently correlated with decreased survival in breast, colon and pancreatic cancer (Fig. 1H) (Gyorffy, 2024a, 2024b). Collectively, these data suggest that UPP1-dependent generation of uracil is associated with metastasis, and poor prognosis, in several cancer types.

### Neutrophils are a source of UPP1 in metastatic cancer

To uncouple alterations in uracil that resulted from primary tumour growth from those attributable to metastasis, we orthotopically transplanted mammary tumour fragments obtained from *K14-*Cre; *Trp53*^fl/fl^ (KP) mice into the 4th mammary fat pad of *Upp1*^*+/+*^ and *Upp1*^*−/−*^ recipient mice and assessed circulating uracil levels when primary tumours were measurable but metastatic dissemination was not. This showed that primary mammary tumours alone were not sufficient to increase circulating uracil levels (Fig. EV1A). To determine whether tumour-intrinsic alterations in UPP1 were occurring during metastatic progression, and whether this was responsible for increased systemic uracil, we then compared the expression of *Upp1* in clinical endpoint MMTV-*PyMT* tumours to normal mammary gland tissue from FVB/N mice. No significant difference in expression of the mRNA encoding *Upp1* was detected between normal mammary gland and MMTV-*PyMT* tumours (Fig. EV1B). *Upp1* expression also did not differ between mammary tumours that came from mice that did or did not present with lung metastases (Fig. EV1C), nor was there any correlation between *Upp1* expression in the primary tumour and levels of serum uracil (Fig. EV1D). Expression of *Upp1* was also unaltered between cancer cell lines derived from primary tumours grown in the mammary fat pad and cancer cell lines derived from lung micrometastases (Fig. EV1E)(Gounis et al, 2025). 

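RNA from 15 *PyMT*+ cell lines was sequenced in technical triplicate, which gave 45 libraries. Of these lines, 6 came from tumours grown in the mammary fat pad, 7 came from lung micrometastases, and 2 were the parental mammary tumour lines YEJG and YEJH from which the others descend. Parental line YEJG gave 1 fat-pad line and 2 lung lines, and YEJH gave 5 of each. The authors deposited the number of reads counted on each of 54838 genes in every library, without normalisation. Between 9723860 and 16943900 reads per library were counted on genes. Counts were normalised here with the TMM method of edgeR, scaled to the mean library size, and the 3 libraries of a line were averaged, so that the cell line was the unit of replication as in Fig. EV1E. For tests across genes, the counts of the 3 libraries of a line were summed and compared with the quasi-likelihood test of edgeR over the 15056 genes that passed its expression filter. The parental lines entered neither comparison.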

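*Upp1* reached 446 ± 71.3 normalised counts (SD, n = 6 lines) in lines from fat-pad tumours and 449.5 ± 101 (SD, n = 7 lines) in lines from lung micrometastases. The difference of 3.83 normalised counts was smaller than the spread between lines in either group (two-sided exact permutation test over all 1716 splits of the 13 lines, p = 0.939). The 95% interval of the difference from the same test ran from -107 to 112 normalised counts. The legend of Fig. EV1E gives 6 lines per group, and with each lung line left out in turn the mean of the remaining 6 lung lines lay between 427 and 475 normalised counts. Leaving out the fat-pad line YEJG-FP moved the difference most, to -24.2 normalised counts (exact permutation test, p = 0.624). The sign also changed with the library run, from -16.1 normalised counts in run A (exact permutation test, p = 0.749) to 19.8 in run B (exact permutation test, p = 0.703). Summed over libraries, the log2 fold change of *Upp1* was 0.0050 (standard error 0.15, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the number that fat-pad and lung lines share in their names as a replicate block, it was 0.057 (standard error 0.095), and no gene passed (878 genes with an unadjusted p under 0.05). Deviations of YEJH-derived lines from the group means had a mean correlation across genes of -0.089 for lines with the same number, against 0.024 for other numbers. Library run was not balanced in these line means, and most same-numbered lines differed in their number of libraries per run. The correlation therefore cannot show whether same-numbered lines deviate together. Without the block, no gene passed an adjusted p of 0.05 between lung and fat-pad lines in edgeR's quasi-likelihood test, and 784 genes had an unadjusted p under 0.05. In run A alone 1 gene passed, and in run B alone 0 genes passed, with 890 at an unadjusted p under 0.05. The count moved most, to 600 genes, with libraries kept apart and library run and parental line as covariates in limma, a fit chosen after seeing the data. Of 35 genes of pyrimidine metabolism listed beforehand, 28 were expressed enough to be tested, and 0 passed, whether adjusted over all genes or over the list alone, with 0 at an unadjusted p under 0.05. The groups hold YEJG-derived and YEJH-derived lines in unequal shares, and with parental line as covariate 3 genes passed over all genes and 0 of the pyrimidine list, of which 5 had an unadjusted p under 0.05. With the replicate block, 3 of the 28 listed genes had an unadjusted p under 0.05 and 0 passed. With YEJH-derived lines only, 7 genes passed. From the comparison of both kinds of cell line, together with those in Fig. EV1B–D, the paper proposes that tumour-specific alterations in *Upp1* expression do not account for the raised circulating uracil.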

Collectively, these data suggest that the increased levels of circulating uracil previously characterised are not due to tumour-specific alterations in *Upp1* expression. We also considered whether dietary uracil could influence circulating uracil levels. However, dosing of mice by oral gavage daily with 10 mM uracil for a total of 4 days was unable to influence the levels of serum or tissue uracil (Fig. EV1F,G). Circulating uracil levels were also unchanged with age in FVB/N mice (Fig. EV1H), and age did not significantly contribute to metastatic burden in this cohort of MMTV-*PyMT* mice (Fig. EV1I), suggesting that UPP1 activity in the primary tumour is not responsible for increasing uracil levels in the circulation of mice with lung metastasis, and that age is not a factor in dictating serum uracil concentration at tumour endpoint in the MMTV-*PyMT* model of mammary cancer.

**Figure EV1:**
Primary tumours, diet and age, are not responsible for the UPP1-dependent increases in uracil seen in metastatic cancer. (**A**) Serum uracil was assessed by LC–MS in mice FVB/N (*n* = 5 mice), or mice that were transplanted with KP tumour fragments (tumours grown to 10 mm diameter, *n* = 4 *Upp1*^*+/+*^ recipient mice, *n* = 4 *Upp1*^*−/−*^ recipient mice). (**B**) *Upp1* was assessed in mammary gland (*n* = 8 mice), or *PyMT*^*+*^ mammary tumour (*n* = 31 mice) by RNA-seq. (**C**) *Upp1* was assessed by qRT-PCR in *PyMT*^*+*^ mammary tumours from mice that had 0 (*n* = 7 mice), 1–10 (*n* = 16 mice) or >10 (*n* = 6 mice) metastasis detectable by histological assessment of the lung. (**D**) *Upp1* in MMTV-*PyMT* tumours was assessed by qPCR and serum uracil in matched mice assessed by LC–MS (*n* = 29 mice in total, black dots represent mice with no metastasis, and pink and green dots represent mice with 1–10 or >10 metastases, respectively). (**E**) *Upp1* was assessed by RNA-seq from cell lines derived from primary mammary tumours (that were a consequence of fat-pad transplantation of *PyMT*^*+*^ cell lines), or isogenic cells derived from micrometastases that formed in the lung following primary tumour resection (cell line generation and characterisation described in (Gounis et al, 2025) (*n* = 6 independent cell lines from *n* = 6 mice). (**F**, **G**) FVB/N mice were dosed daily, by oral gavage, with normal water or water containing 10 mM uracil for a total of 4 days. Mice were sacrificed 2 h post dosing on day 4. Uracil was then assessed in the serum (**F**), or kidney and lung (**G**) by LC–MS (*n* = 4 mice per experimental group). (**H**) Serum uracil in FVB/N mice younger and older than 90 days (*n* = 3 mice <90 days, and *n* = 6 mice >90 days old). (**I**) Age of mice at clinical endpoint presented in relation to the number of lung metastasis per mouse (*n* = 30 mice). Data Information: In bar graphs, data are presented as mean ± SEM. In (**A**–**D**, **F**–**I**) dots represent individual mice. In (**E**), each dot represents the average of technical triplicate repeats for each cell line. When more than 1 comparison is made (**A**, **C**, **G**) *P* values were calculated through one-way ANOVA, when 2 experimental groups were compared (**B**, **E**, **F**, **H**) unpaired *t* test is used, ns = not statistically significant. For correlation plots, Spearman Correlation statistics are presented.

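Among the fat-pad lines of Fig. EV1E, *Upp1* averaged 306 ± 20.7 normalised counts (SD, n = 3 technical repeats) in YEJG-FP. The YEJH-derived fat-pad lines averaged 492 in YEJH-FP1, 496 in YEJH-FP2, 446 in YEJH-FP3, 477 in YEJH-FP4 and 458 in YEJH-FP5. Among the lung lines, the average was 409 normalised counts in YEJG-M1 and 298 in YEJG-M2. It was 497 in YEJH-M1, 585 in YEJH-M2, 438 in YEJH-M3, 549 in YEJH-M4 and 372 in YEJH-M5. The SD between technical repeats was lowest in YEJH-M3, at 5.79 normalised counts, and highest in YEJH-M1, at 82.1, which is larger than the SD between the fat-pad lines. The parental lines, which Fig. EV1E does not show, averaged 308 normalised counts in YEJG and 368 in YEJH. In raw counts, between 278 and 680 reads per library fell on *Upp1* in the lung lines and between 279 and 597 in the fat-pad lines.

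**Figure D1:**
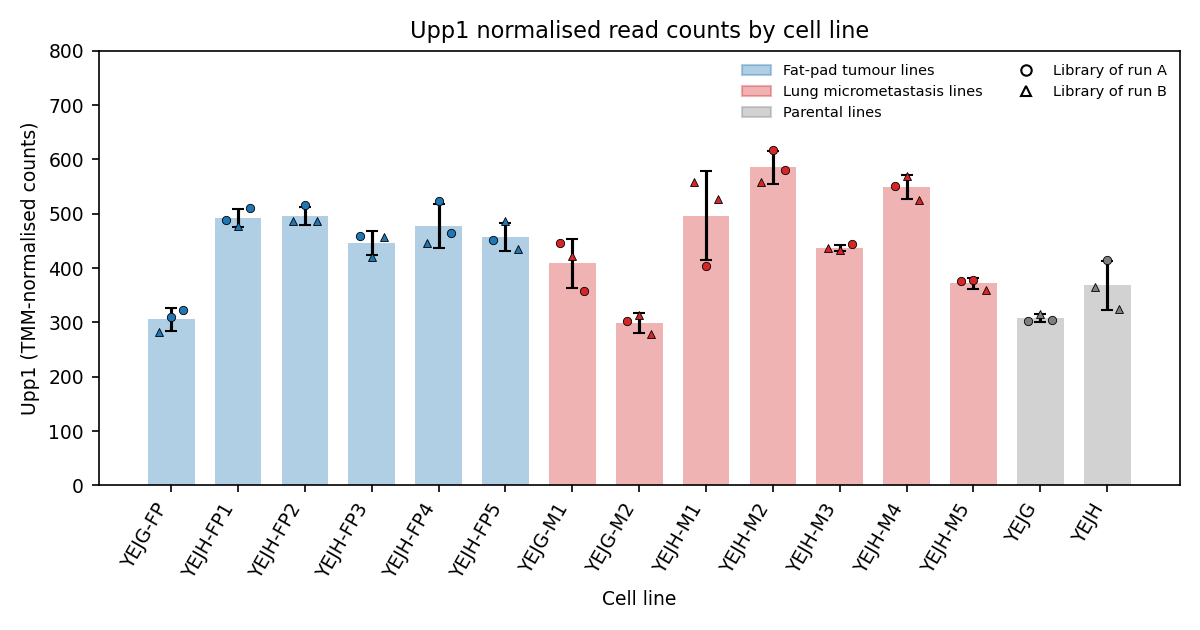
Normalised read counts of *Upp1* (y axis) in each cell line (x axis), with bars for the mean, error bars for the SD of 3 technical repeats, and symbols for single libraries of run A or run B. YEJG-FP has the lowest mean of the fat-pad lines, at 306 normalised counts, and YEJG-M2 the lowest of the lung lines, at 298.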

The innate immune system plays a well-characterised role in facilitating progression of metastatic disease (Tommasi et al, 2022). We, therefore, investigated the serum metabolome of mice injected with lipopolysaccharide (LPS), an established inflammatory trigger, to understand which circulating metabolites associated with metastatic cancer could be generated by activated immune cells. LPS administration led to a decrease in serum uridine and an increase in serum uracil, indicating that UPP1-activation occurs during mobilisation and/or activation of immune cells (Figs. 2A and EV2A). To further define the immune cell source of UPP1, transgenic mice expressing the diphtheria toxin receptor (DTR) under control of the CD11b promoter (CD11b-DTR) were treated with diphtheria toxin (DT) to deplete CD11b-expressing cells. As CD11b is a pan-myeloid marker, this enabled non-specific ablation of cells across the myeloid lineage. Depletion of myeloid cells, for only 24 h, resulted in a striking decrease in serum uracil (Fig. EV2B,C), suggesting that the myeloid compartment is responsible for a significant proportion of uracil detected in the circulation. To further delineate the cell type responsible for inflammatory, and metastasis, associated uracil production, we assessed *Upp1* in published scRNA-seq datasets. Given the positive correlation of uracil with lung metastases, we assessed *Upp1* expression in RNA-seq datasets of lung immune cells from tumour-bearing MMTV-*PyMT* mice (Data Ref: (McGinnis et al, 2024)). This indicated that *Upp1* was upregulated in neutrophils from the lungs of MMTV-*PyMT* tumour-bearing mice (Fig. 2B), and not in other immune cell types. To understand whether this neutrophil-specific *Upp1* upregulation was unique to lung neutrophils, we also assessed *Upp1* in splenic cells isolated from MMTV-*PyMT* tumour-bearing mice (Data Ref: (Alshetaiwi et al, 2020)). Increased neutrophil *Upp1* expression was also a feature of splenic neutrophils from tumour-bearing mice (Fig. 2C; Appendix Fig. S4A), whilst *Upp1* was largely undetectable in splenic cells of other lineages (Appendix Fig. S4B–E). Notably, this pattern of expression was specific to *Upp1* and was not observed with the uridine phosphorylase homologue *Upp2* (Appendix Fig. S5A–C).

**Figure 2:**
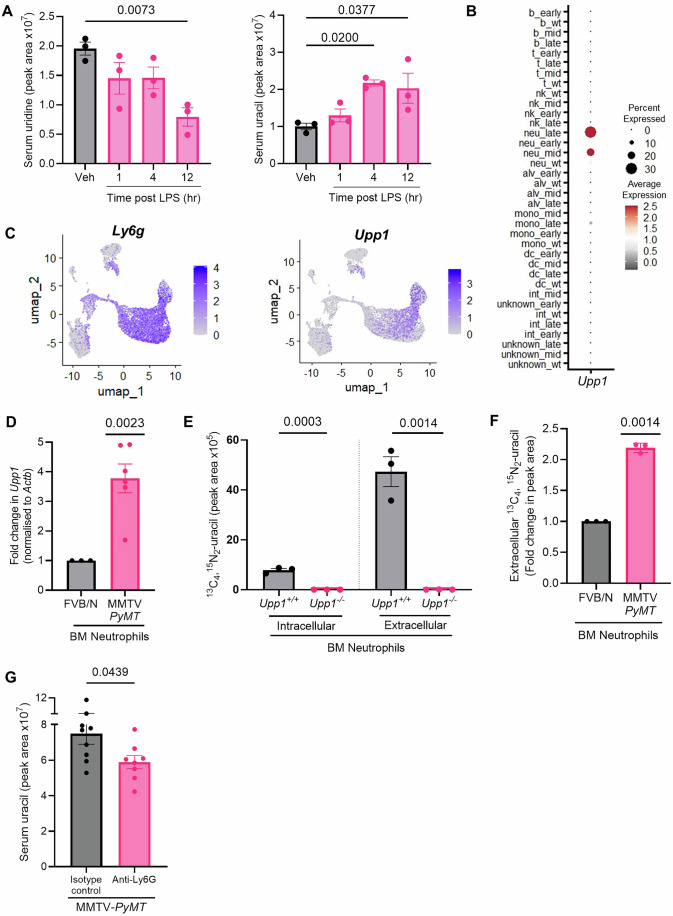
Neutrophils are a source of *Upp1.* (**A**) Wild-type (WT) mice on a C57BL/6 background were dosed intraperitoneally with 1 mg/kg lipopolysaccharide (LPS), and serum uridine and uracil measured by LC–MS at defined timepoints post dosing (*n* = 3 mice per experimental arm). (**B**) *Upp1* data were extracted from https://github.com/chris-mcginnis-ucsf/pymt_atlas, allowing *Upp1* to be assessed in immune cells from the lungs of WT or MMTV-*PyMT* tumour-bearing mice at varying timepoints in tumour progression (as assigned by early, mid or late). Cells were classified as b (B cells), t (T cells), nk (NK cells), neu (neutrophils), alv (alveolar macrophages), mono (monocytes), dc (dendritic cells), int (interstitial cells) and cells of unknown origin. Dot size represents the percentage of cells expressing *Upp1*, and dot colour represents average *Upp1* expression levels (Data source: McGinnis et al, 2024, *n* = 29 samples total). (**C**) UMAP plots of *Ly6g* (neutrophil marker) and *Upp1* in splenic cells isolated from MMTV-*PyMT* tumour-bearing mice, colour represents average *Upp1* expression levels (Data source: Alshetaiwi et al, 2020, *n* = 3 mice pooled). (**D**) *Upp1* was detected by qRT-PCR in neutrophils isolated from the bone marrow (BM) of FVB/N (*n* = 3 mice) or tumour-bearing MMTV-*PyMT* mice (*n* = 6 mice). (**E**) Extracellular ^13^C_4_,^15^N_2_-uracil was detected by LC–MS in either cells, or media, from BM neutrophils incubated in media containing ^13^C_9_,^15^N_2_-uridine for 24 h at 37 °C/5%CO_2_ (*n* = 3 mice per experimental arm). (**F**) Extracellular ^13^C_4_,^15^N_2_-uracil was detected as described for (**E**), using BM neutrophils isolated from FVB/N or tumour-bearing MMTV-*PyMT* mice (*n* = 3 mice per experimental arm). (**G**) Serum uracil assessed by LC–MS in tumour-bearing MMTV-*PyMT* mice treated with IgG control (*n* = 9 mice) or anti-Ly6G (*n* = 8 mice). Data Information: In (**A**, **D**–**G**), each dot represents an individual mouse, and data are presented as mean ± SEM. Statistical testing used to calculate *P* values as follows: (**A**) one-way ANOVA; (**D**, **F**) one-sample *t* test assesses the MMTV-*PyMT* difference to 1; (**E**, **G**) unpaired *t* test. For (**B**, **C**), statistics were not performed. Source data are available online for this figure.

**Figure EV2:**
Neutrophils are the significant source of *Upp1* in metastatic mammary cancer. (**A**) FVB/N mice were dosed intraperitoneal with 0.5 mg/kg lipopolysaccharide (LPS), or vehicle control, and serum uracil measured by LC–MS at defined timepoints post dosing (*n* = 4 mice per experimental group). (**B**, **C**) Mice bearing orthotopic PDAC tumours were treated with diphtheria toxin (DT) to ablate myeloid cells, and serum uridine (**B**) and uracil (**C**) were assessed after 24 h by LC–MS (*n* = 6 mice per experimental group). (**D**) GM-CSF was measured in the serum of FVB/N (n = 4 mice) and MMTV-*PyMT* tumour-bearing mice (*n* = 6 mice) by ELISA. (**E**) *Upp1* was assessed by qRT-PCR in BM neutrophils treated ex vivo with vehicle or 20 ng/mL GM-CSF for 24 h (*n* = 3 mice). (**F**) Blood neutrophils determined by IDEXX in MMTV-*PyMT* tumour-bearing mice (*n* = 11 mice) and 14-week-old FVB/N controls (*n* = 10 mice). (**G**) Number of blood neutrophils determined by IDEXX in MMTV-*PyMT* tumour-bearing mice at clinical endpoint (*n* = 29 mice), compared to number of lung metastases determined by histological analysis. (**H**) Intracellular ^13^C_9_,^15^N_2_-uridine detected by LC–MS in BM neutrophils isolated from female FVB/N *Upp1*^*+/+*^ and *Upp1*^*−/−*^ mice, that were incubated for 24 h with ^13^C_9_,^15^N_2_-uridine (*n* = 3 mice per experimental group). (**I**) Blood neutrophils determined by IDEXX and in MMTV-*PyMT* tumour-bearing mice treated with IgG control (*n* = 9 mice) or anti-Ly6G (*n* = 8 mice). (**J**) The proportion of lung area positive for Ly6G by immunohistochemistry for mice described in I (IgG control *n* = 9 mice; anti-Ly6G *n* = 8 mice). Data Information: In bar graphs dots represent individual mice and data are presented as mean ± SEM. When more than 1 comparison was made (**A**) *P* values were calculated through one-way ANOVA, when 2 experimental groups are compared (**B**–**F**, **H**–**J**) unpaired *t* test is used, ns = not statistically significant. For correlation plots (**G**), Spearman Correlation statistics are presented.

Neutrophils are produced in the bone marrow (BM) before being mobilised to other organs via the circulation. To understand the compartments in which LPS-driven *Upp1* upregulation was occurring, we quantified *Upp1* in flow cytometry-sorted neutrophils from the BM, blood and spleen. Consistent with our previous observations, LPS challenge potently increased *Upp1* expression in neutrophils isolated from all tissues assessed (Appendix Fig. S6A). Notably, LPS-driven *Upp1* expression had a tendency to be greater in Ly6G-high (mature) than in Ly6G-intermediate (immature) neutrophils, suggesting that *Upp1* expression might be upregulated during neutrophil maturation in addition to following neutrophil activation (Appendix Fig. S6A, left panel) (Data Ref: (Mackey et al, 2021)). Cytokines are key regulators of neutrophil production, and whilst granulocyte colony stimulating factor (G-CSF) has been identified as a key regulator of granulopoiesis, granulocyte–macrophage colony stimulating factor (GM-CSF) has been found to promote rapid release of mature neutrophils from the bone marrow in response to exogenous stimuli (Bayne et al, 2012; Fossati et al, 1998; Pylayeva-Gupta et al, 2012). Interestingly, we found increased levels of GM-CSF in the circulation of MMTV-*PyMT* tumour-bearing mice (Fig. EV2D). Furthermore, incubation of BM neutrophils with GM-CSF significantly increased their *Upp1* expression (Fig. EV2E), suggesting that tumour-induced alterations in cytokine expression can stimulate increased *Upp1* expression.

Given the pronounced neutrophilia associated with tumour progression in the MMTV-*PyMT* model of mammary cancer (Fig. EV2F), and the positive correlation between circulating neutrophil counts and metastatic burden in these mice (Fig. EV2G), we assessed *Upp1* expression in neutrophils from MMTV-*PyMT* mice bearing mammary tumours. Increased *Upp1* was detected in BM neutrophils from tumour-bearing MMTV-*PyMT* mice compared to non-tumour-bearing FVB/N controls (Fig. 2D). Furthermore, using Microenvironment Cell Populations-counter (MCP-counter) analysis to assess immune infiltrates in human tissue (Becht et al, 2016), the co-occurrence of increased *UPP1* expression and a neutrophil signature was also reflected in transcriptomic data from human colorectal tumours, whilst no significant correlations were associated between *UPP1* expression and T-cell signatures (Appendix Fig. S6B).

To interrogate the functional/enzymatic activity of neutrophil-derived UPP1, we isolated neutrophils from *Upp1*^*+/+*^ and *Upp1*^−*/*−^ mice, incubated them with ^13^C_9_,^15^N_2_-uridine, and used LC–MS to measure the ^13^C_4_,^15^N_2_-uracil produced from phosphorolysis of the isotopomer-labelled nucleoside. This indicated that UPP1 in neutrophils catalyses the phosphorolysis of uridine (Fig. EV2H) and, moreover, that the uracil generated from this was exported into the medium (Fig. 2E). To assess the influence of a primary tumour on neutrophil UPP1 activity, BM neutrophils isolated from MMTV-*PyMT* tumour-bearing and non-tumour-bearing FVB/N mice were incubated with labelled uridine. This indicated that neutrophils from tumour-bearing mice had increased UPP1 activity, and consistent with the previous data, the increased uracil produced from UPP1-mediated cleavage of uridine was exported from the cell (Fig. 2F).

To determine the extent to which neutrophils are responsible for increased serum uracil in metastatic cancer, we depleted neutrophils in tumour-bearing MMTV-*PyMT* mice using an antibody depletion approach. Intraperitoneal administration of anti-Ly6G three times a week, for 2–3 weeks (Coffelt et al, 2015), was sufficient to deplete the number of neutrophils detected in the blood and lungs of tumour-bearing MMTV-*PyMT* mice (Fig. EV2I,J) and, importantly, significantly decreased levels of serum uracil (Fig. 2G).

Collectively, these data indicate that inflammatory triggers, and the presence of primary tumours, can not only drive the expansion of neutrophils but also increase *Upp1* expression within neutrophils, and that neutrophils represent a significant source of UPP1, and circulating uracil, in these pathologies.

### UPP1 influences neutrophil motility in the pre-metastatic lung through altered surface expression of α_M_ integrin

Several studies have described the importance of neutrophils in the establishment of pre-metastatic niches, and how this contributes to metastasis of mammary cancer to the lung (Coffelt et al, 2015; Wculek and Malanchi, 2015). More recent work has also described a slow-moving neutrophil population in the pre-metastatic lung of mice bearing mammary tumours (Fercoq et al, 2024). Given the role of neutrophils in metastasis, and the upregulation of *Upp1* in neutrophils from mouse models of metastatic cancer, we sought to understand whether blocking UPP1 activity could influence neutrophil behaviour in the pre-metastatic lung. Firstly, we assessed the ability of 5-benzylacyclouridine (BAU), a competitive inhibitor of uridine phosphorylase, to block activity of UPP1 in vivo. Oral administration of 30 mg/kg BAU, twice daily, suppressed uracil and elevated uridine levels, indicating effective inhibition of UPP1 in vivo (Appendix Fig. S7A). Next, we orthotopically transplanted mammary tumour fragments obtained from KP mice into the 4^th^ mammary fat pad of FVB/N recipient mice. Upon detection of a palpable mammary tumour, BAU was administered to mice orally, twice daily, and this treatment regimen was maintained until primary tumours grew to 10–12 mm in diameter—a timepoint at which neutrophils are mobilised by the primary tumour, but overt lung metastases are not yet detectable (Fercoq et al, 2024). Because BAU did not influence primary tumour growth (Appendix Fig. S7B), this provided the opportunity to assess the ability of UPP1 to influence the pre-metastatic microenvironment of the lung. Live-cell imaging of precision-cut lung slices indicated that the migration speed of neutrophils was significantly decreased in tumour-bearing mice (Fig. 3A,B), consistent with a previous report (Fercoq et al, 2024). Strikingly, however, inhibition of UPP1 with BAU completely opposed the ability of the primary tumour to decrease neutrophil motility in the pre-metastatic lung (Fig. 3A,B). Of note, neither BAU treatment nor deletion of *Upp1* influenced neutrophil motility in the lungs of non-tumour-bearing mice (Appendix Fig. S7C,D). To understand how UPP1 might be influencing neutrophil motility we measured the expression of several cell surface molecules associated with neutrophil activation and adhesion (Appendix Table S2). This indicated that expression of the adhesion molecule α_M_ integrin (also known as CD11b) was consistently increased on the surface of neutrophils isolated from lungs of mice bearing mammary tumours, which were either orthotopically transplanted (KP tumour) or autochthonous (MMTV-*PyMT*), by comparison with the α_M_ integrin surface expression detected in appropriate non-tumour-bearing controls (Fig. 3C,D). Importantly, no increase in cell surface α_M_ integrin was detected in lung neutrophils from mammary tumour-bearing mice treated with BAU to inhibit UPP1 activity (Fig. 3C,D; Appendix Fig. S7E). To understand whether the UPP1-dependent increase in cell surface α_M_ integrin expression might be responsible for decreased neutrophil motility in the lungs of mammary tumour-bearing animals, we treated precision-cut lung slices with M1/70, an antibody that blocks the interaction of α_M_ integrin with its ECM ligands. Treatment of precision-cut lung slices, from mammary tumour-bearing mice, with M1/70 restored motility to lung neutrophils (Fig. 3E). Collectively, these data suggest that mammary tumours can influence the surface expression of molecules such as α_M_ integrin in a UPP1-dependent manner, and the consequent cell surface availability of α_M_ integrin affects the migratory capacity of neutrophils in the pre-metastatic lung.

**Figure 3:**
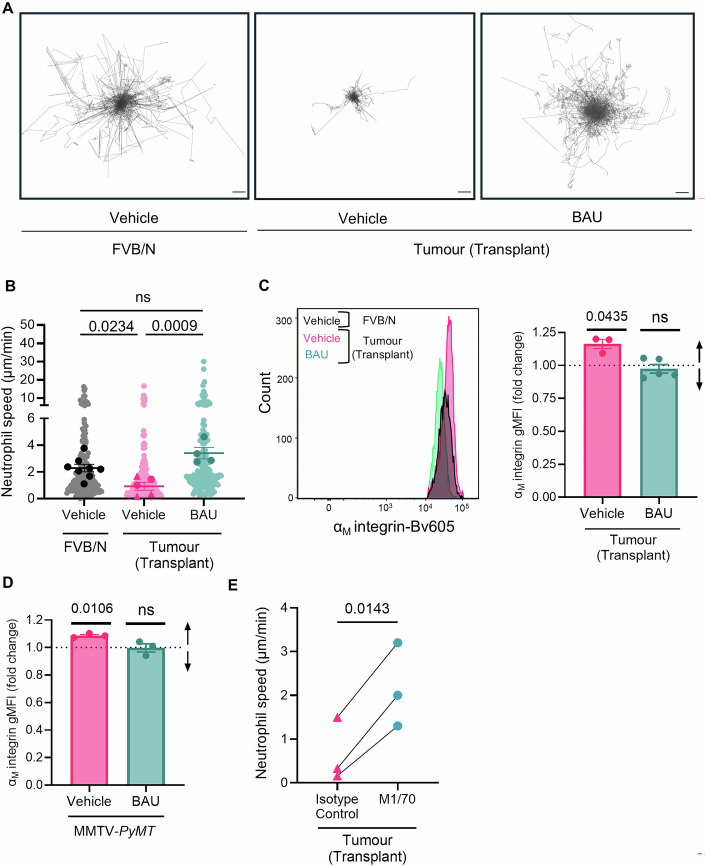
UPP1 influences neutrophil motility in the pre-metastatic lung through affecting surface expression of α_M_ integrin. (**A**) Centred neutrophil tracks obtained from confocal time-lapse microscopy of precision-cut lung slices (PCLS) from vehicle-treated FVB/N mice (*n* = 8 mice), vehicle-treated KP tumour-transplanted mice (*n* = 5 mice), and BAU treated KP tumour-transplanted mice (*n* = 4 mice), scale bar 7 µm. (**B**) Quantified motility of neutrophils from (**A**) (*n* = 8 vehicle-treated FVB/N mice; *n* = 5 vehicle-treated KP tumour-transplanted mice (3 of which, represented with triangles, were treated with isotype control antibody, and are presented in (**E**)), *n* = 4 BAU treated KP tumour-transplanted mice). (**C**) Representative histogram (left) of surface α_M_ integrin on lung neutrophils (right) measured by quantifying the geometric median fluorescence intensity (gMFI) by flow cytometry of neutrophils from the lungs of FVB/N mice (represented by the dotted line at 1, *n* = 6 mice), and FVB/N mice with tumours from transplant of KP tumour fragments (*n* = 3 vehicle-treated and *n* = 5 BAU treated tumour-bearing mice). (**D**) Surface α_M_ integrin measured as described in (**C**), for MMTV-*PyMT* mice treated with vehicle or BAU from palpable tumour (*n* = 3 mice per experimental group). (**E**) Fold change in average neutrophil speed, measured by live-cell imaging of PCLS, from tumour-bearing vehicle-treated mice described in (**A**) followed by ex vivo incubation with α_M_ integrin blocking antibody, M1/70, or isotype control (*n* = 3 mice per experimental group), matched PCLS are indicated by the adjoining line. Data Information: In (**B**), lighter dots represent individual neutrophils, darker dots represent mean neutrophil speed per mouse, horizontal line is mean of averages ± SEM. In (**C**, **D**), dots represent individual mice, bar graph is mean ± SEM. In (**B**) one-way ANOVA was performed on the mean speed per mouse, and in (**C**, **D**) data were analysed with a one-sample *t* test to assess whether each experimental group was different to 1, ns = not statistically significant. In (**E**), paired *t* test assesses differences between treatment with isotype control and M1/70. Source data are available online for this figure.

### UPP1-expressing neutrophils regulate the number of T cells in the lung

Neutrophils are capable of suppressing T-cell proliferation, and this can generate immunosuppressed microenvironments that favour metastasis (Aarts et al, 2019). Whilst no significant *Upp1*-dependent changes to immune landscapes were identified in organs such as the lymph nodes and spleen (Appendix Fig. S8A,B), given the accumulation of slow-moving neutrophils in the pre-metastatic lung (Fig. 3A,B) (Fercoq et al, 2024) we hypothesised that UPP1-driven alterations to the neutrophil phenotype might affect the landscape of other immune cell types within this metastatic target organ. Of all the cell populations assessed (Appendix Table S3), the most significant and consistent alterations following pharmacological inhibition or genetic deletion of *Upp1* were apparent in the numbers of T cells in the lung (Fig. 4A–C). Specifically, treatment of MMTV-*PyMT* tumour-bearing mice (but not non-tumour-bearing FVB/N mice) with BAU led to an increase in the number of CD4^+^ and CD8^+^ T cells in the lungs (Figs. 4A and EV3A,B). Consistently, increased numbers of CD8^+^ T cells were also observed in the lungs of tumour-bearing MMTV-*PyMT* mice in which *Upp1* had been deleted (Figs. 4B and EV3C), corroborating the ability of UPP1 to influence T-cell number in metastatic target organs. We also assessed T-cell effector functions and, whilst no statistically significant alterations in the number of granzyme B, IFN-γ or TNF-α-positive CD8^+^ T cells were detected (Fig. EV4A–C), significantly increased numbers of IL-2^+^ CD8^+^ T cells were observed in the lungs of tumour-bearing MMTV-*PyMT* mice lacking *Upp1* (Fig. 4C). IL-2 is a cytokine known to enhance T-cell proliferation (Gillis et al, 1978; Gillis and Smith, 1977; Morgan et al, 1976; Smith, 1988). To understand whether alterations in local levels of UPP1 substrate and product, uridine and uracil, respectively, could influence T-cell proliferation, T cells were isolated from FVB/N mice, induced to proliferate by incubation with CD3/CD28 positive beads, and the ability of uridine or uracil to enhance or suppress proliferation was determined. This indicated that neither 30, 60 or 120 µM uridine or uracil could alter the proliferation of T cells (Fig. EV4D). However, to study whether the physical presence of neutrophils might influence T-cell proliferation in a way that was dependent on their UPP1 status, we measured T-cell proliferation in the presence and absence of neutrophils from tumour-bearing MMTV-*PyMT* mice that were either *Upp1*^+/+^ or *Upp1*^−/−^. This indicated that *Upp1*-expressing neutrophils from tumour-bearing mice strongly suppressed T-cell proliferation, whilst neutrophils isolated from *Upp1*^−/−^ tumour-bearing mice had a reduced ability to suppress T-cell proliferation (Fig. 4D–F). Taken together, these data suggest that the increased numbers of IL-2^+^ CD8^+^ T cells in the lungs of mammary tumour-bearing *Upp1*^−/−^ mice may be accounted for by the reduced ability of neutrophils from MMTV-*PyMT Upp1*^−/−^ mice to suppress T-cell proliferation.

**Figure 4:**
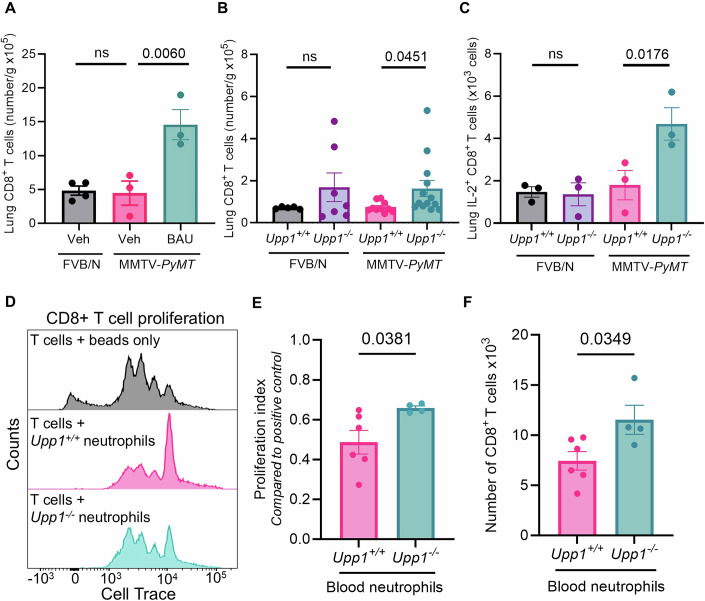
UPP1 influences the immune landscape of the pre-metastatic lung. (**A**) MMTV-*PyMT* mice were treated with vehicle (*n* = 3 mice) or BAU (*n* = 3 mice) following detection of a palpable tumour, with FVB/N age-matched controls treated with vehicle for matched timepoints (*n* = 4 mice). Lungs of mice were harvested when one mammary tumour reached 10–12 mm in diameter, and the number of CD8^+^ T cells assessed by flow cytometry. (**B**) Lungs of MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 10 mice) and MMTV-*PyMT*;*Upp1*^*−/−*^ (*n* = 13 mice) mammary tumour-bearing mice were harvested when one tumour measured 10–15 mm diameter and the number of CD8^+^ T cells assessed by flow cytometry (*n* = 5 and *n* = 7 FVB/N *Upp1*^*+/+*^ and *Upp1*^−*/−*^ mice as age-matched controls, respectively). (**C**) Cells were prepared as (**B**) but with a 3-h incubation with PMA and ionomycin together with Brefeldin A, to enable assessment of intracellular interleukin 2 (IL-2) levels (*n* = 3 mice per experimental group). (**D**) CD8^+^ T cells from the spleen and lymph nodes of FVB/N mice were incubated with equal numbers of neutrophils from the blood of tumour-bearing MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 6 mice) and MMTV-*PyMT;Upp1*^*−/−*^ mice (*n* = 4 mice) and stimulated to proliferate with CD3/CD28 dynabeads for 48 h. Representative histograms are shown. (**E**, **F**) Quantification of (**D**), as cell proliferation index (**E**) and total number (**F**) of CD8^+^ T cells as assessed by CellTrace staining and flow cytometry (neutrophil preparations from MMTV-*PyMT* mice;*Upp1*^*+/+*^ (*n* = 6 mice) and MMTV-*PyMT* mice;*Upp1*^−*/*−^ (*n* = 4 mice)). Data Information: In (**A**–**C**, **E**, **F**), each dot represents an individual mouse, and data are mean ± SEM. In (**A**–**C**) statistical test used to determine *P* values is one-way ANOVA (using Kruskal–Wallis test in (**C**) due to non-normally distributed data, determined by Kolmogorov–Smirnov test), and in (**E**, **F**) unpaired *t* test, ns = not statistically significant. Source data are available online for this figure.

**Figure EV3:**
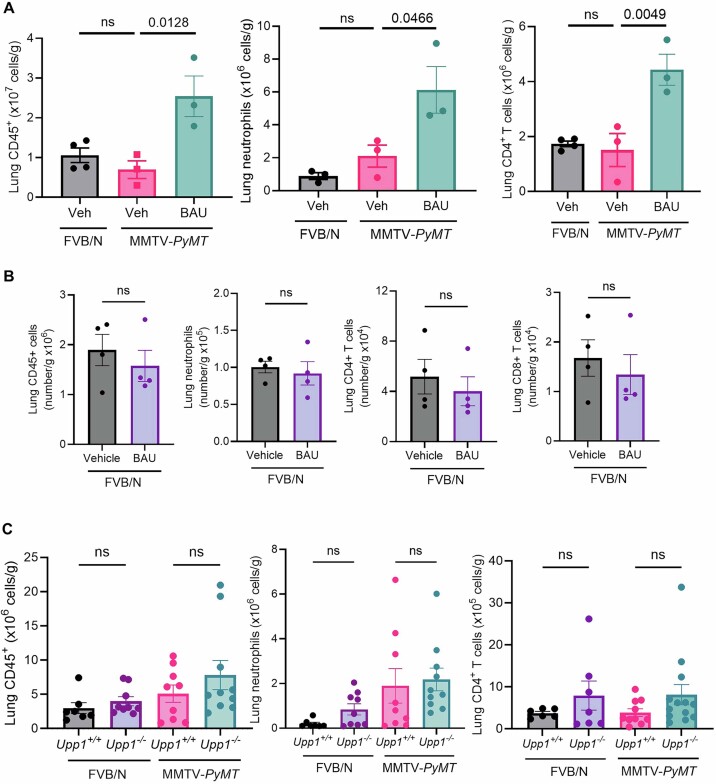
The effect of UPP1 on the immune landscape of the lung. Cell number per gram of lung for CD45^+^, neutrophils, and CD4^+^ T cells, assessed by flow cytometry, in the lungs of (**A**) MMTV-*PyMT* mice treated with vehicle (*n* = 3 mice) or BAU (*n* = 3 mice) from palpable tumour until mammary tumours reached 10–15 mm in diameter, and FVB/N (*n* = 4 mice) treated with vehicle for time-matched periods. (**B**) FVB/N mice treated with vehicle (*n* = 4 mice) or BAU (*n* = 4 mice) for 12 days. (**C**) MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 9 mice) and MMTV-*PyMT*;*Upp1*^*−/−*^ (*n* = 10 mice) mammary tumour-bearing mice were harvested when one tumour measured 10–15 mm diameter. *N* = 7 and *n* = 9 FVB/N *Upp1*^*+/+*^ and *Upp1*^*−/−*^ mice were taken as age-matched controls, respectively. Data Information: In all cases, dots represent individual mice and data are presented as mean ± SEM. When more than 1 comparison is made (**A**, **C**) *P* values are calculated through one-way ANOVA, when 2 experimental groups are compared (**B**) unpaired *t* test is used, ns = not statistically significant.

**Figure EV4:**
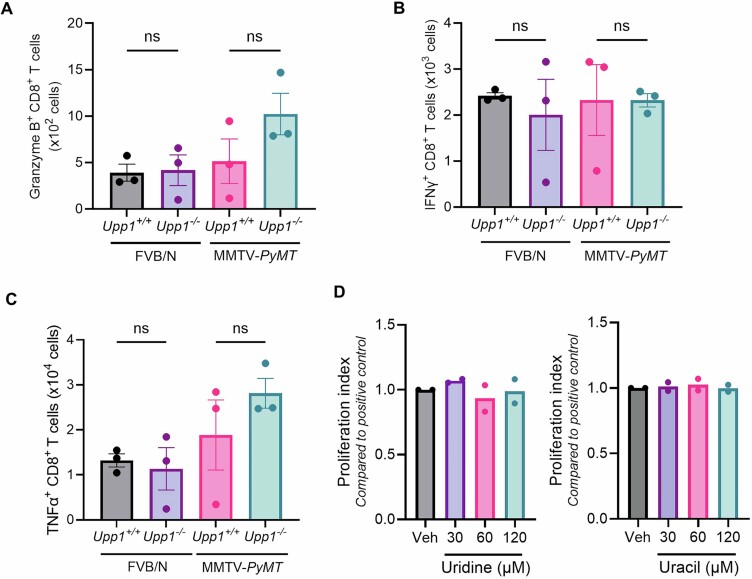
Understanding T-cell effector function in the absence of *Upp1.* (**A**–**C**) Lungs of MMTV-*PyMT*;*Upp1*^*+/+*^ and MMTV-*PyMT*;*Upp1*^*−/−*^ tumour-bearing mice were harvested when one tumour measured 10–15 mm diameter. FVB/N age-matched controls were taken in parallel. Cells were prepared as described in the methods for intracellular T-cell staining (*n* = 3 mice per experimental group). (**D**) T cells were isolated from FVB/N mice, incubated in culture with CD3/CD28 dynabeads to stimulate proliferation in medium containing 30, 60 and 120 µM uridine or uracil. Proliferation index was calculated compared to the positive control of T cells and vehicle alone stimulated with beads (*n* = 2 mice). Data Information: In all cases, dots represent individual mice. (**A**–**C**) Data are mean ± SEM, and *P* values were calculated by one-way ANOVA. As data in (**D**) is *n* = 2, data are presented as mean with datapoints, without error bars and statistics.

### UPP1 activity can influence ECM deposition in the lung

In addition to altered immune landscapes, the deposition of ECM proteins is also considered to be a key feature of pre-metastatic niche priming. Increased levels of ECM components are reported to occur in several organs—including the lung and liver—prior to metastasis (Zhang et al, 2016). Indeed, increased fibronectin deposition in the lung was recently highlighted as a contributor to metastasis in mouse models of mammary cancer (He et al, 2024). To understand whether UPP1 might influence the ECM-driven pre-metastatic niche priming, we used immunofluorescence to evaluate fibronectin deposition in the lungs of mice that were either wild-type or knockout for *Upp1*. This indicated that lung fibronectin levels were significantly decreased in MMTV-*PyMT Upp1*^*−/−*^ tumour-bearing mice, but not by UPP1 knockout in non-tumour-bearing FVB/N animals (Figs. 5A,B and EV5A).

**Figure 5:**
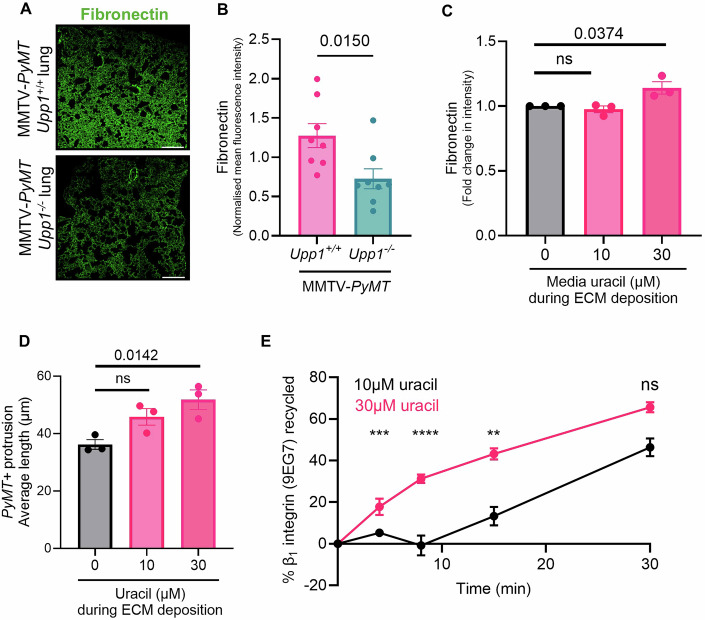
Extracellular uracil increases fibronectin deposition by stromal cells to generate a pro-migratory extracellular matrix. (**A**) Fibronectin in the lungs of clinical endpoint MMTV-*PyMT*;*Upp1*^*+/+*^ and MMTV-*PyMT*;*Upp1*^−*/−*^ mice assessed by immunofluorescence. Representative images shown (from a total of *n* = 8 mice per experimental group), scale bar 200 µm. (**B**) Quantification of lung fibronectin from (**A**), each dot represents an individual mouse (*n* = 8 mice per experimental group). (**C**) Fibronectin content of cellular-derived matrices made from fibroblasts treated with vehicle, 10 µM or 30 µM uracil quantified using immunofluorescence, data normalised to 0 µM uracil condition (*n* = 3 biological repeat matrix preparations using one fibroblast cell line). (**D**) Protrusion length of cells from MMTV-*PyMT* mammary tumours migrating on cellular-derived matrix determined using time-lapse microscopy. 10 cells were measured per field of view, for 6 positions per well. Each dot represents the mean protrusion length per experiment (*n* = 3 biological repeat matrix preparations). (**E**) The recycling of the active confirmation of the β_1_ integrin was assessed in fibroblasts treated with 10 µM or 30 µM uracil for 24 h (*n* = 3 biological repeats of the assay). Data Information: In (**B**), dots represent individual mice, in (**C**–**E**), dots represent biological replicates. In (**B**–**E**), data are presented as mean ± SEM. Statistical tests used to calculate *P* values are: (**B**) unpaired *t* test; (**C**, **D**) one-way ANOVA; (**E**) unpaired *t* tests for each timepoint with the following key: ***P = 0.0007, ****P = 0.0002, **P = 0.0045, ns = not statistically significant. Source data are available online for this figure.

**Figure EV5:**
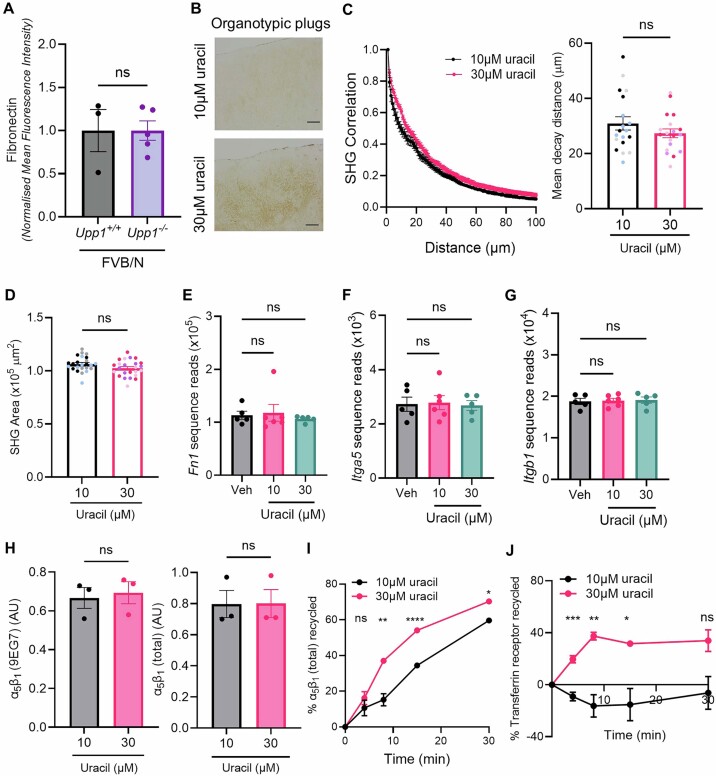
Understanding the effect of *Upp1* and uracil on ECM deposition. (**A**) Lung fibronectin was assessed in FVB/N *Upp1*^*+/+*^ (*n* = 3 mice) and *Upp1*^*−/−*^ (*n* = 5 mice) mice by immunofluorescence, age-matched to those presented in Fig. 5A, B. (**B**) Fibroblasts were added to rat tail collagen with medium containing 10 µM or 30 µM uracil to make organotypic plugs. Plugs were contracted by fibroblasts for 7 days and stained for fibronectin by immunohistochemistry. Representative images are shown for *n* = 4 biological repeat experiments, scale bar 100 µm. (**C**, **D**) Fibrillar collagen was imaged by second harmonic generation (SHG) microscopy in organotypic plugs contracted by fibroblasts supplemented with 10 or 30 µM uracil. A threshold was applied to the SHG signal and the area of SHG coverage per field of view was determined. The organisation of fibrillar collagen in each field of view was assessed by applying grey level co-occurrence matrix. The mean correlation decay curves from each experimental condition, and the mean of the decay distances derived from those curves, are presented (n = 3 biological repeat experiments colour coded). (**E**–**G**) RNA-Seq transcript reads from fibroblasts treated with vehicle, 10 µM and 30 µM uracil for 24 h, for fibronectin (*Fn1*), integrin α_5_ (*Itga5*) and integrin β_1_ (*Itgb1*) (*n* = 5 biological repeats for vehicle and 30 µM condition, *n* = 6 biological repeats for 10 µM uracil). (**H**) Total protein levels quantified from total cell lysate via ELISA, arbitrary units (AU) (*n* = 3 biological repeats). (**I**) Recycling of the total levels of the fibronectin receptor, α_5_β_1_ integrin, assessed in fibroblasts treated with 10 µM or 30 µM uracil for 24 h (*n* = 3 biological repeats). (**J**) Recycling of transferrin receptor assessed in fibroblasts treated with 10 µM or 30 µM uracil for 24 h (*n* = 3 biological repeats). Data Information: In all graphs, data are mean ± SEM. In (**A**) dots represent individual mice. In (**C**, **D**), dots are *n* = 24 fields of view across *n* = 3 colour coded biological repeat experiments. *N* = 19 fields of view are represented for mean decay distance as 6 fields of view did not conform to 2 phase decay curves and so could not be fitted in the equation. In (**E**–**J**), dots represent biological experiment repeats. When 2 experimental groups are compared (**A**, **C**, **D**, **H**–**J**) unpaired *t* test is used. For (**I**), *P = 0.0042; **P = 0.0041, ****P = 4.62 × 10^−5^. For (**J**), *P = 0.0207; **P = 0.0042; ***P = 0.0025. When more than 1 comparison is made (**E**–**G**) *P* values are calculated through one-way ANOVA, ns = not statistically significant.

Although fibronectin may be deposited by several cell types, fibroblasts are generally accepted to be the principal depositor of ECM proteins, and altered fibroblast phenotypes are a key niche priming event in metastatic target organs (Dong et al, 2021). Assessment of UPP1 expression in fibroblasts found that although fibroblasts can express UPP1, levels are not upregulated in cancer-associated fibroblasts by comparison to their normal counterparts (Appendix Table S4) (Data Ref: (Jaeschke et al, 2020; Manousopoulou et al, 2018; Torres et al, 2013)). Given our previous data showing that UPP1-expressing neutrophils from tumour-bearing mice export uracil into the extracellular microenvironment (Fig. 2F), and the consistent finding that increased uracil is detected in the circulation of mice and humans with metastatic cancer (Fig. 1B–F), we hypothesised that increased extracellular uracil generated by UPP1-expressing cells may influence ECM deposition by fibroblasts. To test this, we treated fibroblasts with uracil and measured the fibronectin content of the ECM deposited by these cells. Addition of 30 µM uracil (the concentration of uracil associated with high metastatic burden in MMTV-*PyMT* tumour-bearing mice (Fig. 1C)) enabled mouse fibroblasts to deposit ECM with increased fibronectin content in both 2D and 3D microenvironments, whereas 10 µM uracil (associated with little or no metastatic burden) was less effective in these regards (Figs. 5C and EV5B). Notably, these changes in fibronectin deposition were not accompanied by alterations in underlying fibrillar collagen deposition or organisation (Fig. EV5C,D). As fibronectin is a key contributor to the motility and invasiveness of many cell types including cancer cells, we allowed fibroblasts to deposit ECM in the presence and absence of extracellular uracil, de-cellularised the deposited ECM, and assessed the ability of this matrix to influence the migration of cancer cells (cells derived from *PyMT*^*+*^ primary mammary tumours, named *PyMT*^*+*^ cells). This indicated that the length of invasive protrusions extended by the cancer cells, a surrogate marker of their invasive capacity (Caswell et al, 2007), was increased when they were plated onto ECM that had been deposited in the presence of increased extracellular uracil (Fig. 5D). Furthermore, the ability of fibroblasts to deposit a UPP1-dependent pro-migratory ECM was driven only by exogenous addition of uracil, as endogenous expression of *Upp1* in fibroblasts did not influence ECM deposition by this cell type (Appendix Fig. S9A,B).

The α_5_β_1_ integrin heterodimer is the cell’s main fibronectin receptor, and the behaviour of this integrin is key to the deposition of fibronectin-containing ECM. The expression levels and ligand-binding affinity of α_5_β_1_ are important for its ability to drive fibronectin polymerisation. However, neither of these indices of α_5_β_1_ activation were influenced by addition of extracellular uracil to fibroblasts (Fig. EV5E–H). Integrin functions, and their ability to influence ECM deposition, are also controlled by the rates at which these ECM receptors are endocytosed and subsequently returned, or recycled, to the plasma membrane (Sundararaman and Mellor, 2021). We, therefore, measured the rate at which internalised α_5_β_1_ was recycled from endosomes to the plasma membrane in the presence of increased extracellular uracil. This indicated that a concentration of uracil associated with high levels of metastasis (30 µM) significantly increased the recycling of α_5_β_1_ and use of an antibody recognising the ligand-engaged conformation of β_1_ integrin indicated that exogenous addition of uracil drove recycling of the α_5_β_1_ heterodimer in its active conformation (Figs. 5E and EV5I). Moreover, uracil also increased recycling of other ‘cycling’ receptors, such as the transferrin receptor (Fig. EV5J) indicating that the ability of uracil to influence ECM deposition could be via general modulation of endosomal recycling and not specifically due to control of α_5_β_1_ trafficking. And so, in addition to the influence of UPP1 status on neutrophil motility and CD8^+^ T-cell infiltration, we find that the increased extracellular uracil produced by these neutrophils can also have non-cell autonomous effects in the local microenvironment, collectively contributing to the establishment of microenvironments that would be likely to promote metastasis.

### UPP1 promotes lung metastasis in a mouse model of mammary cancer

Our data indicate that UPP1 can influence neutrophil behaviour, T-cell number and ECM deposition in the lungs of tumour-bearing mice, suggesting that this enzyme can make key contributions to the progression of metastatic disease. The ability of UPP1 to influence the progression of mammary cancer was therefore assessed by comparing primary tumour development and incidence of lung metastasis in MMTV-*PyMT:Upp1*^*+/+*^ mice to that in MMTV-*PyMT:Upp1*^−*/−*^ mice. Whole-body genetic deletion of *Upp1* did not influence the time to clinical endpoint (one primary tumour reaching 15 mm in diameter) (Fig. 6A), nor did it influence the final primary tumour burden of MMTV-*PyMT* mice (Fig. EV6A; Appendix Fig. S10A,B). However, the proportion of MMTV-*PyMT* mice that had lung metastases at clinical endpoint was significantly reduced, from 85% in *Upp1*^*+/+*^ mice to 52% in *Upp1*^−/−^ mice (Figs. 6B and EV6B–D), indicating that the role of UPP1 in mammary cancer is specific to the metastatic process (Fig. 6C).

**Figure 6:**
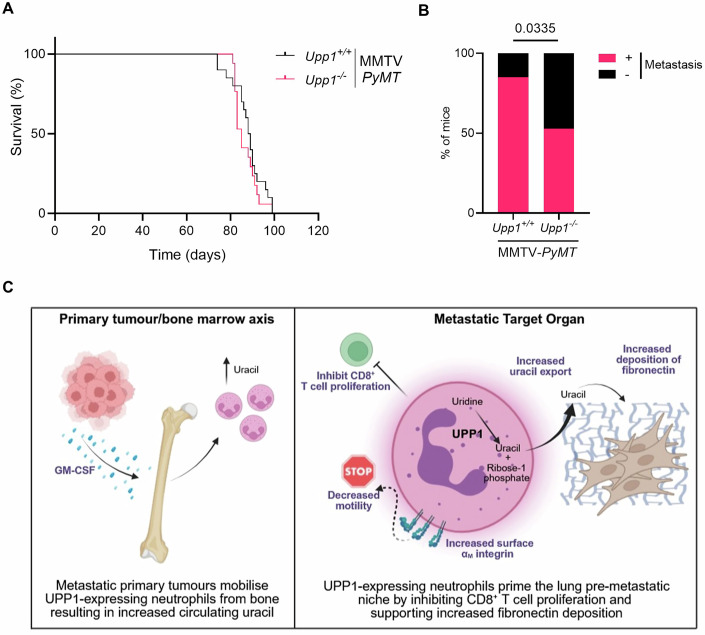
UPP1 influences metastasis in a mouse model of mammary cancer. (**A**) Survival of MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 20 mice) and MMTV-*PyMT*;*Upp1*^*−/*−^ (*n* = 17 mice), with mice culled at clinical endpoint corresponding to one mammary tumour reached 15 mm in diameter. (**B**) Lungs of mice from (**A**) were formalin-fixed and paraffin-embedded (FFPE) and metastatic burden assessed. The proportion of MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 20 mice) and MMTV-*PyMT*;*Upp1*^*−/*−^ (*n* = 17 mice) mice with detectable lung metastases is presented. (**C**) Neutrophils increase expression of *Upp1* in response to the presence of a primary tumour. UPP1-high neutrophils secrete uracil into the extracellular microenvironment, and increased extracellular uracil promotes deposition of a fibronectin-rich ECM. UPP1-expressing neutrophils have high cell surface α_M_ integrin, resulting in decreased neutrophil motility in the pre-metastatic lung. Neutrophils accumulate and inhibit T-cell proliferation. Collectively these mechanisms create niches that support metastasis. Data Information: In (**A**) log-rank (Mantel–Cox) test shows that survival was not significantly different between experimental groups. In (**B**), statistics are Chi-squared test. Source data are available online for this figure.

**Figure EV6:**
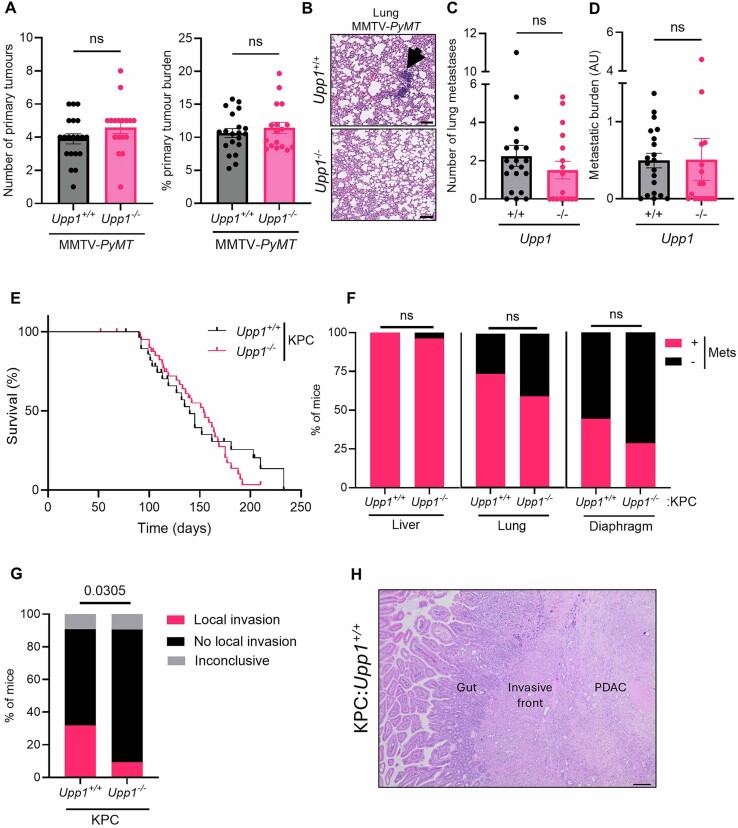
Understanding the effect of *Upp1* loss in genetically engineered mouse models of metastatic cancer. (**A**) Mammary tumour number and burden in mice MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 20 mice) and MMTV-*PyMT*;*Upp1*^*−/−*^ (*n* = 17 mice) at clinical endpoint. (**B**) Representative H&E stains for the lungs of MMTV-*PyMT*;*Upp1*^*+/+*^ and MMTV-*PyMT*;*Upp1*^*−/−*^ mice described in (**A**), scale bar 100 µm. Arrow highlights a metastatic lesion. (**C**, **D**) Average number of lung metastases (**C**) and average lung metastatic burden (**D**), determined by histological H&E assessment of serial lung sections from MMTV-*PyMT*;*Upp1*^*+/+*^ (*n* = 20 mice) and MMTV-*PyMT*;*Upp1*^*−/−*^ (*n* = 17 mice). (**E**) Overall survival of KPC:*Upp1*^*+/+*^ (*n* = 22 mice) and KPC:*Upp1*^*−/−*^ mice (*n* = 33 mice). Mice that were sacrificed due to indications other than PDAC were censored (amounting to *n* = 7 *Upp1*^*+/+*^ mice and *n* = 10 *Upp1*^*−/−*^ mice). (**F**) The proportion of mice with metastasis detected by histological H&E assessment of serial sections of liver and lung, KPC:*Upp1*^*+/+*^ (*n* = 19 mice) and KPC:*Upp1*^*−/−*^ (*n* = 27 mice), and the proportion of mice with microscopic diaphragm metastasis for KPC:*Upp1*^*+/+*^ (*n* = 18 mice) and KPC:*Upp1*^*−/−*^ mice (*n* = 21 mice). (**G**) Local invasion was determined for KPC:*Upp1*^*+/+*^ (*n* = 22) and KPC:*Upp1*^*−/−*^ (*n* = 32) mice. Inconclusive annotation refers to samples that were unclear at necropsy as to whether full invasion had occurred. (**H**) Representative image of local invasion that was scored at necropsy, namely the attachment and invasion of the primary PDAC to other organs within the abdominal cavity. Example shown is from a KPC:*Upp1*^*+/+*^ mouse, with PDAC invading intestinal tissue, scale bar 200 µm. Data Information: In (**A**, **C**, **D**) dots represent individual mice, data are presented as mean ± SEM, and *P* values were calculated by unpaired *t* test, ns = not statistically significant. In (**E**), log-rank (Mantel–Cox) test *P* = 0.5926. In (**F**, **G**), *P* values calculated by chi-squared test.

To determine if UPP1 influenced metastasis in another cancer type that we have found to display increased levels of *Upp1* and circulating uracil, we assessed the influence of *Upp1* knockout on disease progression in the KPC GEMM of pancreatic cancer. Overall survival of KPC mice was not different between *Upp1*^*+/+*^ and *Upp1*^*−/−*^ mice (Fig. EV6E), and whilst there was a tendency for deletion of *Upp1* to reduce metastasis to the liver, lung and diaphragm, these trends were not statistically significant (Fig. EV6F). However, local invasion of pancreatic tumours was significantly reduced in *Upp1*^−*/*−^ mice (Fig. EV6G,H), suggesting that in pancreatic cancer, although *Upp1* does not contribute to distant metastasis in the same way as we report for mammary cancer, it may play a role in invasive behaviour at the primary tumour.

## Discussion

Altered metabolism is a hallmark of cancer recognised to play an important role in the progression of metastatic disease. UPP1, the enzyme responsible for the phosphorolysis of uridine into uracil and ribose-1 phosphate, is a key nucleotide metabolism enzyme that has been the subject of several papers in recent years, in part due to its consistent and strong relationship with decreased survival in several cancer types. The ability of cells to proliferate and migrate is dependent on the de novo generation of macromolecules, and targeting nucleic acid synthesis through nucleotide antimetabolite therapy represents the backbone of therapy for many cancers (Tennant et al, 2010). While UPP1 catalyses a reversible reaction, the catabolic route which breaks down nucleosides is generally favoured. Paradoxically, expression levels of UPP1 are consistently upregulated in cancer—a disease canonically associated with increased formation of macromolecules rather than their disassembly. The upregulation of UPP1 in cancer cells has inspired studies focused on the tumour-intrinsic effects of UPP1. This includes studies in pancreatic cancer, where UPP1-dependent production of ribose-1 phosphate was found to fuel central carbon metabolism in nutrient-deprived conditions (Nwosu et al, 2023; Skinner et al, 2023). Interestingly, we find that levels of pentose phosphates are not altered in *Upp1*^−*/−*^ tumours, nor are pentose phosphates altered in the serum of neutrophil-depleted tumour-bearing mice (Appendix Fig. S11A,B). Tumour-specific *UPP1* increases have also been associated with disease progression in lung adenocarcinoma (Li et al, 2024). In these instances, the authors used in vivo transplantation models to show that increased UPP1 expression could drive primary tumour growth. In the present study we have utilised GEMMs to study how UPP1 contributes to cancer progression in both mammary and pancreatic cancer. In the case of mammary cancer, UPP1 does not contribute to growth of primary mammary tumours, but is key to the establishment of lung metastases. In pancreatic cancer, deletion of *Upp1* in KPC mice also did not significantly influence primary tumour growth, but local invasion of PDAC was significantly decreased in the absence of *Upp1*.

Whilst LPS-driven systemic inflammatory responses are distinct from those evoked by the presence of a primary tumour, we demonstrate that a key hallmark of the metastasis-associated metabolome –elevated circulating uracil—is a common metabolic feature of both inflammation and metastasis. Importantly, the GEMMs employed in the present study all recapitulate metastasis through mechanisms associated with altered neutrophil biology (Casbon et al, 2015; Coffelt et al, 2015; Jackstadt et al, 2019; Steele et al, 2016; Wculek and Malanchi, 2015). We show here that neutrophils mobilised in response to the presence of a primary tumour generate and release uracil which makes a key contribution to the metastasis-associated circulating metabolome, and that this may influence ECM deposition by fibroblasts to help prime the lung metastatic niche. Importantly, UPP1 status also influences neutrophil behaviour in the lung and the ability of these cells to affect T-cell proliferation—mechanisms that can generate immunosuppressed environments that are permissive to metastatic seeding and outgrowth.

We have found that there are differences in the roles played by UPP1 in the progression of mammary and pancreatic cancer. Indeed, although circulating uracil is increased in a metastatic (KPC) model of pancreatic cancer prior to metastasis, *Upp1* knockout does not significantly influence distant metastasis (colonisation of the lung and liver) at clinical endpoint in this cancer type, but instead reduces local invasion of PDAC cells in the pancreas. Although neutrophils can contribute to metastasis of PDAC, neutrophil signalling at the tumour border is also associated with poor outcome in human pancreatic cancer (Steele et al, 2016), and so it will, therefore, be interesting to determine whether therapeutic inhibition of UPP1 early in tumour development may reduce progression of local invasive disease in pancreatic cancer.

In the context of mammary cancer, the ability of neutrophils to facilitate metastasis has been well described, and increased numbers of neutrophils in metastatic target organs result in immunosuppressed microenvironments that allow disseminated cancer cells to thrive (Casbon et al, 2015; Coffelt et al, 2015; Wculek and Malanchi, 2015). Recent work has also highlighted differences in the movement of neutrophils in the pre-metastatic lung, with lung neutrophils having decreased motility in mice bearing primary mammary tumours (Fercoq et al, 2024). The migration of leukocytes can be influenced by the cell surface expression of transmembrane receptors, including integrins. Indeed, integrins are known to influence cell adhesion and motility in a complex way. Very low levels of specific integrins at the cell surface are associated with decreased leukocyte migration due to a reduced ability of cells to engage the substratum (Yipp et al, 2017). However, high levels of cell surface integrin can also result in decreased motility due to excessive adhesion to the ECM (DiMilla et al, 1991; Lishko et al, 2003). Thus, cells struggle to migrate when surface levels of integrin are either very high or very low, whilst intermediate levels are associated with efficient cell migration. We have found that the presence of a primary tumour in the mammary gland increases neutrophil α_M_ integrin surface expression, which stalls neutrophil migration in the lung. Moreover, this primary tumour-driven stalling of neutrophil motility is relieved by blocking engagement of α_M_ integrin with its ECM ligands. Expression of cell surface proteins can commonly be regulated post-transcriptionally to enable efficient cellular responses to the local microenvironment, and post-transcriptional regulation of integrins is commonly exerted via modulation of endo- and exocytosis (Paul et al, 2015). As α_5_β_1_ integrin recycling in fibroblasts is promoted by the addition of extracellular uracil (Figs. 5E and EV5I), this sets a precedent for UPP1’s ability to regulate α_M_ integrin surface expression via modulation of endosomal trafficking. However, the addition of extracellular uracil to neutrophils does not increase α_M_ integrin surface expression (Appendix Fig. S12). Thus, although the data presented here suggest that UPP1 can, via release of uracil from neutrophils, influence integrin function in fibroblasts, this is unlikely to be how it controls integrin trafficking within the neutrophils themselves. It is interesting, therefore, to speculate how UPP1 might exert post-transcriptional control over neutrophil integrin trafficking and function. Indeed, integrin function is known to be impacted by metabolic perturbations that compromise glycosylation (Rossi et al, 2022), and α_M_ integrin is a glycoprotein, with N-linked mannose high glycan epitopes being a described feature of α_M_ integrin from human neutrophils (Kelm et al, 2020). Moreover, glycosylation of cell surface receptors decreases their rate of internalisation (Gollapudi et al, 2023), and pathway analysis finds that endocytosis is enriched in UPP1-high cells (Nwosu et al, 2023)—perhaps as a means to compensate for the decreased internalisation of surface proteins. Furthermore, UPP1 expression positively correlates with mannose metabolism in situations defined by high immune infiltration (Fan et al, 2022). UDP-N-acetylglucosamine (UDP-GlcNAc) is a key precursor for the synthesis of glycan oligosaccharides used for N-linked glycoprotein assembly and glycosylation of integrins, and UDP-GlcNAc synthesis requires UTP. Excessive consumption of uridine, due to increased UPP1 activity, may thus be a way in which UPP1 can impact the global glycosylation state of the cell. Thus, the ability of UPP1 to influence glycosylation states and how this, in turn, affects integrin trafficking and function will be an interesting hypothesis to investigate in the future.

In the absence of UPP1 expression/activity, we show that the number of T cells in the lungs of mice bearing mammary tumours increases. Furthermore, the expanded T-cell population in the lungs of mammary tumour-bearing *Upp1* knockout mice express IL-2, a cytokine that actively promotes T-cell proliferation (Ross and Cantrell, 2018). Indeed, whilst lung neutrophils from *Upp1*^*+/+*^ tumour-bearing mice oppose T-cell proliferation, a factor that contributes to immunosuppressed microenvironments, neutrophils from tumour-bearing *Upp1*^*−/−*^ mice have a decreased ability to suppress the proliferation of cytotoxic CD8^+^ T cells. Suppression of anti-tumour leukocytes at metastatic target sites by myeloid cells may be mediated through several mechanisms, including via increased production of inducible nitric oxide synthase (iNOS) or reactive oxygen species (ROS) (Li et al, 2020a; Li et al, 2020b). Neutrophil extracellular traps (NETs) have also been shown to promote immunosuppressive microenvironments (Kaltenmeier et al, 2021). However, we find that expression of markers of NETosis are not altered in the lungs of MMTV-*PyMT Upp1*^*+/+*^ and *Upp1*^*−/−*^ mice (Appendix Fig. S13). The ability of myeloid cells to reduce T-cell responses can also depend on other interactions with the local microenvironment. Indeed, fibronectin can polarise myeloid cells towards immunosuppressive states via direct engagement of the ITL3 receptor (Paavola et al, 2021), and chronic stress was recently shown to increase lung metastasis through a mechanism involving fibronectin accumulation, neutrophilia, and reduced T-cell numbers (He et al, 2024). Furthermore, UPP1 inhibition has previously been shown to protect against the generation of fibrotic microenvironments (Goncalves da Silva et al, 2021). Given our observations that fibronectin deposition in the lungs of tumour-bearing mice is reduced by *Upp1* knockout, and that the UPP1 product, uracil, promotes fibroblast-mediated fibronectin deposition, it will be interesting to determine the extent to which UPP1-dependent immune landscapes and ECM deposition combine to generate the immunosuppressed environment necessary to foster metastatic seeding in the lung. Indeed, it was our intention to address this using antibody-mediated approaches to deplete neutrophils, and whilst this reinforced that neutrophils are a significant source of circulating uracil (Fig. 2G), we have been unable to deplete neutrophils for long enough to significantly reduce metastasis without affecting the welfare of experimental animals (Appendix Fig. S14). This technical limitation has thus hindered our current ability to directly test the link between neutrophil UPP1, CD8^+^ T cells, fibronectin and lung metastasis, and whilst this is a limitation of this current study it will interesting to pursue this line of enquiry using neutrophil-specific *Upp1* knockout mouse models in the future.

Collectively, our data show that neutrophils are a significant source of UPP1 in cancer, and that UPP1 can influence the immunosuppressive and motile behaviour of neutrophils and ECM deposition in the lung. Importantly, in the absence of UPP1 the ability of mammary tumours to metastasise is reduced, and we thus highlight a specific role for UPP1 in the metastatic process (Fig. 6C). The results of this study thus identify a clear role for UPP1 in neutrophil driven metastatic niche priming, providing exciting opportunities to investigate the clinical applications of these observations, including understanding whether circulating uracil could be used as a biomarker to detect metastatic disease, and testing the ability of UPP1 inhibitors to decrease the risk of distant metastasis, and/or improve responses to cancer immunotherapy.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalogue number
**Experimental models**		
*Upp1*^*−/−*^ mouse *(M. musculus)*	This study	N/A
MMTV-*PyMT (M. musculus)*	CRUK Scotland Institute	N/A
KPN *(M. musculus)*	CRUK Scotland Institute	N/A
KPC & KP^fl^C *(M. musculus)*	CRUK Scotland Institute	N/A
FVB/N *(M. musculus)*	Charles River UK	Strain Code: 207
C57BL/6J *(M. musculus)*	Charles River UK	Strain Code: 662
CD11b-DTR *(M. musculus)*	University of California, Irvine	N/A
**Antibodies**		
Zombie Green	Biolegend	423111
Ter119 FITC	Biolegend	116206
Nkp46 FITC	Biolegend	137606
CD115 (CSF1R) FITC	TONBO Bioscience	35-1152-u100
CD3 FITC	Biolegend	100306
CD19 FITC	Biolegend	101506
CD45 BV650	Biolegend	103151
CD11b BV605	Biolegend	101257
Ly6G Bv510	Biolegend	127633
CD54 APC	Biolegend	116120
CD62L BUV395	Biolegend	740218
CD101 PE-Cy7	Life Tech (Invitrogen)	25-1011-82
CD117 Bv711	Biolegend	105835
CXCR4 BV421	Biolegend	146511
CXCR2 PE	Biolegend	149304
CD63 Percp-Cy5.5	Biolegend	143912
Siglec-F APCCy7	BD bioscience	565527
Zombie NIR	Biolegend	423105
CD45 AF700	Biolegend	103128
CD19 Bv605	Biolegend	115540
CD3 Percp-Cy5.5	Biolegend	100328
CD8 FITC	Biolegend	100706
CD4 PeCy7	Biolegend	116016
gdTCR PE	Biolegend	118108
Siglec-F AF647	BD Pharmigen	562680
CD115 Bv421	Biolegend	135513
CD11b Bv650	Biolegend	101259
Ly6G Bv711	Biolegend	127463
F4/80 Bv510	Biolegend	123135
CD11c BV605	Biolegend	117334
PD-1 APC	Biolegend	135210
CD62L PE-Dazzle	Biolegend	104448
CD44 BUV395	BD Horizon	568507
NKp46 BV421	Biolegend	137611
CD27 BV510	Biolegend	124229
CD69 BV650	Biolegend	104541
ICOS BV711	Biolegend	313548
CD3 BV785	Biolegend	100355
granzyme B AF647	Biolegend	515406
IL-2 PE	Biolegend	503808
IFN gamma PE-Cy7	Life Tech (Invitrogen)	25-7311-82
CD8 PerCP-Cy5.5	Biolegend	100734
TNF alpha BV711	Biolegend	506349
CD3 BV785	Biolegend	100355
InVivoMAb rat IgG2a isotype control	2B Scientific	BE0075-1-50MG
InVivoMAb rat anti-Mouse Ly6G, Clone—1A8	2B Scientific	BE0089-50MG
Ly6G-AF647	Biolegend	127610
CD31-AF488	Biologend	102414
Fibronectin	Abcam	ab2413
CD29 Clone 9EG7	BD Pharmingen	550531
CD49e Clone 5H10-27	BD Pharmingen	553319
Transferrin receptor	BD Pharmingen	553264
biotinylated goat anti-rabbit Ab	Vector Labs	BA-9400
fibronectin	BD Pharmingen	610078
**Oligonucleotides**		
qRT-PCR primer *Actb* F	Life Tech (Invitrogen)	Appendix Table S6
qRT-PCR primer *Actb* R	Life Tech (Invitrogen)	Appendix Table S6
qRT-PCR primer *Upp1* F	Life Tech (Invitrogen)	Appendix Table S6
qRT-PCR primer *Upp1* R	Life Tech (Invitrogen)	Appendix Table S6
**Recombinant DNA**		
lentiCRISPR vector	Addgene	52961
**Chemicals, enzymes and other reagents**		
Uracil	Merck	U0750-100G
Uridine	Merck	U3003;5G
^13^C_9_,^15^N_2_-uridine	Cambridge Isotopes Laboratories	F004715
5-Benzylacyclouridine	CK Isotopes Limited	Custom
^13^C-labelled yeast extract	Cambridge Isotope Laboratory	ISO1
^2^H_9_ choline	Cambridge Isotope Laboratory	DLM-549
^13^C_4_ 3-hydroxybutyrate	Cambridge Isotope Laboratory	CLM-3853
^13^C_6_^15^N_2_ cystine	Cambridge Isotope Laboratory	CNLM4244
^13^C_3_ lactate	Sigma-Aldrich	485926
^13^C_6_ glucose	Cambridge Isotope Laboratory	CLM-1396
^13^C_3_ serine	Cambridge Isotope Laboratory	CLM-1574
^13^C_2_ glycine	Cambridge Isotope Laboratory	CLM-1017
^13^C_5_ hypoxanthine	Cambridge Isotope Laboratory	CLM8042
^13^C_2_^15^N taurine	Cambridge Isotope Laboratory	CNLM-10253
^13^C_3_ glycerol	Cambridge Isotope Laboratory	CLM-1510
^2^H_3_ creatinine	Cambridge Isotope Laboratory	DLM-3653
MojoSort Mouse Neutrophil Isolation Kit	Biolegend	480058
µ-slide 8 well high chamber slides	Thistle Scientific	80806
Agarose, low gelling temperature	Thermo Scientific	J66319.22
DNase 1	Roche	03724778103
Collagenase I	Worthington Biochemical	NC9482366
Collagenase IV	Worthington Biochemical	NC9919937
Foxp3 / Transcription Factor Staining Buffer Set	eBioscience	00-5523-00
MojoSort Mouse CD8 T-cell isolation kit	Biolegend	480008
CellTrace Yellow Proliferation kit	ThermoFisher Scientific	C34567
Proteome Profiler Mouse XL Cytokine Array	Bio-techne	ARY028
H_2_O_2_	Sigma-Aldrich	95329
avidin block	Invitrogen	004303
biotin block	Invitrogen	004303
Protein blocking solution	Abcam/SpringBio	DFB125
Avidin-HRP	Vectastain Elite	PK-7100
Tyramide Signal Amplification (TSA-FITC) system	PerkinElmer	NEL749A001KT
BD Horizon™ brilliant stain buffer	BD Biosciences	563794
Polybrene	Sigma-Aldrich	H9268
**Software**		
Tracefinder	Thermo Scientific	Version 4.1
Skyline	Adams et al, 2020	Version 21.2.0.369
XCalibur	Thermo Scientific	Version 2.2
Halo	Indica Labs	V3.6.4134.137
Zen Black	Carl Zeiss	2.3 SP1 FP3
FlowJo	BD Biosciences	Version 10.9.0
CFX Manager Software	BioRad	Version 4.0.2325.0418
ImageJ	ImageJ	Version 1.49
Harmony	PerkinElmer	Version 4.9
Columbus	PerkinElmer	Version 2.8.0
Imaris	Bitplane	V10.1.1

### Mice

The *Upp1* knockout mouse line was generated at the CRUK Scotland Institute by CRISPR gene editing technology (*Upp1* gene ENSMUSG00000020407/GRCm39:CM001004.3). 

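In GRCm39, *Upp1* lies on the forward strand of chromosome 11 from 9067953 to 9086370, a span of 18418 bp. Its canonical transcript has 9 exons, of which exons 1 and 2 hold no coding sequence. Coding sequence starts in exon 3, which holds 47 coding bp. Exon 4, which the knockout strategy removes, runs from 9079488 to 9079605 and its 118 bp are all coding.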

Two CRISPR guides were identified which cut in the intronic sequence surrounding exon 4 of the *Upp1* gene and were demonstrated to have high cutting efficiency in vitro; GTAGGGCCCTTGACAATGTA, ATAAACGCAGGCCACTTGTA. Guide RNAs were generated in-house using Highscribe™ T7 Quick High Yield RNA synthesis kit (New England Biolabs Inc.), Alt-R™ S.p. Cas9 Nuclease was purchased from (Integrated DNA Technologies UK., Inc.). To generate the electroporation solution; the guide RNAs and spCas9 protein were combined in Optimem™ (ThermoFisher Life Technologies, Ltd). Approximately 7 h after in vitro fertilisation, the 1-cell stage embryos of 5–6-week-old FVB/N mice (Charles River UK) were introduced into electroporation solution, and electroporated using a NEPA21 electroporator (Nepa Gene Co., Ltd). The following day, 2-cell embryos were transferred into the oviducts of pseudopregnant CD1 females (Charles River UK). Genotyping of subsequent pups was performed from ear samples by PCR using the primers F: GCAGAGTGGGCTAGCAACTA and R: CAGTTGCAAGCAGGGATCAT followed by Sanger sequencing.

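Both knockout guides match GRCm39 at a single place. The guide GTAGGGCCCTTGACAATGTA lies in intron 3 from 9079326 to 9079345 on the forward strand, followed by the PAM GGG. The guide ATAAACGCAGGCCACTTGTA lies in intron 4 from 9079868 to 9079887 on the reverse strand, followed by the PAM TGG. With cuts 3 bp from each PAM, the segment between them is 528 bp long. Between the left cut and exon 4 lie 145 bp, and between exon 4 and the right cut 265 bp. The genotyping primers lie outside this segment, F from 9079178 to 9079197 and R from 9080041 to 9080060. On the reference they enclose a product of 883 bp, which shortens to 355 bp when the segment between the cuts is removed.

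**Figure D2:**
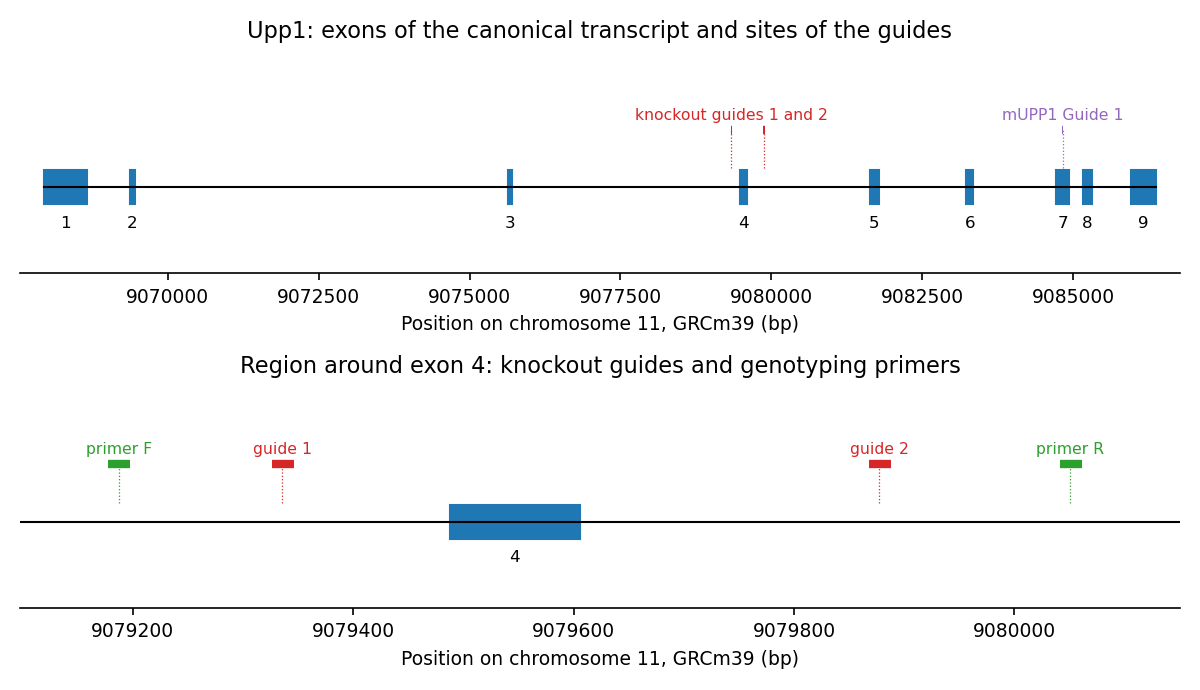
Exons of the canonical *Upp1* transcript as numbered boxes along chromosome 11 of GRCm39 (x axis, bp), with the sites of the CRISPR guides (upper map), and the region around exon 4 with the knockout guides and genotyping primers (lower map). Exon 4 lies between the guides, which lie between the primers.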

Female mice were used in all experimental studies using the mammary cancer model. To model mammary cancer MMTV-*PyMT* mice (Guy et al, 1992) were backcrossed >20 generations and maintained on an FVB/N background. MMTV-*PyMT* mice were always compared with their FVB/N littermate controls. *K14*-Cre; *Trp53*^fl/fl^ (KP) mice were gifted from Jos Jonkers (Liu et al, 2007). These mice were backcrossed to an FVB/N background for 5 generations. For orthotopic transplantation models of mammary cancer, 1-mm^3^ mammary tumour fragments obtained from KP mice were transplanted into the 4th mammary fat pad of 10–12-week-old female recipient FVB/N mice (Charles River UK) using appropriate anaesthesia and analgesia as previously described (Millar et al, 2020). Mice were monitored for tumour development 2–3 times per week. Once detected, tumour growth was monitored by calliper measurement three times per week. For all mammary models, endpoints (time or size) are described in the appropriate figure legends. In the MMTV-*PyMT* model, mammary tumours arise spontaneously in any of the five pairs of mammary glands, and thus multiple mammary tumours may be present. The clinical endpoint is reached when one tumour reaches 15 mm in diameter.

For colon cancer, KPN mice (*villin*Cre^ER^; *Kras*^G12D/+^; *Trp53*^fl/fl^; *R26*^N1icd/+^) on a C57BL/6 background described previously (Jackstadt et al, 2019) were induced with a single injection of 2 mg tamoxifen by intraperitoneal injection at an age of 6–12 weeks. Both sexes were used. Serum was isolated from tail bleeds at 30, 60 and 90 days post induction to provide baseline levels of metabolites. Clinical endpoint was defined as weight loss and/or hunching and/or poor body conditioning and confirmed metastatic cancer upon dissection.

For pancreatic cancer, KPC (*Pdx1*-Cre; LSL-*Kras*^G12D/+^; LSL-*Trp53*^R172H/+^) mice were used to model metastatic pancreatic cancer, and KP^fl^C (*Pdx1*-Cre; LSL-*Kras*^G12D/+^; LSL-*Trp53*^fl/+^) were used to model pancreatic cancer that has a decreased propensity to metastasise (Morton et al, 2010). These mice are maintained on a mixed strain background, and both sexes were used. For Fig. 1E, mice were sampled when pancreatic tumours were detectable by palpation, a timepoint in which pro-metastatic structural changes are apparent in distant target organs but that precede the formation of overt metastases (Novo et al, 2018). Average KP^fl^C age at death was 19.30 weeks, and KPC 17.30 weeks: Difference in means −1.705 ± 2.778, 95% confidence interval −7.663 to 4.253, *P* value 0.5492 (unpaired *t* test). Only mice with confirmed pancreatic tumours upon dissection were included for downstream analysis. KPC mice used to evaluate survival or metastatic burden (Fig. EV6E–H) were culled when exhibiting defined endpoint symptoms of PDAC, and censored when showing model-specific signs not associated with PDAC (e.g. lymphoma, lung adenoma or papillomas according to limitations of the license). Local invasion was scored at necropsy and involved attachment and invasion of the primary PDAC to organs within the abdominal cavity, for instance, to the liver, kidney or intestine. Inconclusive annotation refers to samples that were unclear at necropsy as to whether full invasion had occurred. Evaluation of metastasis was only performed in animals that reached humane clinical endpoint due to pancreatic cancer and are described further in ‘histological assessment of fixed murine tissue’. Any further exclusions were due to either sampling by personnel not trained in macroscopically scoring of metastases in this model, or the unavailability of tissue for microscopic evaluation.

For experiments utilising the CD11b-DTR mice, mice were produced as an F1 cross between B6.FVB-Tg(*ITGAM*-DTR/EGFP)34Lan/J mice and C57BL/6J mice (Jackson Laboratory). Male mice between 8–12 weeks of age were used experimentally. Orthotopic PDAC tumours were established from 5 × 10^4^ KPC-7940B PDAC cells injected into the pancreas in 50 µL of 1:1 Matrigel-DMEM + 10%FBS (Corning) of F1 C57BL/6J CD11b-DTR mice and allowed to establish tumours for 14 days. Mice were then treated with diphtheria toxin (Enzo Life Science) at a concentration of 25 ng/kg or vehicle by intraperitoneal injection. Mice were humanely euthanised 24 h after treatment.

In experiments where the immune system was mobilised in the absence of cancer, mice were dosed intraperitoneally with 1 mg/kg (C57BL/6) or 0.5 mg/kg (FVB/N) lipopolysaccharide (LPS) for 4–24 h, as defined in individual figure legends. Both sexes were used at an age of 8–12 weeks.

As per ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines 2.0: In all instances, the experimental groups of comparison are described in the figure legend. Sexes of mice used per model are described above, and experimental endpoints (time or size) are described in the appropriate figure legends. Experimental units are a single animal, and the number of mice is represented as dots within graphs and reported in the corresponding figure legend. Exclusion criteria in cancer models applied to mice that did not have cancer upon dissection (for example, mass due to cyst instead of tumour, or those that were culled for welfare reasons). Any other exclusion criteria for specific methods are described in the appropriate methods section. Sample sizes are described in the appropriate figure legends and influenced by the power needed to understand the biological effect being measured. Mice were randomly allocated to treatment arms. Confounding factors such as order of treatment and measurements were minimised by delegation of these tasks to staff blinded to the experimental design. Samples were labelled during processing and analysis in a way that did not indicate the treatment group to the researcher. Unblinding was performed once the processing and analysis of samples were complete. Outcome measures, statistical methods and experimental animals are all described within the appropriate legends, procedures are described in the methods section, and results in the main body of text.

Except for CD11b-DTR mice, all mice were housed at the CRUK Scotland Institute, with environmental proactive enrichment, and in a ventilated barrier facility (12-h light/dark cycle). Procedures were performed in accordance with the UK Animal (Scientific Procedures) Act 1986, approved by the local animal welfare (AWERB) committee, and conducted under UK Home Office licences 70/8645, 60/4181, 70/8646, P72BA642F, and PP6345023. Genotypes of genetically engineered mouse models were confirmed by Transnetyx genotyping services. Experiments using CD11b-DTR mice were conducted at the University of California, Irvine, approved by the Institutional Animal Care and Use Committee (IACUC) under protocol AUP-23-084.

### Neutrophil depletion in MMTV-*PyMT* mice

MMTV-*PyMT*^*+*^ tumour-bearing mice were treated with either InVivoMAb rat IgG2a isotype control or InVivoMAb rat anti-Mouse Ly6G, Clone—1A8 (2B Scientific) once one tumour had reached 5 mm in diameter, using a dosing regimen of one 400 µg loading dose followed by 100 µg maintenance doses, with dosing via the intraperitoneal route on a Monday–Wednesday–Friday dosing schedule. Mice were culled once one primary tumour reached 15 mm in diameter. Circulating neutrophil counts were assessed in blood samples by IDEXX (IDEXX BioAnalytics). One mouse was censored in the isotype control experimental arm during data analysis due to abnormally low neutrophil counts, whilst two mice needed to be censored from the anti-Ly6G experimental arm as neutrophil depletion was found to be ineffective in these animals.

### Plasma from metastatic breast cancer patients and healthy volunteers

Plasma samples from patients with metastatic breast cancer and female healthy volunteers were originally collected under a protocol approved by West of Scotland REC4 (reference 10/S0704/32). Analysis of these archival samples for the current research was approved by the Office for Research Ethics Committees Northern Ireland HSC REC B (reference 17/NI/0228).

### Untargeted metabolomics of MMTV-*PyMT* serum

Polar metabolites were extracted as previously described in (Villar et al, 2023), and this methodology is thus shared under the Creative Commons Attribution 4.0 International (CC BY 4.0) license (https://creativecommons.org/licenses/by/4.0/). Briefly, polar metabolites were extracted from the serum by the addition of ice-cold extraction solution (1:50 dilution, 20% water, 50% methanol and 30% acetonitrile) followed by centrifugation at 16,000 × *g* for 10 min at 4 °C. The metabolite extract (supernatant) was stored at −74 °C until LC–MS analysis. Metabolite extracts (5 μL) were injected and separated using a ZIC-pHILIC guard-analytical column (SeQuant; 20 mm × 2.1 mm; SeQuant; 150 mm × 2.1 mm, 5 μm; Merck) on an Ultimate 3000 HPLC system (ThermoFisher Scientific). Chromatographic separation was performed using a 30-min linear gradient starting with 20% ammonium carbonate (20 mM, pH 9.2) and 80% acetonitrile, terminating at 20% acetonitrile at a constant flow rate of 100 μL min^–1^. The column temperature was held at 45 °C. An online Q Exactive Orbitrap mass spectrometer (ThermoFisher Scientific) equipped with electrospray ionisation was used for both metabolite profiling and metabolite identification (LC–MS). For profiling, the polarity switching mode was used with a resolution (RES) of 70,000 at 200 *m/z* to enable both positive and negative ions to be detected across the mass range (75 to 1000 *m/z*, with automatic gain control (AGC) target of 1 × 10^6^ and maximal injection time (IT) of 250 ms). Data-dependent fragmentation was performed to aid metabolite identification using a pooled sample comprised of a mixture of all extracts. The Q Exactive was operated in positive and negative polarity mode separately (35,000 RES, AGC target of 1 × 10^6^ and max IT of 100 ms), and the 10 most abundant ions were chosen for fragmentation (minimum AGC target of 1 × 10^3^, AGC target of 1 × 10^5^, max IT of 100 ms, 17,500 RES, stepped normalised collision energy of 25, 60 and 95, isolation width of 1 *m/z*, dynamic exclusion of 15 s and charge exclusion of >2) per survey scan. The pooled sample was also used as a quality control (QC) and was repeatedly measured throughout the acquisition of the randomised biological extracts. Untargeted metabolomics analysis was performed using Compound Discoverer software (Thermo Scientific v2.1). Retention times were aligned across all data files (maximum shift of 2 min and mass tolerance of 5ppm). Unknown compound detection (minimum peak intensity of 1 × 10^6^) and grouping of compounds were performed (mass tolerance of 5ppm and retention time tolerance of 0.2 min). Missing values were filled using the software’s ‘Fill Gap’ node (mass tolerance of 5ppm and signal/noise tolerance of 1.5). Data were corrected for batch effects using the QC replicate injection data and a QC-based area correction regression model (Linear, 50% QC coverage, 30% RSD). Compound identification was assigned by matching the mass and retention time of observed peaks to an in-house library generated using metabolite standards (mass tolerance of 5ppm and retention time tolerance of 0.5 min) or by matching fragmentation spectra to mzCloud (www.mzcloud.org; precursor and fragment mass tolerance of 10ppm and match factor threshold of 50).

### Uracil quantification in MMTV-*PyMT* serum

Uracil was quantified in serum by the standard addition method. Briefly, a uracil stock solution was used to spike serum (pool of experimental samples) during extraction, generating a six-point calibration curve ranging from 5 μM to 160 μM (0.1 μM to 3.2 μM at 1:50 extraction ratio). The calibration curves and samples were analysed together with the LC–MS profiling method described above. Targeted quantification was performed using Tracefinder (4.1, Thermo Scientific), a linear calibration curve was constructed by plotting the peak area of uracil against the standard addition amount. This was then used to calculate the uracil concentration in the unspiked samples.

### Targeted metabolomics

Targeted metabolomics was performed using the same instrument setup as described above for the untargeted analysis with modifications to the chromatography. The linear gradient was shortened to 15 min, and the flow was increased to 200 μl min^–1^. The mass spectrometry detection was carried out with the same parameters as above over the shortened LC runtime. Polar metabolites were extracted from serum by the addition of ice-cold extraction solution (1:50 dilution, 20% water, 50% methanol and 30% acetonitrile) followed by centrifugation at 16,000× *g* for 10 min at 4 °C. In cases where metabolites were extracted from tissue, 25 mg of tissue was used per mL of extraction solvent, samples were homogenised at 4 °C (Precelly’s 24 homogeniser with homogenising tubes for hard tissue) followed by centrifugation at 16,000 × *g* for 10 min at 4 °C. The metabolite extract (supernatant) was stored at −74 °C until LC–MS analysis.

Targeted metabolomics analysis was performed using Skyline (Adams et al, 2020), version 21.2.0.369. A transition list containing the compound names, preferred adduct/polarity and measured retention times (with 2-min retention time tolerance) was generated using reference standards on the same LC–MS method. Extracted ion chromatograms were generated for each compound, and the corresponding chromatographic peaks were carefully inspected and integrated. Relative quantification between sample groups was performed.

### ^13^C_9_,^15^N_2_-uridine metabolic tracing

Neutrophils were isolated from the femurs of MMTV-*PyMT* tumour-bearing mice using MojoSort Mouse Neutrophil Isolation Kit (Biolegend), with neutrophil retention via negative selection strategy. Neutrophils were plated at a density of 450,000 cells/well in a six-well plate using Plasmax (Vande Voorde et al, 2019) as a physiologically relevant cell culture medium, including 30 µM ^13^C_9_,^15^N_2_-uridine (Cambridge Isotope Laboratories Inc), or unlabelled equivalent (Sigma), for 24 h at 37 °C/5% CO_2_. Cells where then removed from the plates by manual pipetting and centrifuged at 400 × *g* 4 °C for 5 min to isolate the cell and media fractions. Polar metabolites were extracted using ice-cold extraction solution (20% water, 50% methanol and 30% acetonitrile). For intracellular extractions, 100 µL was used per 1.50 × 10^5^ cells. For extracellular extraction, a 1:50 dilution of media was used in the extraction solution. Solutions were vortexed, followed by centrifugation at 16,000 × *g* for 10 min at 4 °C. The metabolite extracts (supernatant) were then stored at −74 °C until LC–MS analysis. Targeted metabolomics was performed as described above. As neutrophils are semi-adherent, the exact number of suspension neutrophils harvested may have differed to the number plated. For this reason, intracellular values were normalised to the cell count recorded per individual sample prior to lysis in extraction solution (implemented as a relative fold change between samples to preserve the peak area).

### Serum metabolomics of the CD11b-DTR mouse model

Quantification of metabolites in serum from CD11b-DTR animals was performed as previously described (Sullivan et al, 2019a; Sullivan et al, 2019b). Briefly, 7 libraries containing 149 metabolites were serially diluted in water from 5 mM to 1 µM concentration. These external standard pools were used to calibrate isotopically labelled internal standards and allow for quantification of metabolites where internal standards are not available (Appendix Table S5). Metabolites were then extracted from 5 µL of external standard pools or biofluid samples using 45 µL of 75:25:0.1 acetonitrile:methanol:formic acid extraction mix to which the isotopically labelled internal standards described in Appendix Table S5 were added. After the addition of the extraction mix, samples were vortexed for 10 min at 4 °C and then centrifuged at 15,000 rpm for 10 min at 4 °C to pellet insoluble material. The supernatant containing polar metabolites was then moved to sample vials for analysis by LC–MS as previously described (Sullivan et al, 2019a; Sullivan et al, 2019b).

XCalibur 2.2 software (ThermoFisher Scientific) was used for metabolite identification and quantification. Metabolite identification was performed using the external standard libraries as a reference to confirm the m/z and retention time for each metabolite. For quantification, when isotopically labelled internal standards were available, the concentration of internal standard in the extraction mixture was first determined by referencing the peak area of the isotopically labelled metabolite to peak areas of the unlabelled metabolite in the external standard dilution series. Upon determining the internal standard concentrations in the extraction mix, the peak areas of unlabelled metabolites in the biofluid samples were compared to the peak area of the quantified isotopically labelled internal standard to determine the concentration of the metabolite in the biofluid sample. For quantification of metabolites when were isotopically labelled internal standards were not available, the peak area of the metabolite was normalised in each sample to the peak area of an isotopically labelled internal standard with similar retention time. The normalised peak area of the metabolite in the biofluid sample was then compared to the normalised peak areas of the metabolite in the external standard dilution series to interpolate the concentration of the metabolite in the biofluid sample.

### Histological assessment of fixed murine tissue

Formalin-fixed paraffin-embedded (FFPE) lungs and liver were cut into a series of 4-µm serial sections and metastatic burden assessed by manual assessment of H&E stain in sections 5, 10 and 15 (using HALO image analysis software v3.6.4134.137). For each mouse, the average number of metastases identified across the three sections of the lung was recorded, in addition to the average metastatic burden across the three lung sections (defined as (area of lung covered by metastases/total lung area) × 1000). For assessment of microscopic diaphragm metastases, single H&E-stained slides of the diaphragm were scanned (Aperio AT2 slide scanner), visualised using Aperio software (ImageScope v12.4.3.5008) and the presence/absence of metastasis was recorded.

### Live precision-cut lung slice imaging

Live-cell imaging of precision-cut lung slices was performed as described previously (Fercoq et al, 2024). Briefly, lungs were inflated with low-melting point agarose (Sigma), placed into ice-cold PBS, and sliced into 300-µm-thick sections using a vibratome. Lung slices were stained directly in chamber wells by direct incubation with Ly6G-AF647(1:200, Biolegend), CD31-AF488 (1:200, Biolegend) (diluted in phenol-red free DMEM with 5% FBS) and imaged on a Zeiss LSM880 confocal microscope at 37 °C/5%CO_2_ for 20–40 min with z-stacks of ~20 µm. Acquisition was performed with a 32-channel Gallium arsenide phosphide (GaAsP) spectral detector plan Apo objective lenses (20×/0,8 NA - dry, Carl Zeiss). Samples were excited simultaneously with 405, 488, 561 and 633 laser lines, with signal collected onto a linear array of the 32 GaAsp detectors in lambda mode with a resolution of 8.9 nm over the visible spectrum. Spectral images were then unmixed with Zen software (Carl Zeiss) using reference spectra acquired from unstained tissues (tissue autofluorescence) or slides containing single fluorophores. Time-lapse image analysis was performed using Imaris (Bitplane). Neutrophils were segmented and tracked using the surface tool on Ly6G fluorescently labelled neutrophils, with surface detection and tracks assessed manually to ensure accuracy. In instances where the influence of the M1/70 blocking antibody on cell motility was assessed, 10 µg M1/70 or isotype control (ThermoFisher) was added into the medium of the chamber-well.

### Flow cytometry

Lungs were mechanically dissected using dissecting scissors and shaken in RPMI medium (ThermoFisher) supplemented with 5% FBS, at 37 °C for 20 min. Lung suspensions were filtered through a 70-µm cell strainer, rinsed with RPMI medium, centrifuged at 400 × *g* 4 °C for 5 min, and resuspended in RPMI medium supplemented with 5% FBS and 2 mM EDTA (ThermoFisher). To prepare cells from the spleen, spleens were pushed through a 70-µm filter and red blood cells lysed using 2 mL red blood cell lysis buffer (ddH_2_0, 5% FBS (v/v), 20 mM EDTA, 0.001 g/mL potassium bicarbonate, 0.008 g/mL ammonium chloride) for 3 min. Reaction was quenched with 5 mL RPMI/5% FBS/2 mM EDTA. Cells were then centrifuged for at 400 × *g* 4 °C for 5 min, resuspended in RPMI/5% FBS/2 mM EDTA and filtered for a final time through a 70 µm filter. To prepare cells from lymph nodes (LN), auxillary LN were collected in PBS, punctured and split open using forceps, and placed in 500 μL of RPMI containing 200 μg/mL DNase 1 (Roche), 100 U/L collagenase I (Worthington Biochemical), and 500 U/L collagenase IV (Worthington Biochemical); and incubated for 20 min at 37 °C. Samples were triturated with a 1-mL pipette and incubated for a further 20 min at 37 °C. Samples were passed through a 70-μm filter into a 1.5-mL Eppendorf tube and centrifuged at 300 × *g* 4 °C for 5 min. Cells were transferred to a 96-well V-bottomed plate for staining. Briefly, cells were pelleted, washed in PBS, and resuspended in live/dead stain at room temperature protected from the light for 20 min. Cells were then washed in PBS, pelleted, resuspended in Fc Block and incubated at room temperature for 15 min. Cells were then stained with the relevant antibody cocktail in BD Horizon™ brilliant stain buffer (BD Biosciences) (room temperature for 15 min in the dark), followed by sequential washing and fixation in PFA. Neutrophils were defined as Dead/Dump negative>CD45^+^>Ly6G^+^CD11b^+^, using the antibody panel described for neutrophil characterisation (Appendix Table S2). Total cell characterisation was performed using the antibody panel described in Appendix Table S3. T cells were further characterised by a lymphoid antibody panel (Appendix Table S6). Fluorescence minus one (FMO) controls were prepared to set gates. Count beads were added to samples to enable the accurate determination of cell numbers. Data were acquired on the BD Fortessa (BD Biosciences) and analysed using FlowJo (BD Biosciences v10.9.0).

### Intracellular T-cell staining

Lungs were mechanically dissociated with dissecting scissors and transferred into DMEM medium (ThermoFisher) supplemented with 1 mg/mL collagenase D (Roche) and 25 µg/mL DNase 1 (ThermoFisher). Enzymatic dissociation was carried out using the gentleMACS Octo Dissociator, run: 37C_m_LDK_01 (Miltenyi Biotec), as described (Curio and Belz, 2022). Consequent lung suspensions were then filtered through a 70-µm cell strainer, and enzyme activity was quenched by the addition of FCS followed complete DMEM medium (supplemented with 10% FCS, 2 mM l-glutamine (ThermoFisher) and 10,000 U/mL penicillin/streptomycin (ThermoFisher)). Cell pellets were lysed of red blood cells using commercially available 1× Red Blood Cell Lysis buffer (ThermoFisher), and following resuspension in PBS containing 0.5% BSA, cell number was acquired. After 3-h stimulation with PMA and ionomycin, together with Brefeldin A (BioLegend), single-cell suspensions were incubated for Fc block (BioLegend) in 0.5% BSA/PBS buffer for 20 min on ice. Cell surface antibodies were added for 30 min at 4 °C in the dark. Cell surface molecules were stained, and dead cells were identified with Zombie Green or Zombie NIR viability dye (BioLegend). Intracellular staining was performed after fixation and permeabilization with staining kit (00-5523-00, eBioscience). All antibodies used are described in Appendix Table S7. Gating strategy was Dead/Dump(CD19, CD11b and CD11c) negative>CD3^+^ > CD8^+^>iL2^+^, IFNγ^+^, Granzyme B^+^ or TNFα^+^ as appropriate. Fluorescence minus one (FMO) controls were prepared to set gates. Count beads were added to samples to enable the accurate determination of cell numbers. Data were acquired on the BD Fortessa (BD Biosciences) and analysed using FlowJo (BD Biosciences v10.9.0).

### T-cell proliferation

Neutrophils were isolated from the blood of MMTV-*PyMT* tumour-bearing mice using MojoSort Mouse Neutrophil Isolation Kit (Biolegend), with neutrophil retention via a negative selection strategy. T cells were isolated from the spleen and lymph nodes of FVB/N mice using the MojoSort Mouse CD8 T-cell isolation kit (Biolegend) as per the manufacturer’s protocol for negative selection strategy. T cells were stained with CellTrace Yellow Proliferation kit (ThermoFisher Scientific). A total of 200,000 T cells were placed into a well of a flat-bottomed 96-well plate, and co-cultured with 200,000 neutrophils in 250 μL Iscove’s modified Dulbecco’s medium (ThermoFisher), 10% FBS, 50 µM 2-mercaptoethanol (Sigma) with 2 mmol/L l-glutamine (ThermoFisher) and 100 U/mL penicillin–streptomycin (ThermoFisher). T-cell proliferation was stimulated by the addition of CD3/CD28 dynabeads at a ratio of one cell per bead (Gibco). Cells were harvested following 48 h of incubation at 37 °C/5%CO_2_ and assessed by flow cytometry, using the antibody panel described in Appendix Table S7.

### RNA-sequencing

RNA-sequencing on flow cytometry-sorted immune cell populations from vehicle and LPS-treated mice was performed by Mackey et al (Mackey et al, 2021). To prepare RNA for RNA-sequencing of mammary gland and MMTV*-PyMT* tumours, RNA was prepared from ~25 mg of frozen tissue using Trizol (ThermoFisher) as per the manufacturer's instructions. For *PyMT*^*+*^ cell lines, cells lines were previously generated by Gounis et al (Gounis et al, 2025), and plated at 0.5 × 10^6^–1 × 10^6^ cells per 10-cm dish, 37 °C/5% CO_2_ for 24 h to achieve 80% confluence the next day. Cells were washed twice in ice-cold PBS, lysed into 1 mL Trizol, and RNA prepped as per the manufacturer's instructions. For mouse embryonic fibroblasts (MEFs) treated with uracil: MEFs were plated at 1 × 10^6^ cells per 10-cm^2^ dish in full growth media (DMEM (ThermoFisher) supplemented with 10% FBS, 2 mM l-glutamine (ThermoFisher) and 100 U/mL penicillin/streptomycin (ThermoFisher)) supplemented with 10 or 30 µM uracil (Sigma) and incubated at 37 °C/5% CO_2_ for 24 h. Cells were then washed with ice-cold PBS, scraped into Trizol, and RNA prepped as per the manufacturer's instructions. In all cases, RNA quality was assessed using Agilent 2200 Tapestation using RNA screentape. Libraries for cluster generation and DNA sequencing were prepared using Illumina TruSeq Stranded Total RNA Lib Prep, Gold kit. Quality and quantity of the DNA libraries were assessed on an Agilent 2200 Tapestation (D1000 screentape) and Qubit (ThermoFisher Scientific), respectively. For mouse tissue and MEF experiments, the libraries were sequenced on the Illumina Next Seq 500 using the High Output v2.5, 150 cycles kit (2 × 75 cycles, paired end reads, dual index). For MEFs, *n* = 6 biological replicates were prepared for each condition, however one sample from the vehicle and 1 sample from the 30 µM uracil arm were removed at the data analysis stage due to human RNA contamination. For *PyMT*^*+*^ cells, RNA 6000 Pico Kit and Bioanalyzer (Agilent Technologies) were used to assess RNA integrity, sample library preparation was performed using the Illumina TruSeq RNA Library Prep kit v2, and sequencing was conducted on the NextSeq500 platform using a High Output 75 cycle kit. Normalised read counts are presented.

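The paper's text does not name the normalisation. With DESeq2's size factors, *Upp1* averaged 438 ± 70.1 normalised counts (SD, n = 6 lines) in fat-pad lines and 443 ± 99.7 (SD, n = 7 lines) in lung lines. With scaling to the library total alone, the averages were 446 ± 70.4 (SD, n = 6 lines) and 449 ± 97.3 (SD, n = 7 lines). The median library had 13921702 reads on genes among fat-pad lines and 14526977 among lung lines. Library names give 2 sequencing runs, here called A and B. Fat-pad lines had 9 libraries in each run, lung lines had 10 in run A and 11 in run B, and parental lines had 3 in each. Every line had libraries in both runs. In a principal component analysis of log2 counts scaled with the TMM method over 13824 genes, the first component held 33.6% of the variance and separated run A from run B. The second component held 26.0% and separated the lung lines of parental line YEJG from all other libraries, and the third, with 9.52%, separated the parental lines from their derivatives.

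**Figure D3:**
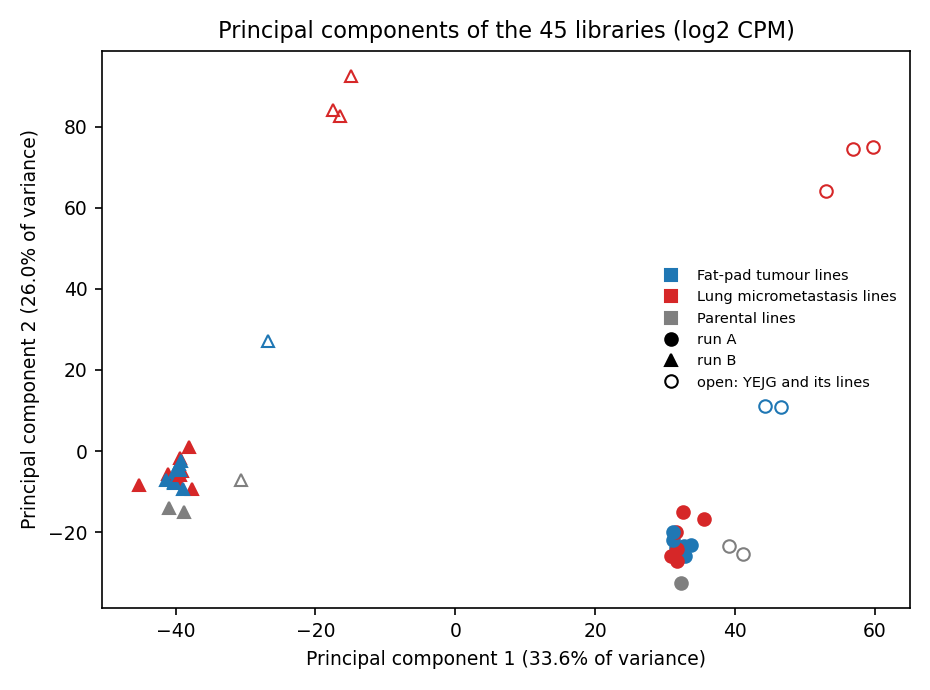
Principal components 1 (x axis, 33.6% of variance) and 2 (y axis, 26.0% of variance) of the 45 libraries, with colours for the origin of the line, circles and triangles for run A and run B, and open symbols for parental line YEJG and lines derived from it. The lung lines of YEJG reach 64.0 or more on component 2, and all other libraries 27.2 or less.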

### Cytokine measurements in mouse sera

Cytokines were measured in mouse serum samples using the Proteome Profiler Mouse XL Cytokine Array (Bio-techne) as per the manufacturer's instructions using 50 µl serum per mouse. Images were taken on a BioRad ChemiDoc imaging system, with dot intensity measured using BioRad Image Lab. The average intensity of duplicate cytokine spots was taken and normalised to the average intensity of the internal control for each membrane.

### *Upp1* CRISPR cell line generation

Guide RNA (gRNA) sequences were designed to target *Upp1* (mUPP1 Guide 1 F: CACCGCACCAACCTGGACGCGCAGC; mUPP1 Guide 1R: AAACGCTGCGCGTCCAGGTTGGTGC), and cloned into a lentiCRISPR vector (Addgene) (O’Prey et al, 2017; Shalem et al, 2014). 

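Without the bases added for cloning, the sequence of mUPP1 Guide 1 is CACCAACCTGGACGCGCAGC. It matches GRCm39 at 1 place, on the forward strand of chromosome 11 from 9084822 to 9084841, followed by the PAM TGG. All 20 bp of the site are coding sequence of *Upp1* exon 7.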

HEK293T cells were used to produce lentivirus. Briefly, HEK293K cells were transfected with 10 µg *Upp1* lentiCRISPR construct, 7.5 µg pSPAX2 and 4 µg pVSVG packaging plasmids by the calcium phosphate method. After 24 h, the media were refreshed, and recipient mouse embryonic fibroblasts (MEFs) were plated in parallel in 10-cm dishes. The next days, HEK293T media was collected, filtered through a 0.45-µm filter, supplemented with 2.5 µL polybrene (Sigma, 10 mg/mL stock in H_2_O), and used to replace media on recipient MEFs. Media was also replenished on HEK293T cells, and viral collection and treatment of MEFs were repeated the following day. Viral-transfected cells were selected using blasticidin-containing media, and cells were passaged upon reaching 80% confluence.

### qRT-PCR

Neutrophils were isolated from the femurs of mice using MojoSort Mouse Neutrophil Isolation Kit (Biolegend), with neutrophil retention via negative selection strategy. Cells were collected into Trizol (Life Tech), and RNA isolated as per the manufacturer’s instructions. RNA was quantified and 260/280 ratio checked using Nanodrop (ThermoFisher). cDNA was synthesised using 1 µg RNA as template using the Quantitect Reverse Transcription Kit (Qiagen) as per the manufacturer’s instructions. qPCR was performed using ×1 SyBr green (Qiagen), 1:10 dilution of cDNA template, 0.5 µM forward primer (ThermoFisher), 0.5 µM reverse primer (ThermoFisher), and reactions conducted using a three step protocol, corresponding to 95 °C for 3 min, ×40 cycles of 95 °C for 20 s, 60 °C for 20 s, 72 °C for 20 s, with a final extension of 72 °C for 5 min, and melt-curve from 65 °C to 95 °C in 0.5 °C increments. Data were collected and analysed in CFX Manager Software (BioRad CFX Maestro 1.0 Version 4.0.2325.0418). Expression of genes of interest was normalised to *Actb*. Primer sequences are described in Appendix Table S8.

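On the canonical *Upp1* transcript, the forward primer GGAATCTTCGGTGTTCGCCACC matches exon 8 with 1 mismatch, C16T, counted from 1 at the primer's 5′ end. The reverse primer GTGTTGATCTGGTCTCCTTGCAG matches exon 9 without a mismatch. The primers enclose 102 bp of the transcript and lie in different exons. The *Actb* primers CATTGCTGACAGGATGCAGAAGG and TGCTGGAAGGTGGACAGTGAGG lie in exons 5 and 6 of the canonical *Actb* transcript and enclose 138 bp. Elsewhere in GRCm39 the *Actb* primers also have exact matches, with 12 matches for the forward primer and 13 for the reverse primer in all.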

### Cell-derived matrices

Cell culture dishes were coated in 0.2% gelatin (Sigma), cross-linked with 1% glutaraldehyde (Sigma), and quenched with 1 M glycine (Sigma). Dishes were then washed with PBS and incubated with cell growth medium (DMEM (ThermoFisher) supplemented with 10% FBS, 2 mM l-glutamine (ThermoFisher) and 100 U/mL penicillin/streptomycin (ThermoFisher)) before addition of mouse embryonic fibroblasts at a concentration of 2 × 10^5^ cells per well in a six-well plate. The following day, or when cells were deemed 100% confluent, medium was changed to full growth medium supplemented with 50 µg/mL ascorbic acid (Sigma), plus 0, 10 or 30 µM Uracil (Sigma) as per described experimental conditions, and medium was replaced and refreshed every other day for 7 days. Cells were incubated at 37 °C/5%CO_2_ during the 7-day ECM deposition period. Cells were then washed with D-PBS with calcium and magnesium (named D-PBS from here on in, Sigma), and cells were then removed by incubation with pre-warmed extraction buffer (20 mM NH_4_OH, 0.5% Triton X-100 in D-PBS (Sigma)). Residual DNA was digested with 10 µg/mL DNase I (Roche), and denuded matrices were then washed and stored in D-PBS with 100 U/mL penicillin/streptomycin (ThermoFisher) at 4 °C until use.

### Time-lapse microscopy

Primary tumour cells derived from MMTV-*PyMT* mammary tumours (*PyMT*^*+*^ cells) were plated at a density of 80,000 cells per well, in a six-well plate, and allowed to adhere for ~5 h at 37 °C/5% CO_2_. Cells were then imaged by time-lapse microscopy, at 37 °C/5% CO_2_, using an inverted phase-contrast microscope (Nikon Eclipse Ti, 10x/0.3 Plan Fluor objective) taking images in 6 positions per well every 10 min for 16 h. Images were sequentially processed to generate time-lapse movies, and assessment of pseudopod length was performed using ImageJ software (Version 1.49).

### Immunofluorescence

For immunofluorescence of fibronectin in FFPE lung, slides were dewaxed using x2 5-min xylene washes, x2 3-min 100% ethanol washes, x1 1-min 95% ethanol wash, x1 1-min 80% ethanol wash, and x1 5-min dH_2_O wash. Antigen retrieval was performed by boiling in citrate buffer (10 mM Citric Acid, pH 6, 0.05% Tween 20) for 25 min, samples were then cooled to room temperature (20 min) followed by endogenous peroxidase blocking in 3% H_2_O_2_ (Sigma-Aldrich, 95329) followed by avidin block (Invitrogen, 004303) and biotin block (Invitrogen, 004303), each for 15 min at room temperature, separated by x3 3-min TBS-T washes. Protein blocking solution (Abcam/SpringBio, DFB125) was then added and slides incubated for 30 min at room temperature. Rabbit polyclonal anti-Fibronectin (Abcam ab2413, 1:100) diluted in antibody diluent (Life Technologies) was added to the slides overnight at 4 °C. Fibronectin was detected using biotinylated goat anti-rabbit Ab (Vector Labs, BA-9400), Avidin-HRP (Vectastain Elite, ABC-HRP Reagent, Peroxidase, RTU, PK-7100) and the Tyramide Signal Amplification (TSA-FITC) system (PerkinElmer). For Fig. 5A,B, confocal images were collected on a Zeiss 710 point-scanning confocal microscope, built on an upright Zeiss Axio Imager.Z2 stand. Images were acquired using a 20×/0.8 Plan-Apochromat objective lens with a confocal pinhole diameter of 33 µm. Multi-channel images were captured sequentially: DAPI using 405 nm excitation and 410–495 nm emission bandwidth, FITC-fibronectin using 488 nm excitation and 495–630 nm emission. Images were collected with a 1× zoom, yielding a pixel size of 0.12 × 0.12 µm, and a 0.47 µs pixel dwell time. For each image, 3 × 3 tiles were captured using the motorised stage (SCAN 130 × 85, Marzhauser) and stitched in the acquisition software (Zen LSM 2.1 Black, Zeiss) to create a resulting image size of 9632 × 9632 pixels. Fibronectin intensity in the lung parenchyma was quantified using FIJI software (Version 2.9.0). For Fig. EV5A, images were acquired using the Olympus VS200 Slide Scanner, enabling whole sample area to be scanned both in brightfield and fluorescence (DAPI (nuclear) and FITC (fibronectin)) at ×20 magnification with a pixel resolution of 0.325 × 0.325 µm, and fibronectin intensity of lung parenchyma was quantified using QuPath (Version 0.5.1). In both instances, to pool data gathered from slides stained/imaged on different days, the mean fluorescence intensity of an individual slide was normalised to the average fluorescence intensity obtained per experimental group by experimental day. Both experimental groups were always represented in each batch of staining and imaging.

For immunofluorescence of cell-derived matrices (CDMs), CDMs were derived as previously described, in glass-bottomed dishes (MatTek). Immediately after production, CDMs were fixed in 4% PFA, blocked in 1% BSA, and incubated in primary antibody for 2 h at room temperature (Mouse anti-fibronectin: BD Pharmingen 610078, diluted 1:100 in blocking buffer). Following washing, CDMs were then incubated with Alexa-555 conjugated secondary antibody (ThermoFisher 1:400). CDMs were imaged using the Opera Phenix High Content Screening System (Harmony High-content Imaging and analysis software version 4.9, PerkinElmer). Fibronectin fibres were identified and quantified using the Columbus Image Data Storage and Analysis System (PerkinElmer version 2.8.0).

### Organotypic collagen plugs

Organotypic plugs were generated from rat tail-derived collagen as previously described (Timpson et al, 2011). Briefly, 2 × 10^6^ mouse embryonic fibroblasts were added to rat tail collagen in minimal essential medium (ThermoFisher) that had the pH adjusted to slightly acidic conditions, with either 10 or 30 µM uracil (Sigma) as defined per experimental group. Collagen plugs were set at 37 °C/5% CO_2_ for 10 min, and then fibroblast growth medium was added (DMEM medium supplemented with 10% FCS, 2 mM l-glutamine (ThermoFisher) and 100 U/mL penicillin/streptomycin (ThermoFisher)), supplemented with 10 or 30 µM uracil (Sigma). Plugs were kept at 37 °C/5% CO_2_ and medium was refreshed every other day for 7 days. Plugs were cut in half, fixed in 4% PFA, embedded in paraffin in cross-section, and stained using immunohistochemistry techniques. Fibronectin (ab2413, Abcam) was stained on a Leica Bond Rx, with antigen retrieval using ER2 solution (Leica) for 20 min at 100 °C, and sections were rinsed with Leica wash buffer before peroxidase block was performed using an Intense R kit (Leica). To complete IHC staining, sections were rinsed in tap water, dehydrated through graded ethanol’s, placed in xylene and then mounted onto coverslips in xylene using DPX mountant (CellPath). Fibrillar collagen in fresh organotypic plugs was visualised using a Trimscope multiphoton microscope (Lavision) equipped with a Ti:Sapphire laser at a wavelength of 850 nm. For each field of view, Z-projections were acquired, and a threshold was applied to the signal. The area of second harmonic generation (SHG) coverage per field of view was determined using ImageJ (Version 1.49). To assess the organisation of fibrillar collagen in the plugs, we applied the grey level co-occurrence matrix (GLCM) and focused on the parameter correlation. This texture analysis method determines the probability of pixels at increasing distances having similar intensities. Thus, if an image consists mainly of anisotropic fibres, it is possible to travel in a straight line away from a given point without much alteration to intensity, and this would give raise to longer decay distances for a given intensity correlation, in comparison to images containing isotropic fibres. For fields of view with unambiguous two-phase decay curves, the mean decay distance was calculated using method as described in (Novo et al, 2018).

### Receptor trafficking

Cells were plated in full growth medium supplemented with either 10 or 30 µM uracil (Sigma) for 24 h at 37 °C/5% CO_2_. Medium was then removed, cells transferred to ice, washed twice in ice-cold PBS, and surface-labelled at 4 °C with 0.2 mg/mL NHS-SS-biotin (Pierce) in PBS for 30 min. Cells were transferred to full growth medium for 30 min at 37 °C/5% CO_2_ to allow internalisation of the tracer. Cells were then returned to ice, washed twice with ice-cold PBS and biotin was removed from proteins remaining at the cell surface by reduction with MesNa (Fluka). The internalised fraction was then chased from the cells by returning them to 37 °C/5% CO_2_ in full growth medium. At the indicated times, cells were returned to ice and biotin removed from recycled proteins by a second reduction with MesNa (Fluka). Biotinylated α_5_β_1_ was then determined by capture-ELISA using Maxisorp (Nunc) plates coated with antibodies specific to CD29 (Clone 9EG7, BD Pharmingen 550531) for the ligand-engaged conformation of α_5_β_1,_ CD49e (Clone 5H10-27, BD Pharmingen 553319) for total α_5_β_1_, and transferrin receptor (BD Pharmingen 553264).

### Computational approaches

Survival curves presented in Fig. 1 were generated using KM Plotter (Gyorffy, 2024b). Normalised sequence reads for *Upp1* presented in Appendix Fig. S6A are from the flow cytometry-sorted cells and transcriptomics described in (Mackey et al, 2021). Appendix Fig. S6B uses a Microenvironment Cell Populations-counter (MCP method) (Becht et al, 2016) on GSE33113. For analysis of publicly available scRNA-seq data, in Fig. 2B and Appendix Fig. S5A, *Upp1* and *Upp2* data were extracted from Fig. 1 of https://github.com/chris-mcginnis-ucsf/pymt_atlas (raw data deposited as GSE263963). For Fig. 2C, Appendix Fig. S4A–E and Appendix Fig. S5B,C, GSE139125 was obtained from the GEO database. Briefly, groups were integrated, normalised, variable features selected, scaled and then linearly dimensionally reduced. Clusters were identified using default settings and identified using key markers of neutrophils. Featureplots and Dotplots were created using Seurat using default settings (Seurat v.5.0.1).

### Statistics

All statistical analyses were performed in GraphPad Prism (Version 10.1.2). Correlations were plotted using Spearman’s rank correlation coefficient, which measures the strength and direction of the monotonic relationship between two variables. Unpaired *t* tests were used when considering two independent populations of equal variance. Ordinary one-way ANOVA with Šídák’s multiple comparisons test was used as standard when making comparisons across multiple independent populations of equal variance. If data were not normally distributed, a Kruskal–Wallis test was employed, and these instances are described in the relevant figure legends. When experimental units were harvested on different days (such as mice bearing tumours at specific size endpoints), data are presented as a fold change compared to an appropriate control sampled in parallel on the same day. In these instances, one-sample *t* tests have been used to assess whether the experimental group is different to 1. Paired *t* tests were used on paired biological samples subjected to different treatments. All n are represented as dots on graphs and reported numerically in the corresponding figure legends.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

All metabolomics data, including raw spectra and associated experimental information, are available in the MassIVE Repository as Study ID MSV000097229, except for data from CD11b-DTR PDAC plasma which is deposited in Metabolomics Workbench as Study ID ST003759. RNA-Sequencing datasets are deposited as GSE292202, GSE292203, GSE292205 in the GEO database. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00520-7.

# Supplementary material for: Uridine phosphorylase-1 supports metastasis by altering immune and extracellular matrix landscapes
**Source:** EMBO Rep. 2025 Jul 23;26(17):4248–82. doi: 10.1038/s44319-025-00520-7
**Supplement:** Supplementary file 1 — Appendix

# APPENDIX TABLE OF CONTENTS

| Appendix Figure                                                                                                                                       | Page |
|-------------------------------------------------------------------------------------------------------------------------------------------------------|------|
| Appendix Figure S1: Characterising circulating metabolic signatures of cancer                                                                         | 2    |
| Appendix Figure S2: Plasma uracil does not correlate with clinical subtype or organ of metastasis in metastatic breast cancer patients                | 3    |
| Appendix Figure S3: The metabolic characterisation of <i>Upp1</i> knockout mice                                                                       | 4    |
| Appendix Figure S4: Gene expression profiles of lineage markers                                                                                       | 5    |
| Appendix Figure S5: <i>Upp2</i> expression profiles across immune cell lineages                                                                       | 6    |
| Appendix Figure S6: <i>Upp1</i> expression in immune cells of interest                                                                                | 7    |
| Appendix Figure S7: 5-Benzylacetyluridine inhibits the metabolic activity of UPP1 but does not affect primary tumour growth                           | 8    |
| Appendix Figure S8: No significant <i>Upp1</i> dependent changes to immune landscapes in lymph nodes and spleen                                       | 9    |
| Appendix Figure S9: The promigratory matrix deposited by fibroblasts is dependent on exogenous uracil and not endogenous <i>Upp1</i>                  | 10   |
| Appendix Figure S10: Mouse weights and tumour weights are unaltered in the presence and absence of <i>Upp1</i>                                        | 11   |
| Appendix Figure S11: Pentose phosphate is not altered in the absence of <i>Upp1</i> or in neutrophil depleted conditions                              | 12   |
| Appendix Figure S12: Exogenous uracil does not influence the cell surface expression of $\alpha_M$ integrin on neutrophils                            | 13   |
| Appendix Figure S13: Expression of markers of NETosis is not altered in the lungs of MMTV- <i>PyMT</i> mice in the presence or absence of <i>Upp1</i> | 14   |
| Appendix Figure S14: Neutrophil depletion for 2 – 3 weeks did not significantly alter metastasis in tumour-bearing MMTV- <i>PyMT</i> mice             | 15   |
| Appendix Table S1: Serum metabolites that correlate with metastasis in the MMTV- <i>PyMT</i> model of mammary cancer                                  | 16   |
| Appendix Table S2: Antibody panel for neutrophil characterisation                                                                                     | 17   |
| Appendix Table S3: Antibody panel for lung immunophenotyping                                                                                          | 17   |
| Appendix Table S4: UPP1 expression is not upregulated in cancer associated fibroblasts in comparison to normal fibroblasts                            | 17   |
| Appendix Table S5: Isotopically labelled internal standards for CD11b-DTR metabolomics                                                                | 18   |
| Appendix Table S6: Antibody panel for lymphoid characterisation                                                                                       | 19   |
| Appendix Table S7: Antibody panel for intracellular characterisation of T cell effector function                                                      | 19   |
| Appendix Table S8: qRT-PCR primer sequences                                                                                                           | 19   |

A

|                            | Mammary Cancer                                                                   | Pancreatic Cancer                                                                                         |                                                                                            | Colorectal Cancer                                                                                                                       |
|----------------------------|----------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
|                            | 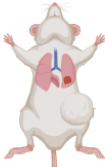 | 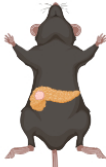                          | 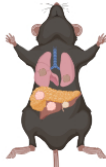           | 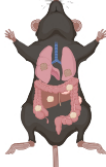                                                      |
|                            | MMTV-PyMT<br>MMTV-PyMT                                                           | KP <sup>fl</sup> C<br><i>Pdx-Cre</i> , <i>LSL-KRas</i> <sup>G12D</sup><br><i>LSL-p53</i> <sup>fl/fl</sup> | KPC<br><i>Pdx-Cre</i> , <i>LSL-KRas</i> <sup>G12D</sup><br><i>LSL-p53</i> <sup>R712H</sup> | KPN<br><i>villinCre</i> <sup>ER</sup> ; <i>Kras</i> <sup>G12D/+</sup> ;<br><i>Trp53</i> <sup>fl/fl</sup> ; <i>R26</i> <sup>fltd/+</sup> |
| Metastatic stage assessed: | MMTV-PyMT<br>at clinical endpoint                                                | KPC<br>at palpable tumour                                                                                 |                                                                                            | KPN<br>at clinical endpoint                                                                                                             |
| Compared to:               | Age-matched<br>littermate FVB/N                                                  | KP <sup>fl</sup> C at palpable tumour<br>and/or age-matched littermate wild-type controls                 |                                                                                            | KPN<br>30, 60 & 90 days post induction                                                                                                  |

B

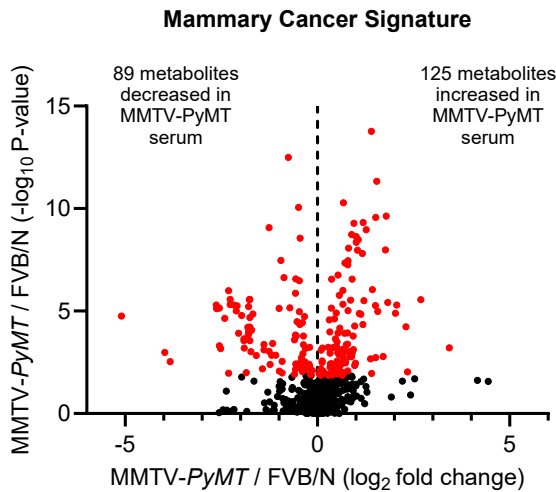

C

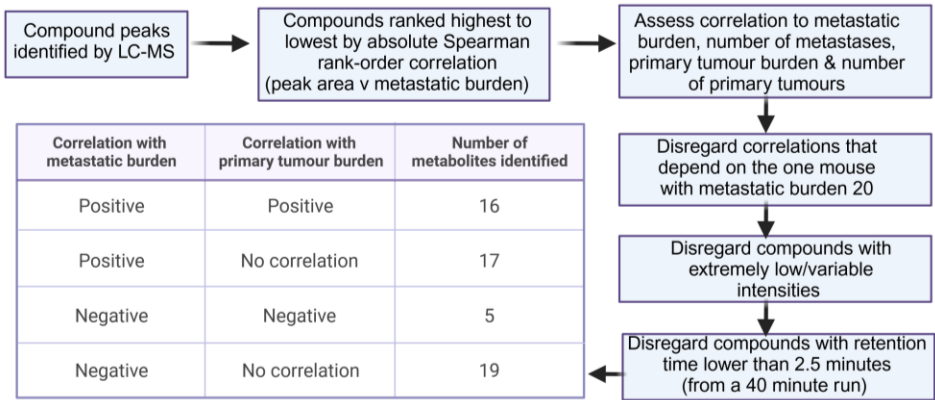

**Appendix Figure S1: Characterising circulating metabolic signatures of cancer.** (A) Schematic representation of genetically engineered mouse models used in Figure 1. (B) Volcano plot representing compounds identified in the serum of female MMTV-PyMT tumour-bearing mice (n=29 mice) and age-matched female FVB/N (n=9 mice). (C) Schematic representation of the methodology used to identify metabolites that correlate with metastasis independent of primary tumour burden. Molecular weights, retention times and compound identifications confirmed by comparison to commercial standard for each of the groups described are detailed in Appendix Table S1.

Data information: In (B), each dot represents an individual metabolite, and metabolites highlighted in red were determined as being statistically significantly different in the serum of MMTV-PyMT mice compared to FVB/N WT using p-values calculated with unpaired t-test and adjusted with Benjamin Hochberg false discovery rate calculation.

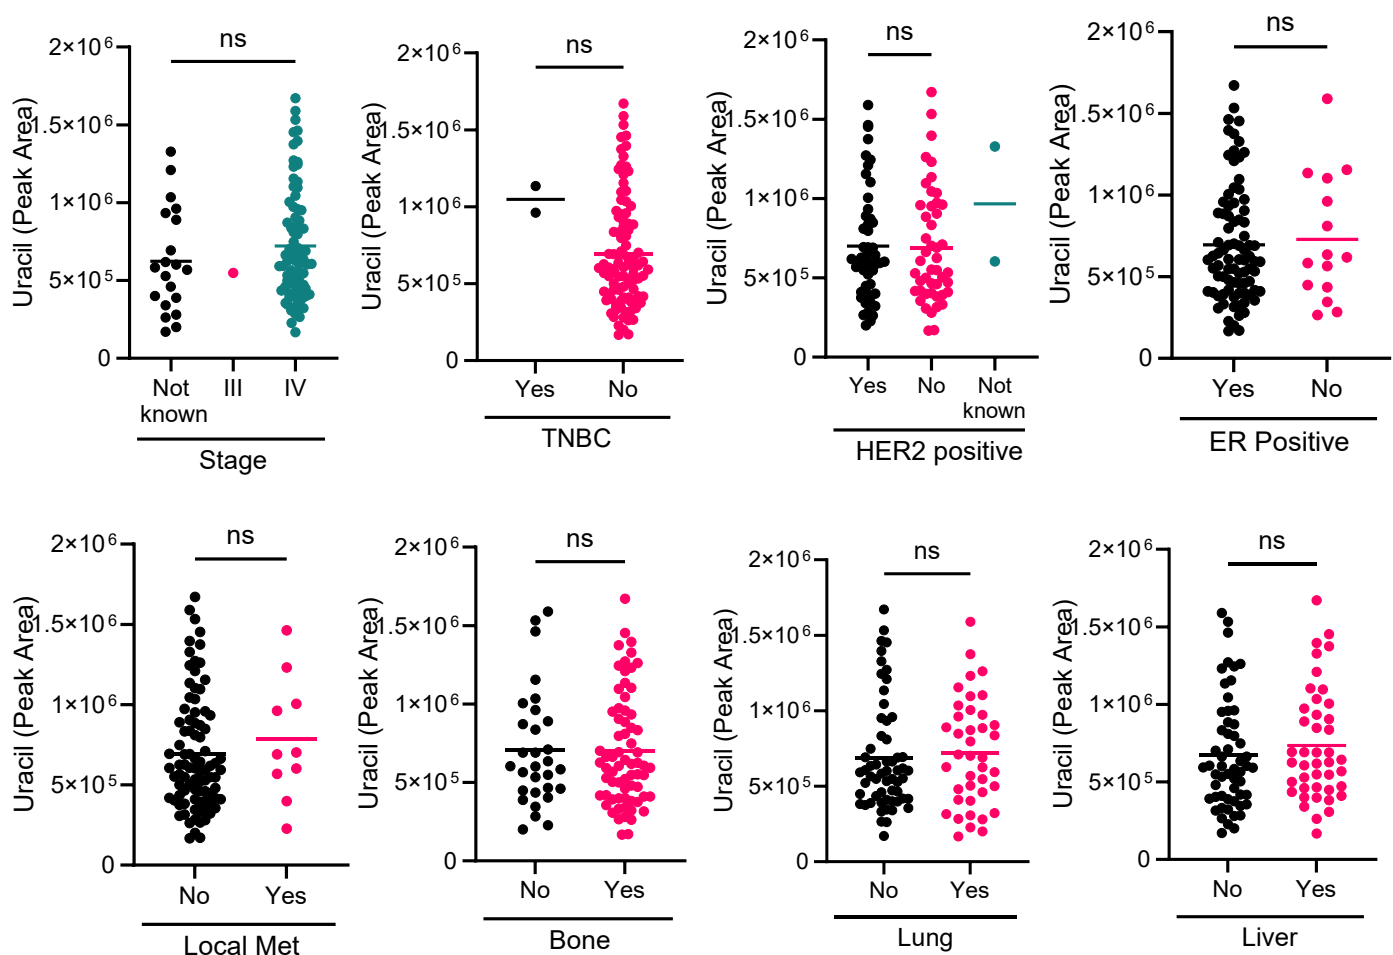

**Appendix Figure S2: Plasma uracil does not correlate with clinical subtype or organ of metastasis in metastatic breast cancer patients.** Plasma uracil levels were assessed against all associated clinical data regarding stage and subtype (top row), and organ of metastasis (bottom row) (n=99 patients).

Data Information: Each dot represents an individual patient, mean is represented by horizontal line, statistics calculated using unpaired t-test, ns = not-significant.

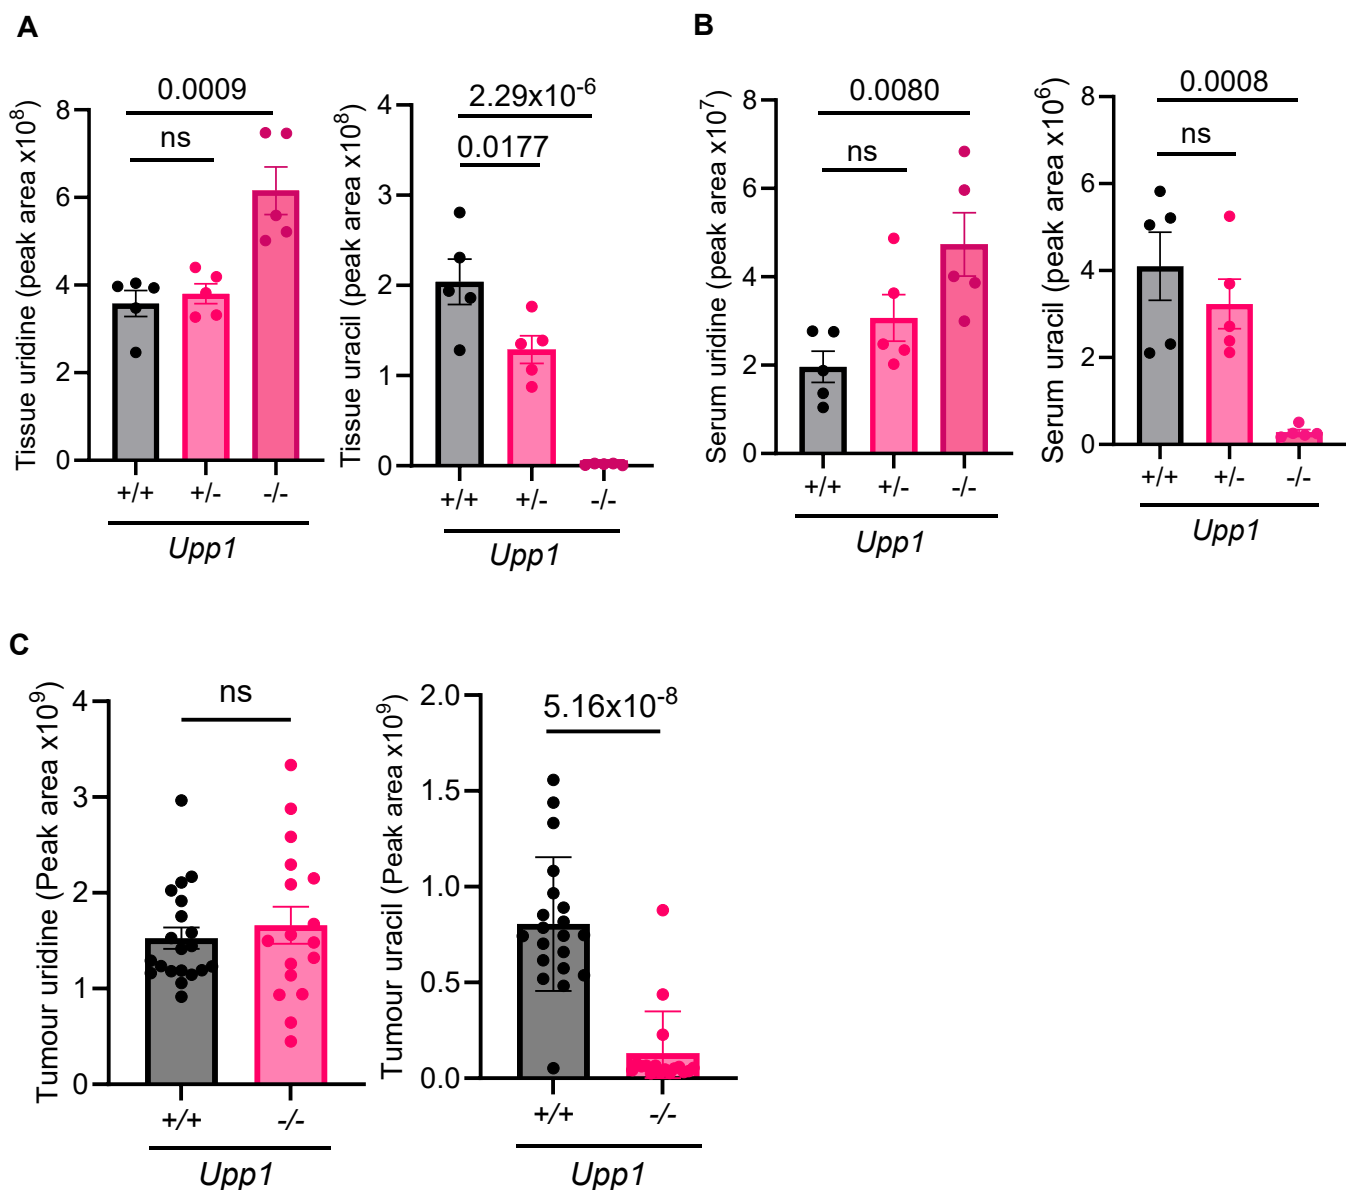

**Appendix Figure S3: The metabolic characterisation of *Upp1* knockout mice.** Polar metabolites were extracted from (A) tissue and (B) serum of FVB/N *Upp1*<sup>+/+</sup>, *Upp1*<sup>+/-</sup>, and *Upp1*<sup>-/-</sup> mice, and uridine and uracil levels were assessed by LC-MS. Tissue, in this instance, refers to pancreas (n=5 mice per experimental group). (C) Polar metabolites were extracted from mammary tumours of MMTV-PyMT *Upp1*<sup>+/+</sup> (n=20 mice) and *Upp1*<sup>-/-</sup> (n=17 mice) mice at clinical endpoint, and uridine and uracil levels were assessed by LC-MS.

**Data Information:** In each case, dots represent individual mice, bar graphs are mean  $\pm$  SEM. In (A and B) statistics are one-way ANOVA. When one-way ANOVA produced  $p < 0.0001$ , t and DF values provided by Šídák's multiple comparisons test were used to calculate the exact p-value. In (C) statistics are unpaired t-test, ns = not significant.

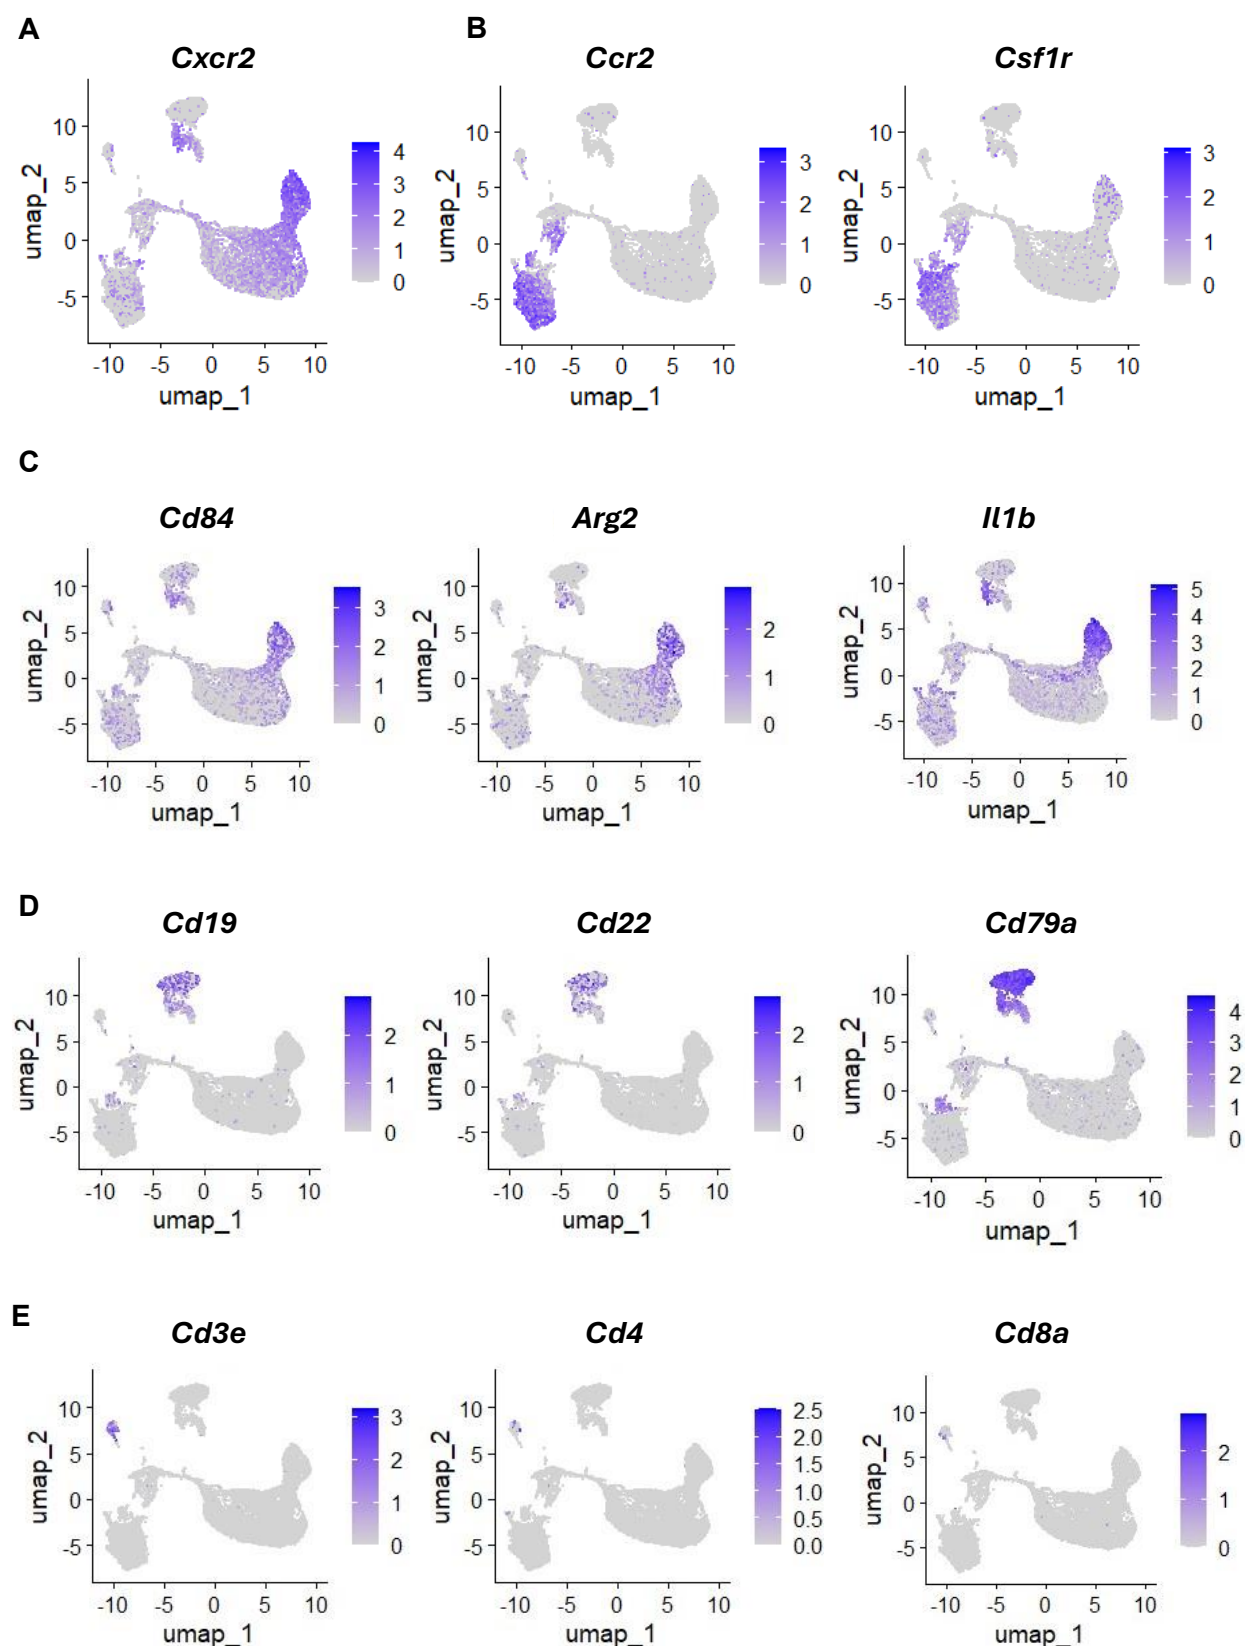

**Appendix Figure S4: Gene expression profiles of lineage markers.** UMAP plots from scRNA-Seq data from splenic cells isolated from MMTV-*PyMT* tumour-bearing mice (n=3 mice pooled). Increased average expression of specified genes are represented by increased colour, as a surrogate to identify (A) neutrophils, (B) monocytes, (C) granulocytic myeloid suppressor cells, (D) B cells, (E) T cells.

Dat Information: Data source is (Alshetaiwi et al, 2020). Statistics have not been performed on this data.

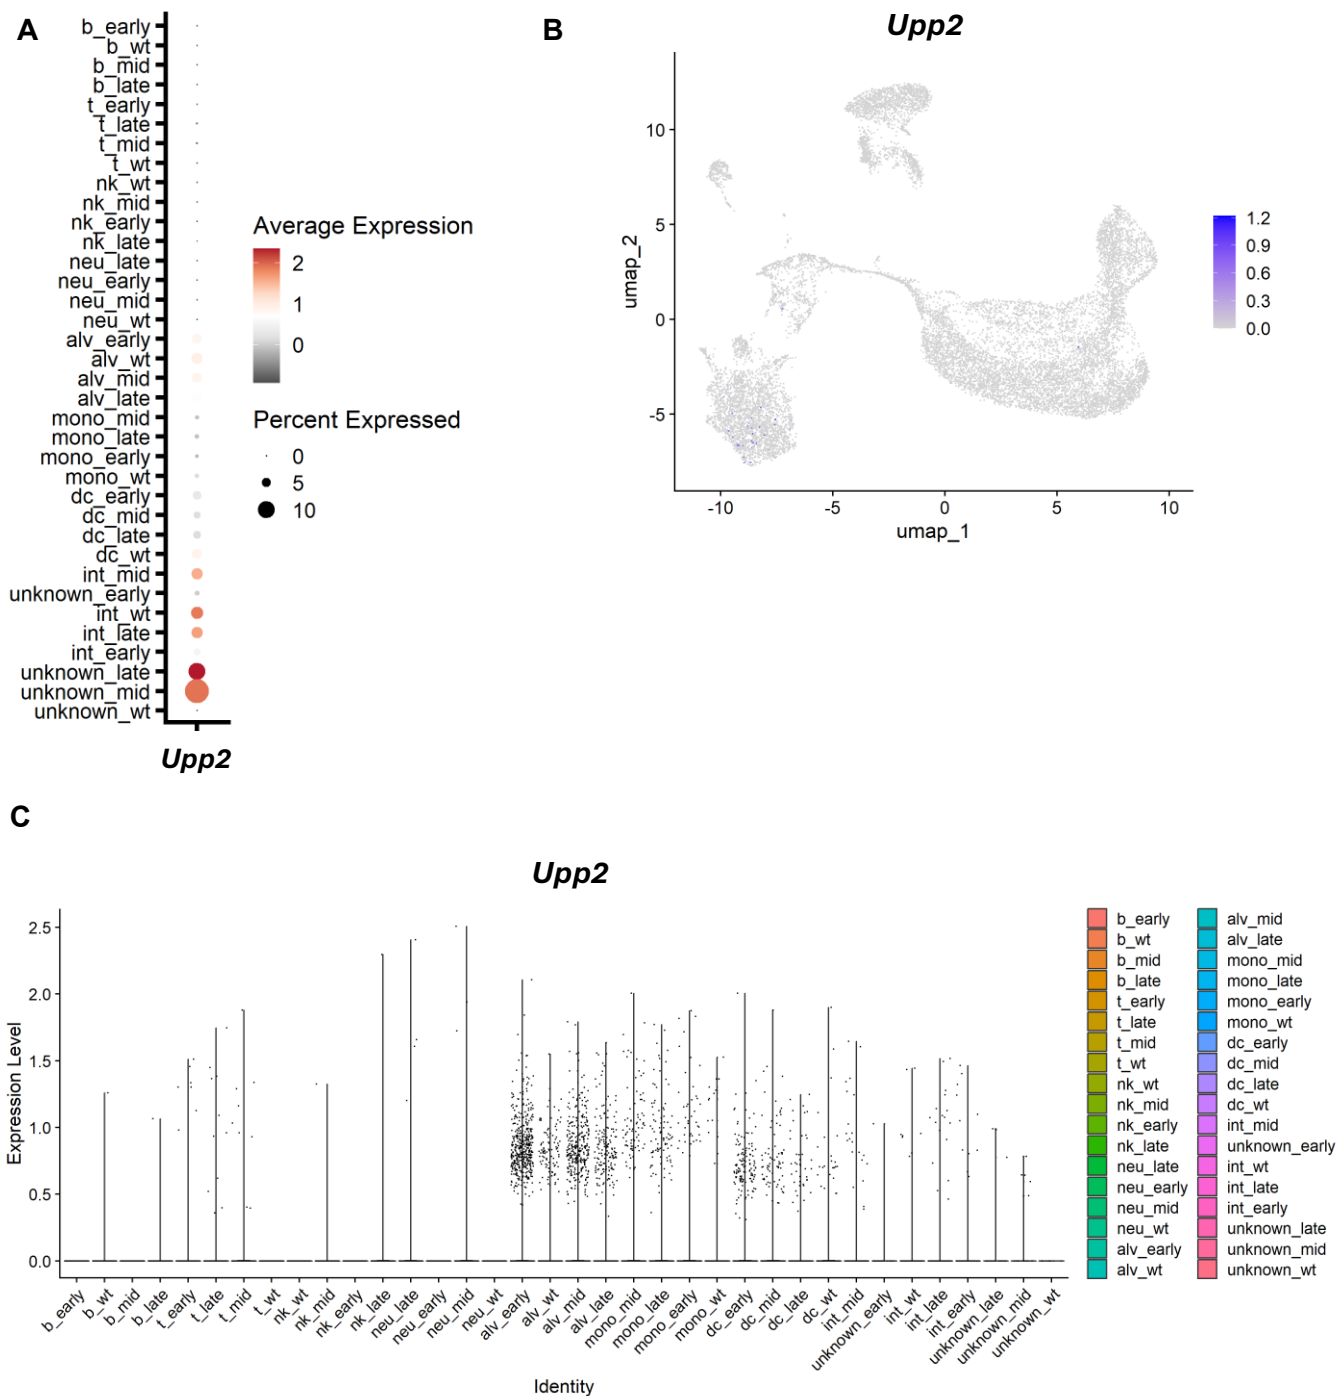

**Appendix Figure S5: *Upp2* expression profiles across immune cell lineages.** (A) *Upp2* data was extracted from [https://github.com/chris-mcginnis-ucsf/pymt\\_atlas](https://github.com/chris-mcginnis-ucsf/pymt_atlas) allowing *Upp2* to be assessed in immune cells from the lungs of wild-type (WT) or MMTV-*PyMT* tumour bearing mice at varying timepoints in tumour progression (as assigned by early, mid or late) (n=29 samples). Cells classified as b (B cells), t (T cells), nk (NK cells), neu (neutrophils), alv (alveolar macrophages), mono (monocytes), dc (dendritic cells), int (interstitial cells) and cells of unknown origin. Dot size represents the percentage of cells expressing *Upp2*, and dot colour represents average *Upp2* expression levels (B) UMAP plot of *Upp2* from scRNA-Seq from splenic cells isolated from MMTV-*PyMT* tumour-bearing mice (n=3 mice pooled). Increased average expression of *Upp2* is represented by increased colour. (C) *Upp2* expression in individual cell types from wild-type (WT) mice (n=5 mice pooled) in comparison to tumour-bearing MMTV-*PyMT* (n=3 mice pooled).

Data Information: In (A), data source is (McGinnis et al, 2024). In (B – C), data source is (Alshetaiwi et al, 2020). Statistics have not been performed on this data.

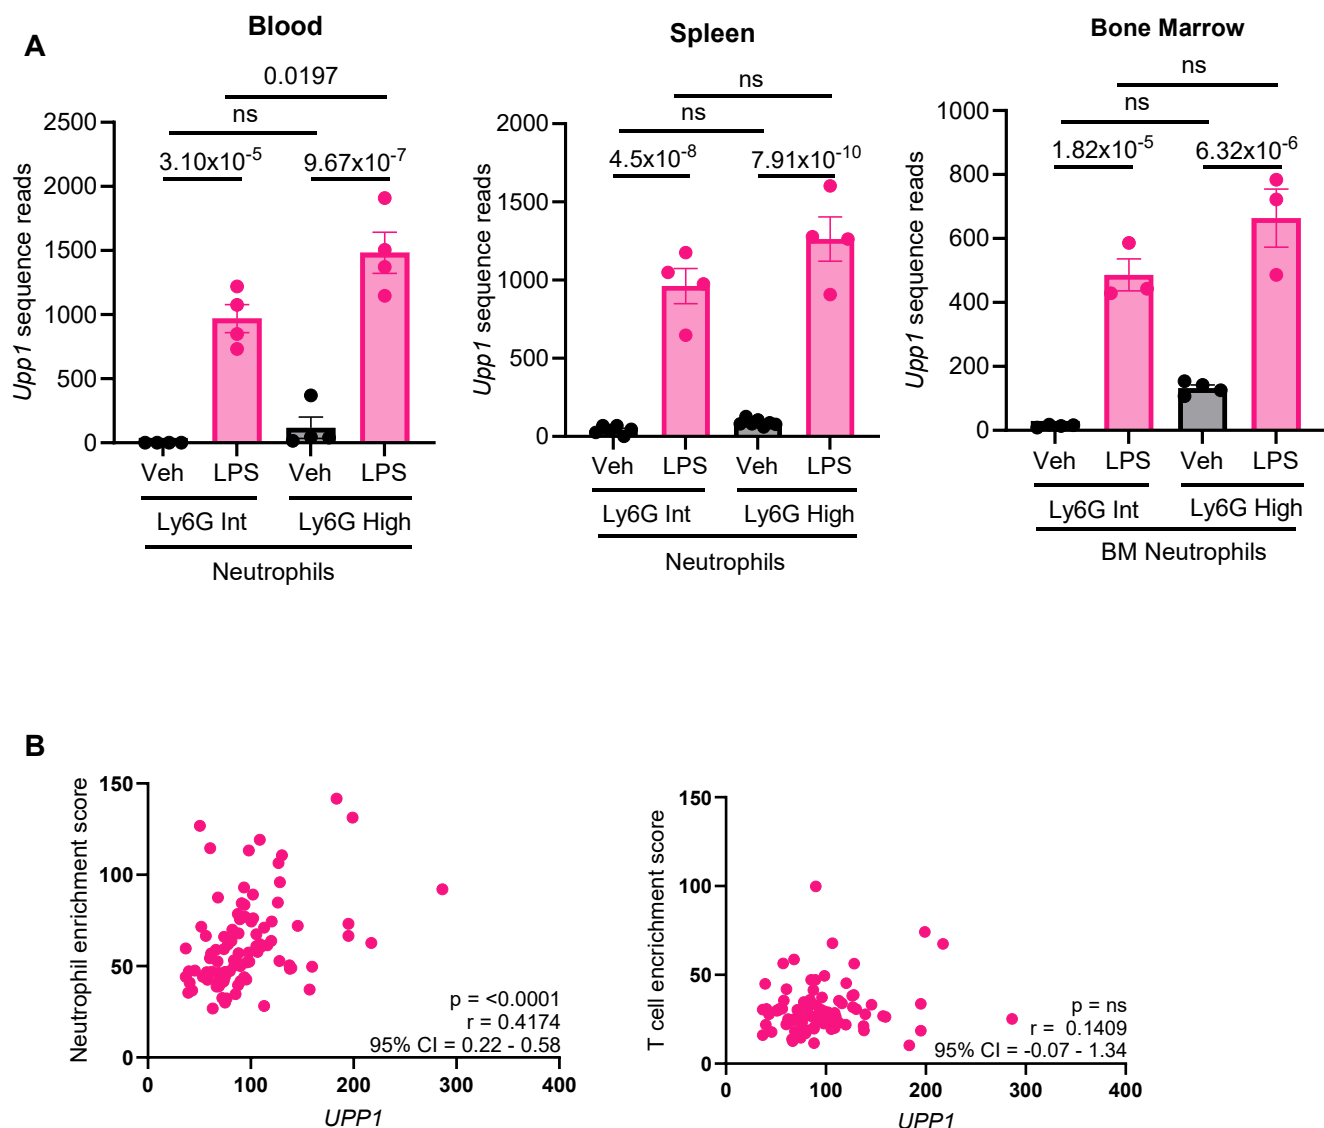

**Appendix Figure S6: *Upp1* expression in immune cells of interest.** (A) *Upp1* detected by RNA-Seq in CD11b<sup>+</sup>Ly6G<sup>+</sup> neutrophils flow cytometry sorted from the blood, spleen and bone marrow of C57BL/6 mice 24 hours post IP dosing of 1mg/kg LPS. Cell surface levels of Ly6G were determined as intermediate (immature neutrophils) or high (mature neutrophils). Number of mice per experimental group: n=4 mice per group for blood, for spleen n=6 vehicle and n=4 LPS treated Ly6G intermediate sorted cells, and n=7 vehicle and n=4 LPS treated Ly6G high sorted cells, for bone marrow n=4 vehicle treated mice and n=3 LPS treated mice per group. (B) Neutrophil enrichment score, and T cell enrichment score, were determined using Microenvironment Cell Populations counter (MCP) methodology (Becht et al., 2016) on human colon cancer dataset GSE33113 (n=90 patients).

Data information: In (A), data source is (Mackey et al., 2021), dots represent individual mice, mean  $\pm$  SEM, statistics are one-way ANOVA. When one-way ANOVA produced  $p < 0.0001$ , t and DF values provided by Šídák's multiple comparisons test were used to calculate the exact p-value. In (B), data source is GSE33113 dots represent individual patients; statistics are Spearman correlation.

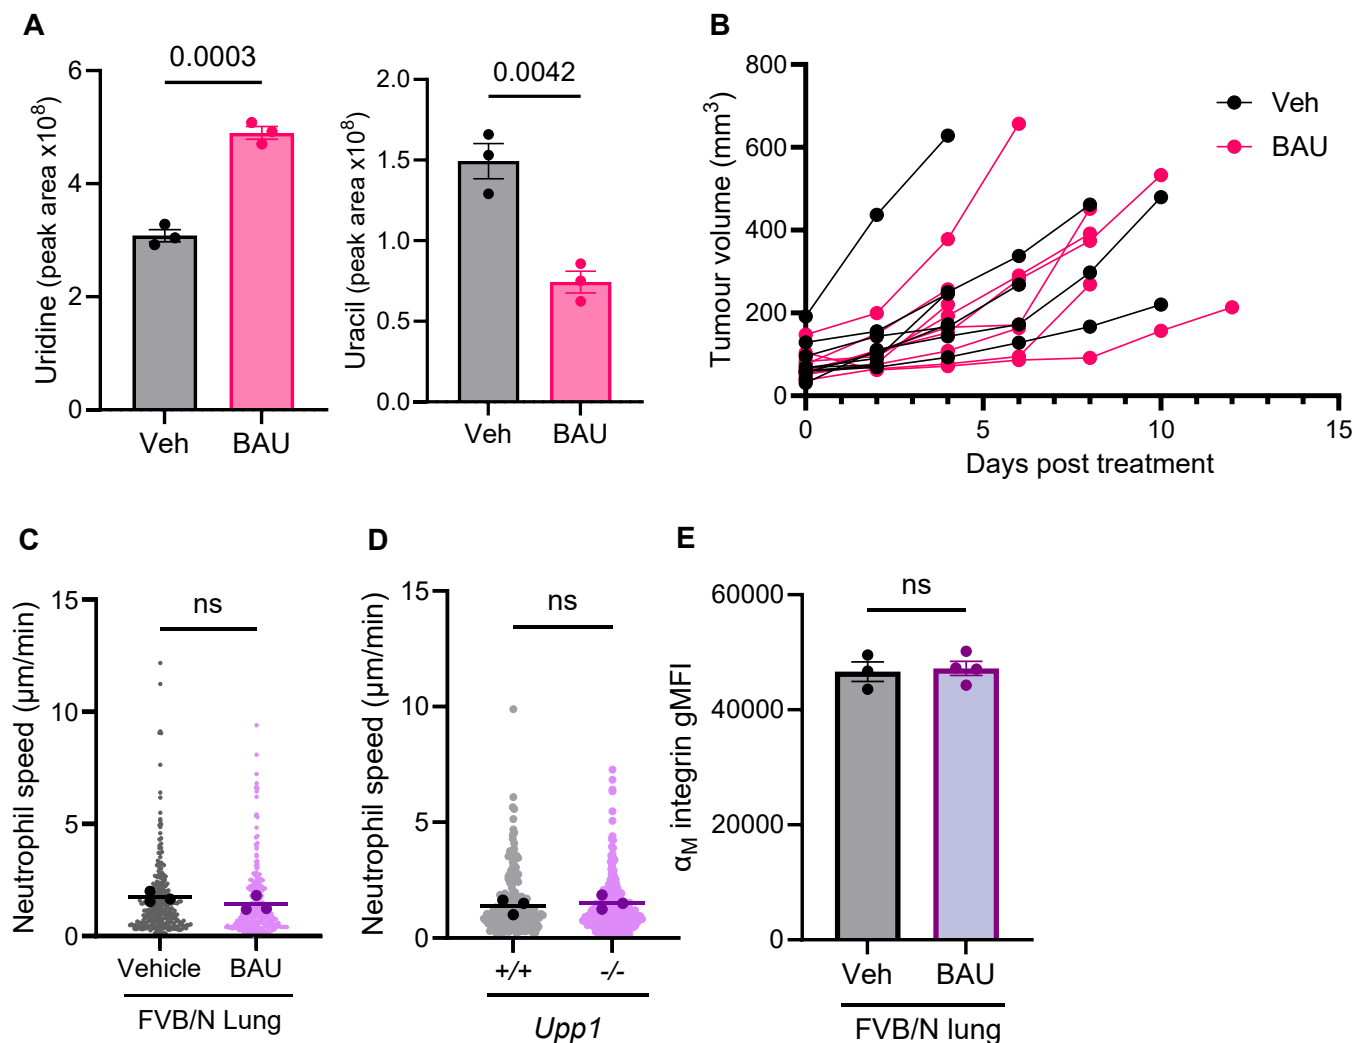

**Appendix Figure S7: 5-Benzylacyclouridine inhibits the metabolic activity of UPP1 but does not affect primary tumour growth.** (A) *In vivo* validation of 5-benzylacyclouridine (BAU) as an inhibitor of UPP1. C57Bl/6 mice ( $n=3$  per experimental group) were treated for 3 days with vehicle or BAU, and uridine and uracil levels assessed by LC-MS. Tissue presented is from pancreas. (B) Tumour volumes calculated from female mice transplanted orthotopically with tumour fragments obtained from KP mice. Mice were dosed with vehicle ( $n=10$  mice) or BAU ( $n=9$  mice) following detection of measurable tumours. Tumour measurements were determined 3 times per week by calliper measurement. (C) Neutrophil speed was assessed in the lungs of FVB/N mice by live cell imaging of precision cut lung slices, comparing mice treated with vehicle or BAU for 12 days ( $n=3$  mice per group). (D) As (C) but with assessment of neutrophil speed in the lungs of *Upp1* $^{+/+}$  or *Upp1* $^{-/-}$  mice ( $n=3$  mice per group). (E) Cell surface levels of  $\alpha_M$  integrin on neutrophils ( $\text{CD45}^+\text{Ly6G}^+\text{CD11b}^+$ ) treated with BAU, as assessed by flow cytometry ( $n=3$  vehicle-treated mice,  $n=4$  BAU treated-treated mice).

**Data Information:** In (A and E), each dot is an individual mouse, bar graph is mean  $\pm$  SEM, and statistics are unpaired t-test. In (B), each adjointed line represents an individual mouse, with dots representing individual measurements, no statistics have been performed. In (C and D), the lighter colour background dots represent the speed of each individual neutrophil assessed, whilst the darker forefront dots are the average neutrophil speed for each mouse. Horizontal line represents mean speed from the average of  $n=3$  mice, and an unpaired t-test has been performed on the average speed per experiment.

**A**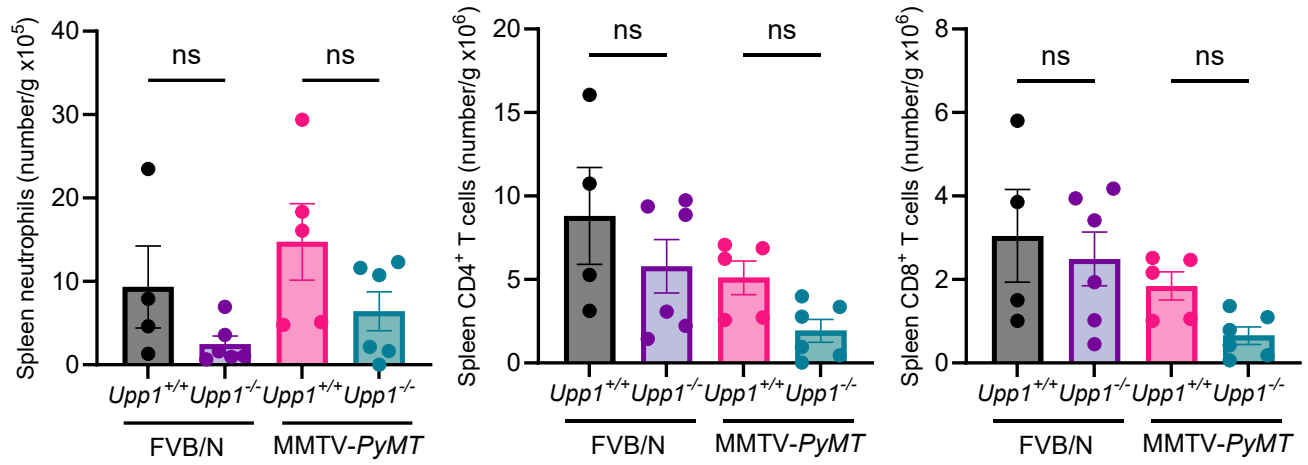**B**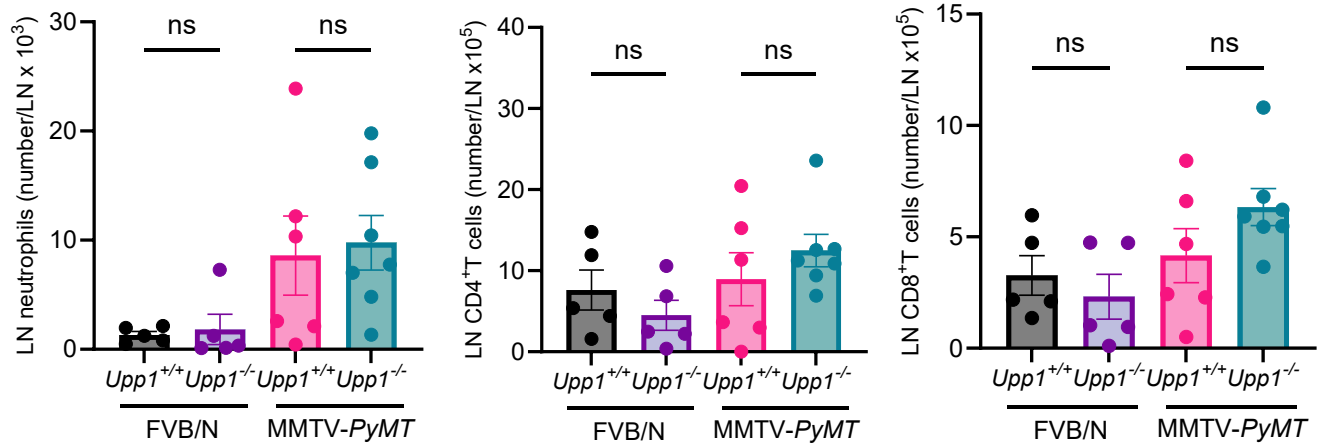

**Appendix Figure S8: No significant *Upp1* dependent changes to immune landscapes in lymph nodes and spleen.**

Cell number per gram of (A) spleen and (B) lymph nodes (LN) for neutrophils, CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells, assessed by flow cytometry of *Upp1*<sup>+/+</sup> and *Upp1*<sup>-/-</sup> mice, with MMTV-PyMT mice bearing mammary tumours 10 – 15mm in diameter (For spleen, n = 4 *Upp1*<sup>+/+</sup> and n=6 *Upp1*<sup>-/-</sup> FVB/N mice, n=5 *Upp1*<sup>+/+</sup> and n=6 *Upp1*<sup>-/-</sup> MMTV-PyMT mice. For LN, n = 5 *Upp1*<sup>+/+</sup> and n=5 *Upp1*<sup>-/-</sup> FVB/N mice, n=6 *Upp1*<sup>+/+</sup> and n=7 *Upp1*<sup>-/-</sup> MMTV-PyMT mice).

Data Information: Dots are individual mice, graphs are mean ± SEM, statistics are one-way ANOVA, mean, ns = not significant.

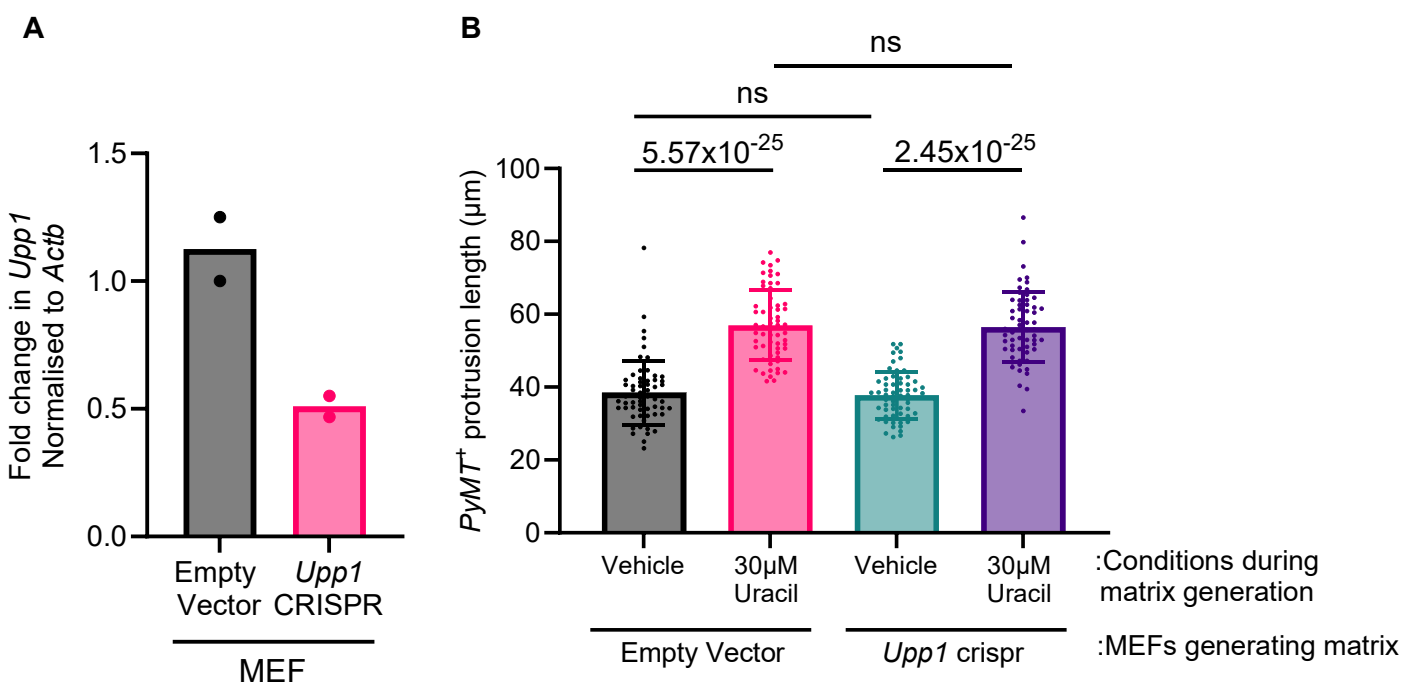

**Appendix Figure S9: The promigratory matrix deposited by fibroblasts is dependent on exogenous uracil and not endogenous *Upp1*.** (A) Knockdown of *Upp1* in mouse embryonic fibroblasts (MEFs) was performed using CRISPR technology. Efficiency of knockdown was assessed by qPCR, n=1 biological replicate, dots represent technical duplicates. (B) Cellular derived matrices were deposited by fibroblasts expressing empty vector, or *Upp1* CRISPR construct, in the presence and absence of 30μM uracil. After 7 days deposition, fibroblasts were removed, and the ability of the deposited matrix to support invasive *PyMT*<sup>+</sup> cancer cell behaviour was assessed by timelapse microscopy. Dots represent the protrusion length of individual *PyMT*<sup>+</sup> cells (n=30 cells measured per experiment, for two independent matrix depositions (n=60 cells total)).

**Data Information:** In (A), bar graph represents mean of technical duplicates, error bars and statistics not performed as n<3. In (B), dots represent individual cells, bar graph is mean ± SD, statistics are one-way ANOVA. When one-way ANOVA produced p<0.0001, t and DF values provided by Šídák's multiple comparisons test were used to calculate the exact p-value, ns = not significant.

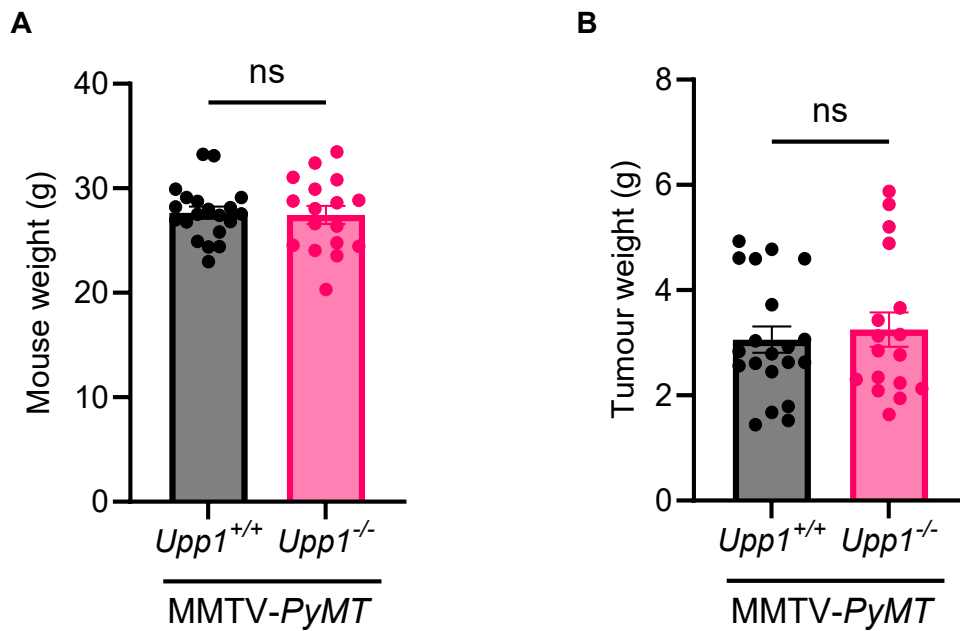

**Appendix Figure S10: Mouse and tumour weights are unaltered in the presence and absence of *Upp1*.** (A) Total mouse weight, and (B) weight of dissected primary mammary tumours, was assessed at clinical endpoint in MMTV-PyMT *Upp1*<sup>+/+</sup> (n=20 mice) and MMTV-PyMT *Upp1*<sup>-/-</sup> mice (n=17 mice).

Data Information: Dots represent individual mice, bar graphs are mean  $\pm$  SEM, statistics are unpaired t-test, ns = not significant.

**A**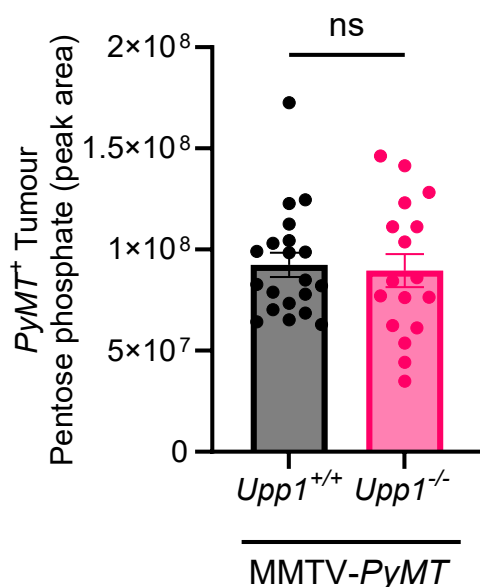**B**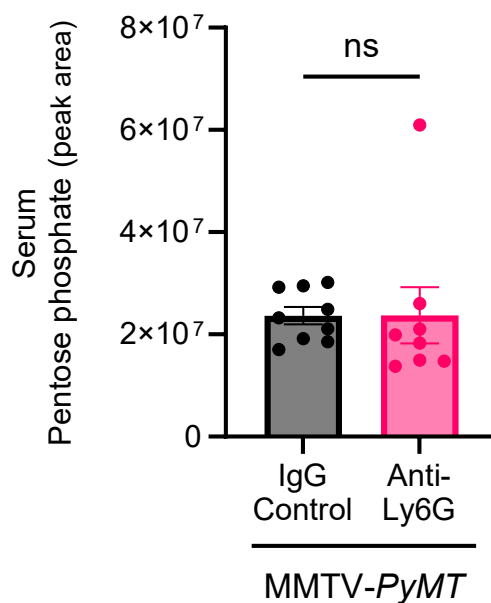

**Appendix Figure S11: Pentose phosphate are not altered in the absence of *Upp1* or in neutrophil depleted conditions.** (A) Pentose phosphate was assessed by LC-MS in mammary tumours from MMTV-PyMT mice, *Upp1*<sup>+/+</sup> (n=20 mice), *Upp1*<sup>-/-</sup> (n=17 mice). (B) Pentose phosphate was assessed by LC-MS in serum of MMTV-PyMT mice treated with IgG control (n=9 mice) or anti-Ly6G to deplete neutrophils (n=8 mice).

Data Information: Each dot represents an individual mouse, bar graph is mean  $\pm$  SEM, statistics are unpaired t-test, ns = not significant.

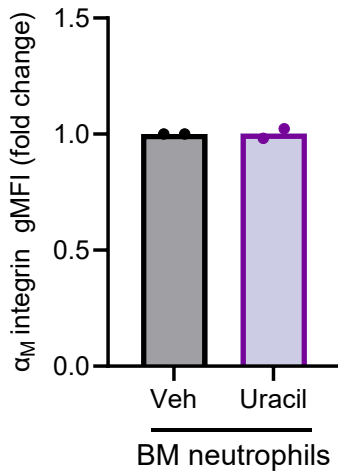

**Appendix Figure S12: Exogenous uracil does not influence the cell surface expression of  $\alpha_M$  integrin on neutrophils.** Neutrophils were isolated from the bone marrow (BM) of mice, treated with 30 $\mu$ M uracil for 24 hours at 37°C/5%CO<sub>2</sub> and levels of surface  $\alpha_M$  integrin assessed by flow cytometry (preparations from n=2 mice).

Data Information: Dots represent mean surface expression levels per individual mouse. As n=2, data are shown as points without error bars and statistics.

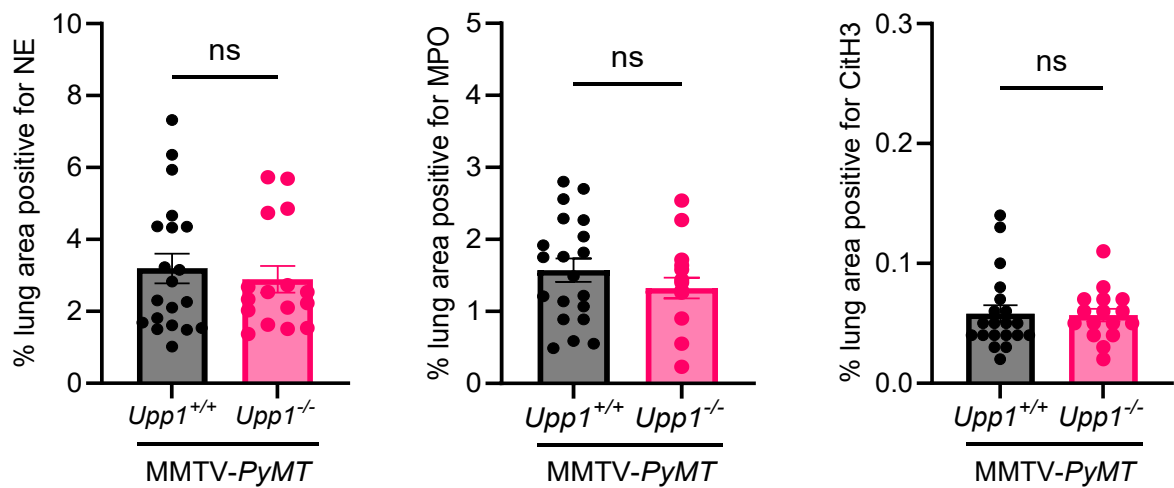

**Appendix Figure S13: Expression of markers of NETosis is not altered in the lungs of MMTV-PyMT mice in the presence or absence of *Upp1*.** Expression of neutrophil elastase (NE), myeloperoxidase (MPO), and citrullinated Histone H3 (CitH3) were assessed by immunohistochemistry in the lungs of MMTV-PyMT tumour-bearing mice (n=20 *Upp1*<sup>+/+</sup> and n=16 *Upp1*<sup>-/-</sup> mice). The proportion of lung area positive for each stain of interest was quantified using HALO software.

Data Information: Each dot represents an individual mouse, bar graph is mean  $\pm$  SEM, statistics are unpaired t-test, ns = not significant.

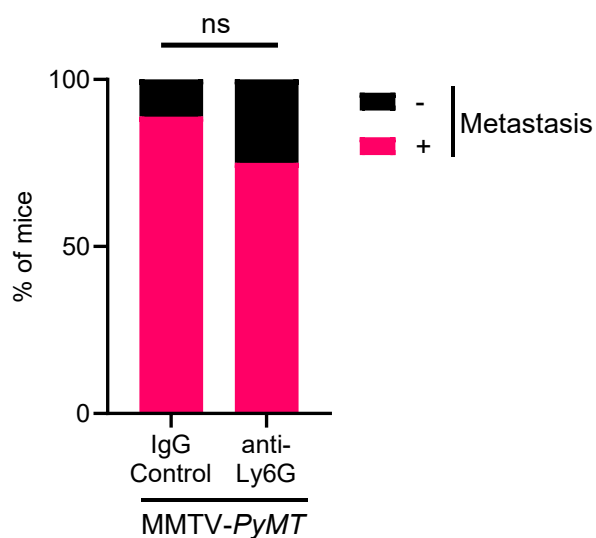

**Appendix Figure S14: Neutrophil depletion for 2 – 3 weeks did not significantly alter metastasis in tumour-bearing MMTV-PyMT mice.** Mice were treated with IgG control (n=9 mice) or anti-Ly6G (n=8 mice) once tumours reached 5mm in diameter. Mice were culled once one tumour reached 15mm diameter. Metastasis was quantified by histological examination of serial sections of FFPE lung.

Data Information: Statistics are chi-squared analysis.

**Appendix Table S1: Serum metabolites that correlate with metastasis in the MMTV-PyMT model of mammary cancer.** Spearman Correlation statistics are presented: Spearman r, 95% confidence interval, individual p value non-FDR corrected. Confirmed compound identifications are those that were validated against a commercial standard.

Appendix Table S2: Antibody panel for neutrophil characterisation

| Target                      | Fluorophore  | Dilution | Supplier               | Catalogue Number |
|-----------------------------|--------------|----------|------------------------|------------------|
| Zombie Green                | Zombie Green | 1/1000   | Biolegend              | 423111           |
| Ter119                      | FITC (Dump)  | 1/200    | Biolegend              | 116206           |
| Nkp46                       | FITC (Dump)  | 1/200    | Biolegend              | 137606           |
| CD115 (CSF1R)               | FITC (Dump)  | 1/200    | TONBO bioscience       | 35-1152-u100     |
| CD3                         | FITC (Dump)  | 1/200    | Biolegend              | 100306           |
| CD19                        | FITC (Dump)  | 1/200    | Biolegend              | 101506           |
| CD45                        | BV650        | 1/200    | Biolegend              | 103151           |
| CD11b / integrin $\alpha_M$ | BV605        | 1/200    | Biolegend              | 101257           |
| Ly6G                        | Bv510        | 1/200    | Biolegend              | 127633           |
| CD54                        | APC          | 1/200    | Biolegend              | 116120           |
| CD62L                       | BUV395       | 1/200    | Biolegend              | 740218           |
| CD101                       | PE-Cy7       | 1/200    | Life Tech (Invitrogen) | 25-1011-82       |
| CD117                       | Bv711        | 1/100    | Biolegend              | 105835           |
| CXCR4                       | BV421        | 1/100    | Biolegend              | 146511           |
| CXCR2                       | PE           | 1/50     | Biolegend              | 149304           |
| CD63                        | Percp-Cy5.5  | 1/200    | Biolegend              | 143912           |
| Siglec-F                    | APCCy7       | 1/200    | BD bioscience          | 565527           |

Appendix Table S3: Antibody panel for lung immunophenotyping

| Target     | Fluorophore | Dilution | Supplier     | Catalogue Number |
|------------|-------------|----------|--------------|------------------|
| Zombie NIR | Zombie NIR  | 1/1000   | Biolegend    | 423105           |
| CD45       | AF700       | 1/200    | Biolegend    | 103128           |
| CD19       | Bv605       | 1/200    | Biolegend    | 115540           |
| CD3        | PercpCy5.5  | 1/200    | Biolegend    | 100328           |
| CD8        | FITC        | 1/200    | Biolegend    | 100706           |
| CD4        | PeCy7       | 1/200    | Biolegend    | 116016           |
| gdTCR      | PE          | 1/200    | Biolegend    | 118108           |
| SiglecF    | AF647       | 1/200    | BD Pharmigen | 562680           |
| CD115      | Bv421       | 1/200    | Biolegend    | 135513           |
| CD11b      | Bv650       | 1/200    | Biolegend    | 101259           |
| Ly6G       | Bv711       | 1/200    | Biolegend    | 127463           |
| F4/80      | Bv510       | 1/200    | Biolegend    | 123135           |

Appendix Table S4: UPP1 expression is not upregulated in cancer associated fibroblasts in comparison to normal fibroblasts. UPP1 was assessed in publicly available proteomic datasets, and fold change in UPP1 expression was noted in cases where differential expression was identified when comparing UPP1 in cancer associated fibroblasts (CAFs) in comparison to normal fibroblasts (NFs) (Data Ref: Torres *et al*, 2013; Manousopoulou *et al*, 2018; Jaeschke *et al*, 2020).

| PMID     | Differential expression UPP1 CAF v NF |
|----------|---------------------------------------|
| 24025712 | Not identified                        |
| 29593339 | Not differentially expressed          |
| 32984808 | -2.49001                              |

**Appendix Table S5: Isotopically labelled internal standards for CD11b-DTR metabolomics**

| Standard                                                          | Supplier information                                    |
|-------------------------------------------------------------------|---------------------------------------------------------|
| <sup>13</sup> C-labeled yeast extract                             | (Cambridge Isotope Laboratory, Andover, MA, ISO1)       |
| <sup>2</sup> H <sub>9</sub> choline                               | (Cambridge Isotope Laboratory, Andover, MA, DLM-549)    |
| <sup>13</sup> C <sub>4</sub> 3-hydroxybutyrate                    | (Cambridge Isotope Laboratory, Andover, MA, CLM-3853)   |
| <sup>13</sup> C <sub>6</sub> <sup>15</sup> N <sub>2</sub> cystine | (Cambridge Isotope Laboratory, Andover, MA, CNLM4244)   |
| <sup>13</sup> C <sub>3</sub> lactate                              | (Sigma-Aldrich, Darmstadt, Germany, 485926)             |
| <sup>13</sup> C <sub>6</sub> glucose                              | (Cambridge Isotope Laboratory, Andover, MA, CLM-1396)   |
| <sup>13</sup> C <sub>3</sub> serine                               | (Cambridge Isotope Laboratory, Andover, MA, CLM-1574)   |
| <sup>13</sup> C <sub>2</sub> glycine                              | (Cambridge Isotope Laboratory, Andover, MA, CLM-1017)   |
| <sup>13</sup> C <sub>5</sub> hypoxanthine                         | (Cambridge Isotope Laboratory, Andover, MA, CLM8042)    |
| <sup>13</sup> C <sub>2</sub> <sup>15</sup> N taurine              | (Cambridge Isotope Laboratory, Andover, MA, CNLM-10253) |
| <sup>13</sup> C <sub>3</sub> glycerol                             | (Cambridge Isotope Laboratory, Andover, MA, CLM-1510)   |
| <sup>2</sup> H <sub>3</sub> creatinine                            | (Cambridge Isotope Laboratory, Andover, MA, DLM-3653)   |

Appendix Table S6: Antibody panel for lymphoid characterisation

| Target             | Fluorophore  | Dilution | Supplier   | Catalogue Number       |
|--------------------|--------------|----------|------------|------------------------|
| zombie NIR         | Zombie NIR   | 1/1000   | Biolegend  | 423105                 |
| CD11b, CD11c, CD19 | BV605 (Dump) | 1/200    | Biolegend  | 101257, 117334, 115540 |
| PD-1               | APC          | 1/200    | Biolegend  | 135210                 |
| CD45               | A700         | 1/200    | Biolegend  | 103128                 |
| gdTCR              | PE           | 1/200    | Biolegend  | 118108                 |
| CD62L              | PE-Dazzle    | 1/200    | Biolegend  | 104448                 |
| CD4                | PE-Cy7       | 1/200    | Biolegend  | 116016                 |
| CD8                | PerCP-Cy5.5  | 1/200    | Biolegend  | 100734                 |
| CD44               | BUV395       | 1/200    | BD Horizon | 568507                 |
| NKp46              | BV421        | 1/200    | Biolegend  | 137611                 |
| CD27               | BV510        | 1/200    | Biolegend  | 124229                 |
| CD69               | BV650        | 1/200    | Biolegend  | 104541                 |
| ICOS               | BV711        | 1/200    | Biolegend  | 313548                 |
| CD3                | BV785        | 1/200    | Biolegend  | 100355                 |

Appendix Table S7: Antibody panel for intracellular characterisation of T cell effector function

| Target             | Fluorophore  | Dilution | Supplier               | Catalogue Number       |
|--------------------|--------------|----------|------------------------|------------------------|
| zombie NIR         | Zombie NIR   | 1/1000   | Biolegend              | 423105                 |
| CD11b, CD11c, CD19 | BV605 (Dump) | 1/200    | Biolegend              | 101257, 117334, 115540 |
| granzyme B         | AF647        | 1/25     | Biolegend              | 515406                 |
| CD45               | A700         | 1/200    | Biolegend              | 103128                 |
| IL2                | PE           | 1/100    | Biolegend              | 503808                 |
| IFN gamma          | PE-Cy7       | 1/400    | Life Tech (Invitrogen) | 25-7311-82             |
| CD8                | PerCP-Cy5.5  | 1/200    | Biolegend              | 100734                 |
| TNF alpha          | BV711        | 1/25     | Biolegend              | 506349                 |
| CD3                | BV785        | 1/200    | Biolegend              | 100355                 |

Appendix Table S8: qRT-PCR primer sequences

| Primer Name | Primer Sequence 5' – 3' |
|-------------|-------------------------|
| Actb F      | CATTGCTGACAGGATGCAGAAGG |
| Actb R      | TGCTGGAAGGTGGACAGTGAGG  |
| Upp1 F      | GGAATCTTCGGTGTTCGCCACC  |
| Upp1 R      | GTGTTGATCTGGTCTCCTTGCAG |

# Supplementary material for: Uridine phosphorylase-1 supports metastasis by altering immune and extracellular matrix landscapes
**Source:** EMBO Rep. 2025 Jul 23;26(17):4248–82. doi: 10.1038/s44319-025-00520-7
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Primary tumours, diet and age, are not responsible for the UPP1-dependent increases in uracil seen in metastatic cancer.

(A) Serum uracil was assessed by LC-MS in mice FVB/N ( $n = 5$  mice), or mice that were transplanted with KP tumour fragments (tumours grown to 10 mm diameter,  $n = 4$   $Upp1^{+/+}$  recipient mice,  $n = 4$   $Upp1^{-/-}$  recipient mice). (B)  $Upp1$  was assessed in mammary gland ( $n = 8$  mice), or  $PyMT^{+}$  mammary tumour ( $n = 31$  mice) by RNA-seq. (C)  $Upp1$  was assessed by qRT-PCR in  $PyMT^{+}$  mammary tumours from mice that had 0 ( $n = 7$  mice), 1–10 ( $n = 16$  mice) or >10 ( $n = 6$  mice) metastasis detectable by histological assessment of the lung. (D)  $Upp1$  in MMTV- $PyMT$  tumours was assessed by qPCR and serum uracil in matched mice assessed by LC-MS ( $n = 29$  mice in total, black dots represent mice with no metastasis, and pink and green dots represent mice with 1–10 or >10 metastases, respectively). (E)  $Upp1$  was assessed by RNA-seq from cell lines derived from primary mammary tumours (that were a consequence of fat-pad transplantation of  $PyMT^{+}$  cell lines), or isogenic cells derived from micrometastases that formed in the lung following primary tumour resection (cell line generation and characterisation described in (Gounis et al, 2025) ( $n = 6$  independent cell lines from  $n = 6$  mice). (F, G) FVB/N mice were dosed daily, by oral gavage, with normal water or water containing 10 mM uracil for a total of 4 days. Mice were sacrificed 2 h post dosing on day 4. Uracil was then assessed in the serum (F), or kidney and lung (G) by LC-MS ( $n = 4$  mice per experimental group). (H) Serum uracil in FVB/N mice younger and older than 90 days ( $n = 3$  mice <90 days, and  $n = 6$  mice >90 days old). (I) Age of mice at clinical endpoint presented in relation to the number of lung metastasis per mouse ( $n = 30$  mice). Data Information: In bar graphs, data are presented as mean  $\pm$  SEM. In (A–D, F–I) dots represent individual mice. In (E), each dot represents the average of technical triplicate repeats for each cell line. When more than 1 comparison is made (A, C, G)  $P$  values were calculated through one-way ANOVA, when 2 experimental groups were compared (B, E, F, H) unpaired  $t$  test is used, ns = not statistically significant. For correlation plots, Spearman Correlation statistics are presented.

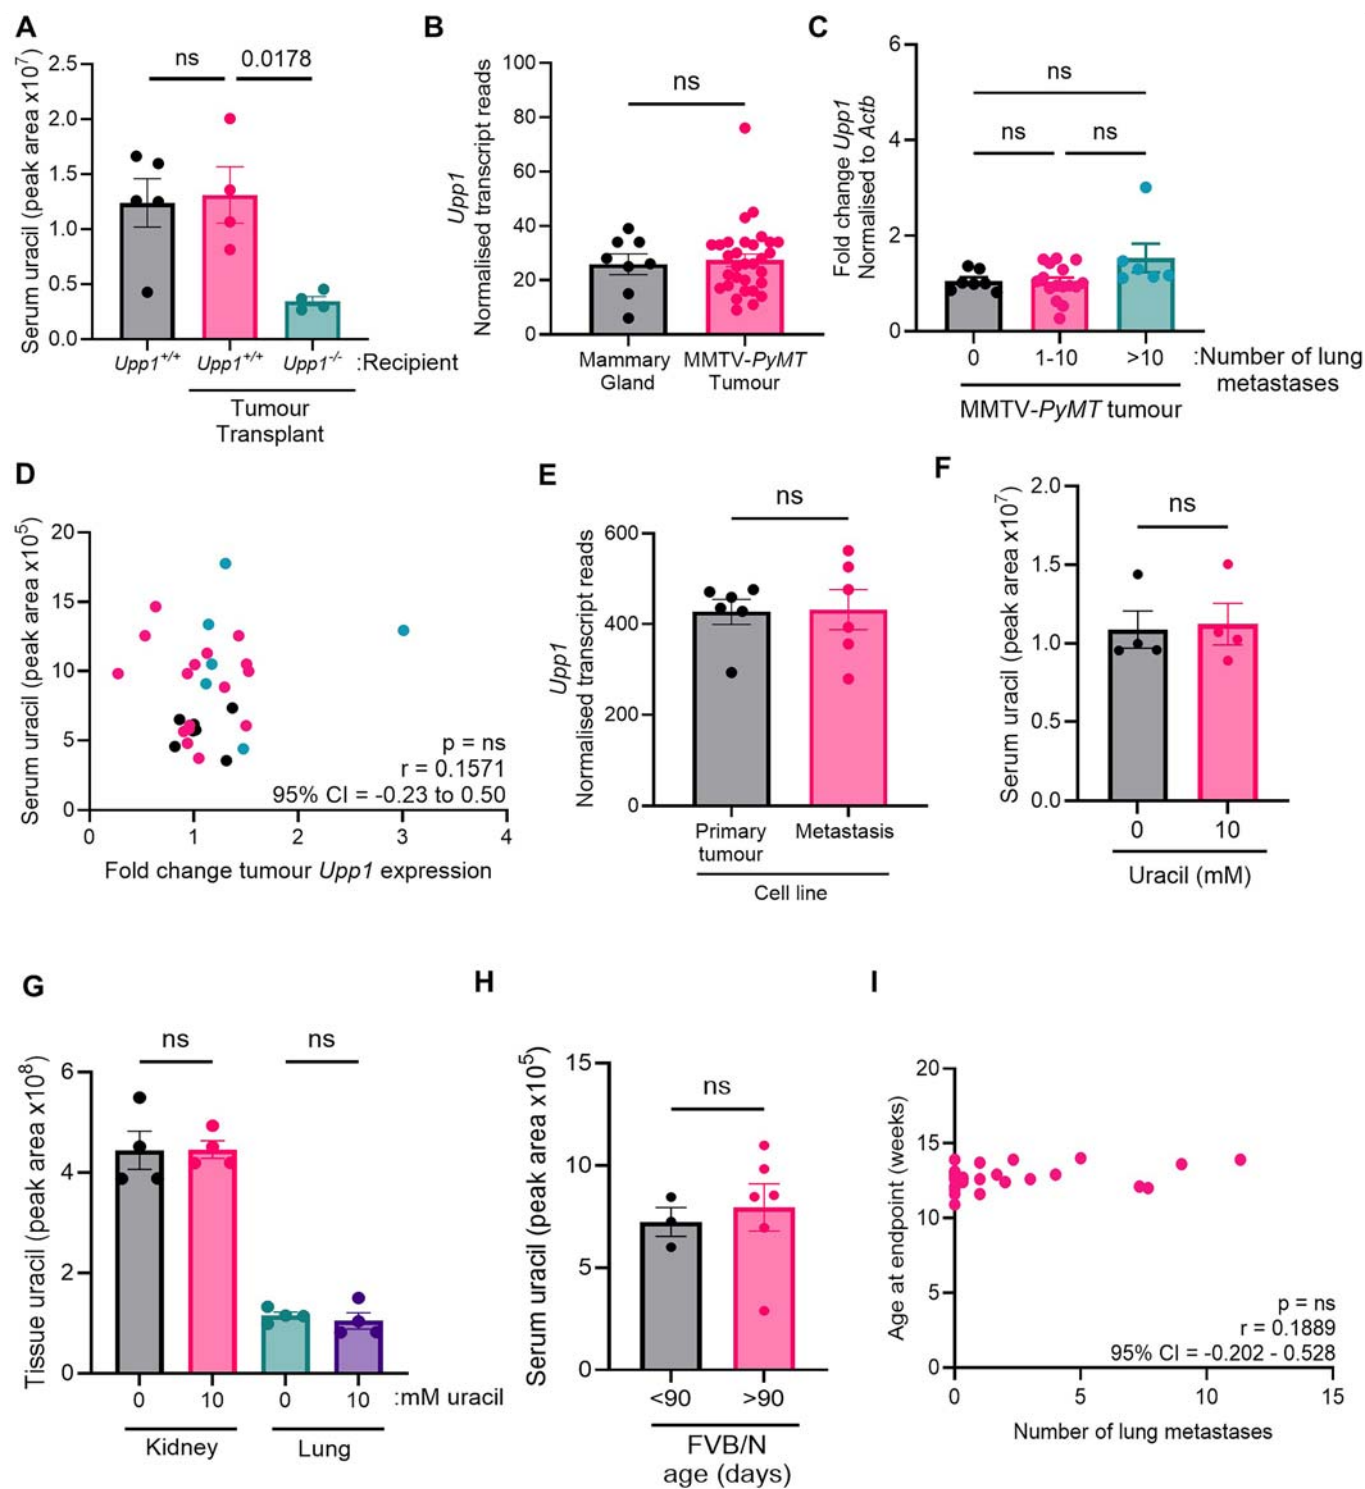

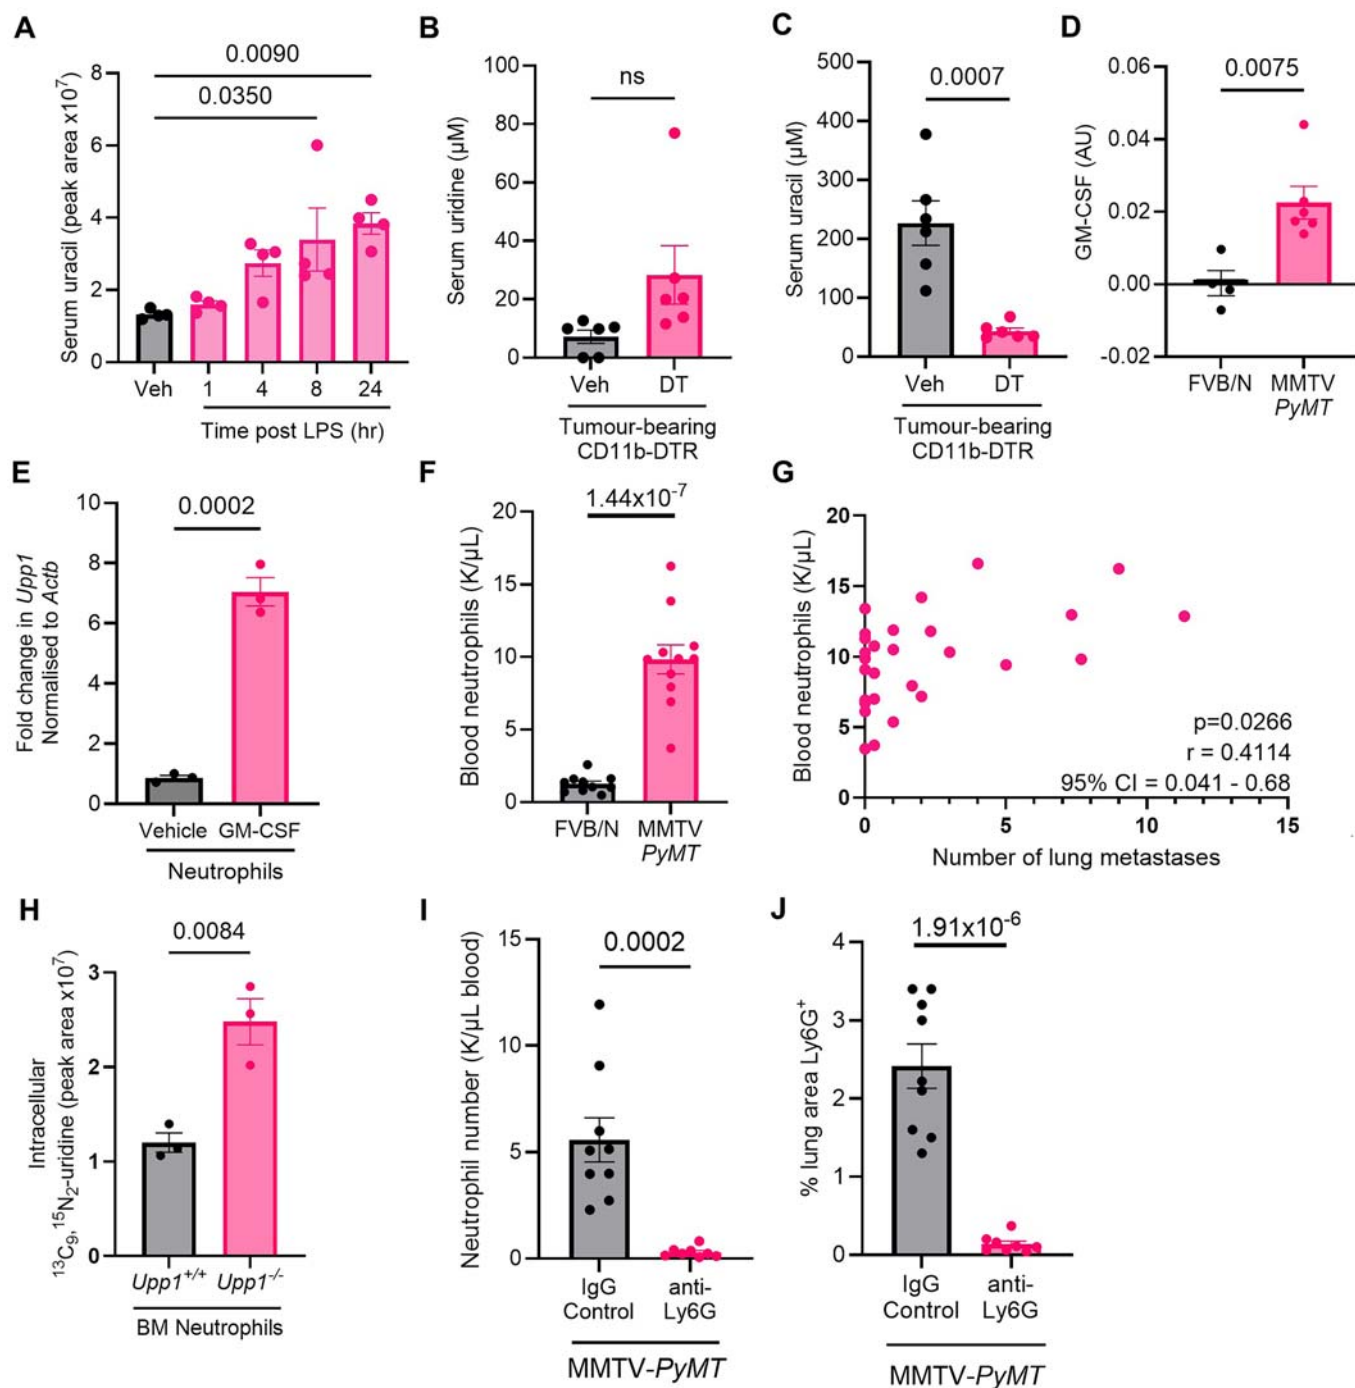

◀ **Figure EV2. Neutrophils are the significant source of *Upp1* in metastatic mammary cancer.**

(A) FVB/N mice were dosed intraperitoneal with 0.5 mg/kg lipopolysaccharide (LPS), or vehicle control, and serum uracil measured by LC-MS at defined timepoints post dosing ( $n = 4$  mice per experimental group). (B, C) Mice bearing orthotopic PDAC tumours were treated with diphtheria toxin (DT) to ablate myeloid cells, and serum uridine (B) and uracil (C) were assessed after 24 h by LC-MS ( $n = 6$  mice per experimental group). (D) GM-CSF was measured in the serum of FVB/N ( $n = 4$  mice) and MMTV-PyMT tumour-bearing mice ( $n = 6$  mice) by ELISA. (E) *Upp1* was assessed by qRT-PCR in BM neutrophils treated ex vivo with vehicle or 20 ng/mL GM-CSF for 24 h ( $n = 3$  mice). (F) Blood neutrophils determined by IDEXX in MMTV-PyMT tumour-bearing mice ( $n = 11$  mice) and 14-week-old FVB/N controls ( $n = 10$  mice). (G) Number of blood neutrophils determined by IDEXX in MMTV-PyMT tumour-bearing mice at clinical endpoint ( $n = 29$  mice), compared to number of lung metastases determined by histological analysis. (H) Intracellular  $^{13}\text{C}_9,^{15}\text{N}_2$ -uridine detected by LC-MS in BM neutrophils isolated from female FVB/N *Upp1*<sup>+/+</sup> and *Upp1*<sup>-/-</sup> mice, that were incubated for 24 h with  $^{13}\text{C}_9,^{15}\text{N}_2$ -uridine ( $n = 3$  mice per experimental group). (I) Blood neutrophils determined by IDEXX and in MMTV-PyMT tumour-bearing mice treated with IgG control ( $n = 9$  mice) or anti-Ly6G ( $n = 8$  mice). (J) The proportion of lung area positive for Ly6G by immunohistochemistry for mice described in I (IgG control  $n = 9$  mice; anti-Ly6G  $n = 8$  mice). Data Information: In bar graphs dots represent individual mice and data are presented as mean  $\pm$  SEM. When more than 1 comparison was made (A) *P* values were calculated through one-way ANOVA, when 2 experimental groups are compared (B-F, H-J) unpaired *t* test is used, ns = not statistically significant. For correlation plots (G), Spearman Correlation statistics are presented.

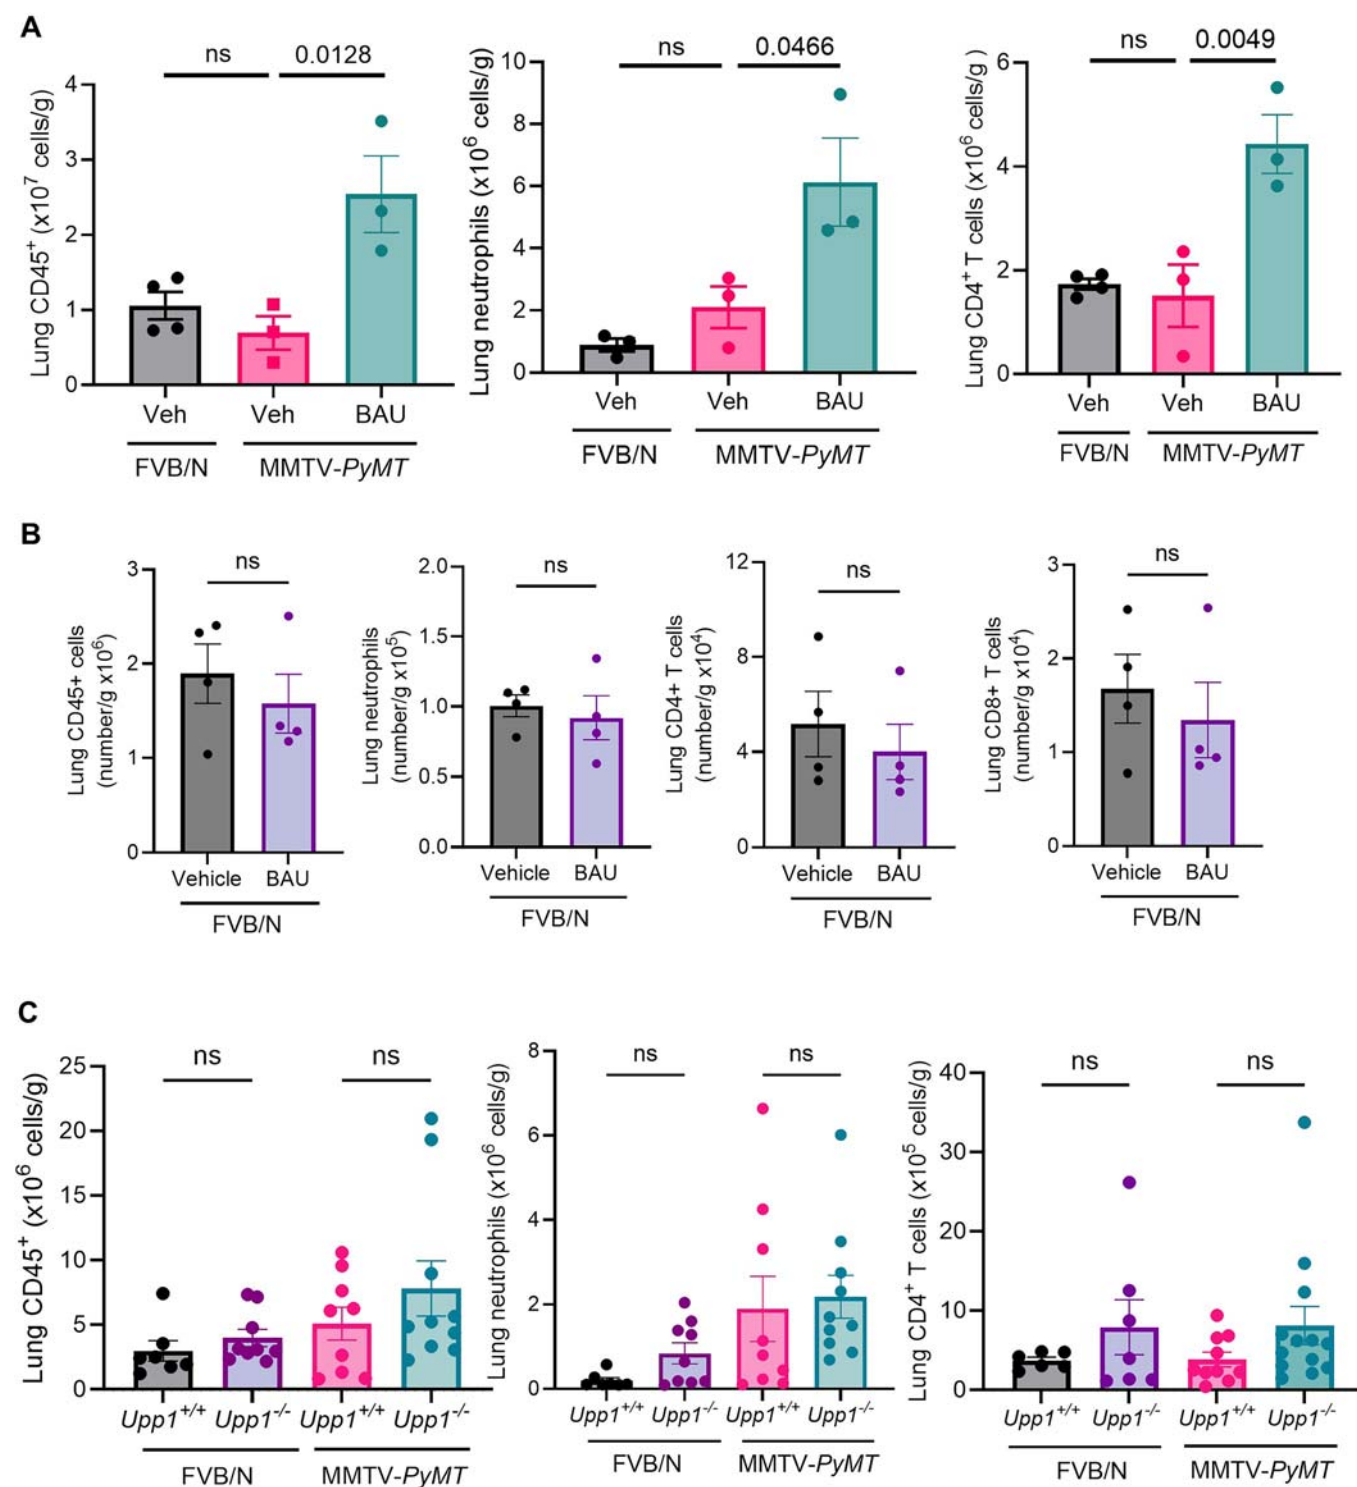

**Figure EV3. The effect of UPP1 on the immune landscape of the lung.**

Cell number per gram of lung for CD45<sup>+</sup>, neutrophils, and CD4<sup>+</sup> T cells, assessed by flow cytometry, in the lungs of (A) MMTV-PyMT mice treated with vehicle ( $n = 3$  mice) or BAU ( $n = 3$  mice) from palpable tumour until mammary tumours reached 10–15 mm in diameter, and FVB/N ( $n = 4$  mice) treated with vehicle for time-matched periods. (B) FVB/N mice treated with vehicle ( $n = 4$  mice) or BAU ( $n = 4$  mice) for 12 days. (C) MMTV-PyMT;Upp1<sup>+/+</sup> ( $n = 9$  mice) and MMTV-PyMT;Upp1<sup>-/-</sup> ( $n = 10$  mice) mammary tumour-bearing mice were harvested when one tumour measured 10–15 mm diameter.  $N = 7$  and  $n = 9$  FVB/N Upp1<sup>+/+</sup> and Upp1<sup>-/-</sup> mice were taken as age-matched controls, respectively. Data Information: In all cases, dots represent individual mice and data are presented as mean  $\pm$  SEM. When more than 1 comparison is made (A, C)  $P$  values are calculated through one-way ANOVA, when 2 experimental groups are compared (B) unpaired  $t$  test is used, ns = not statistically significant.

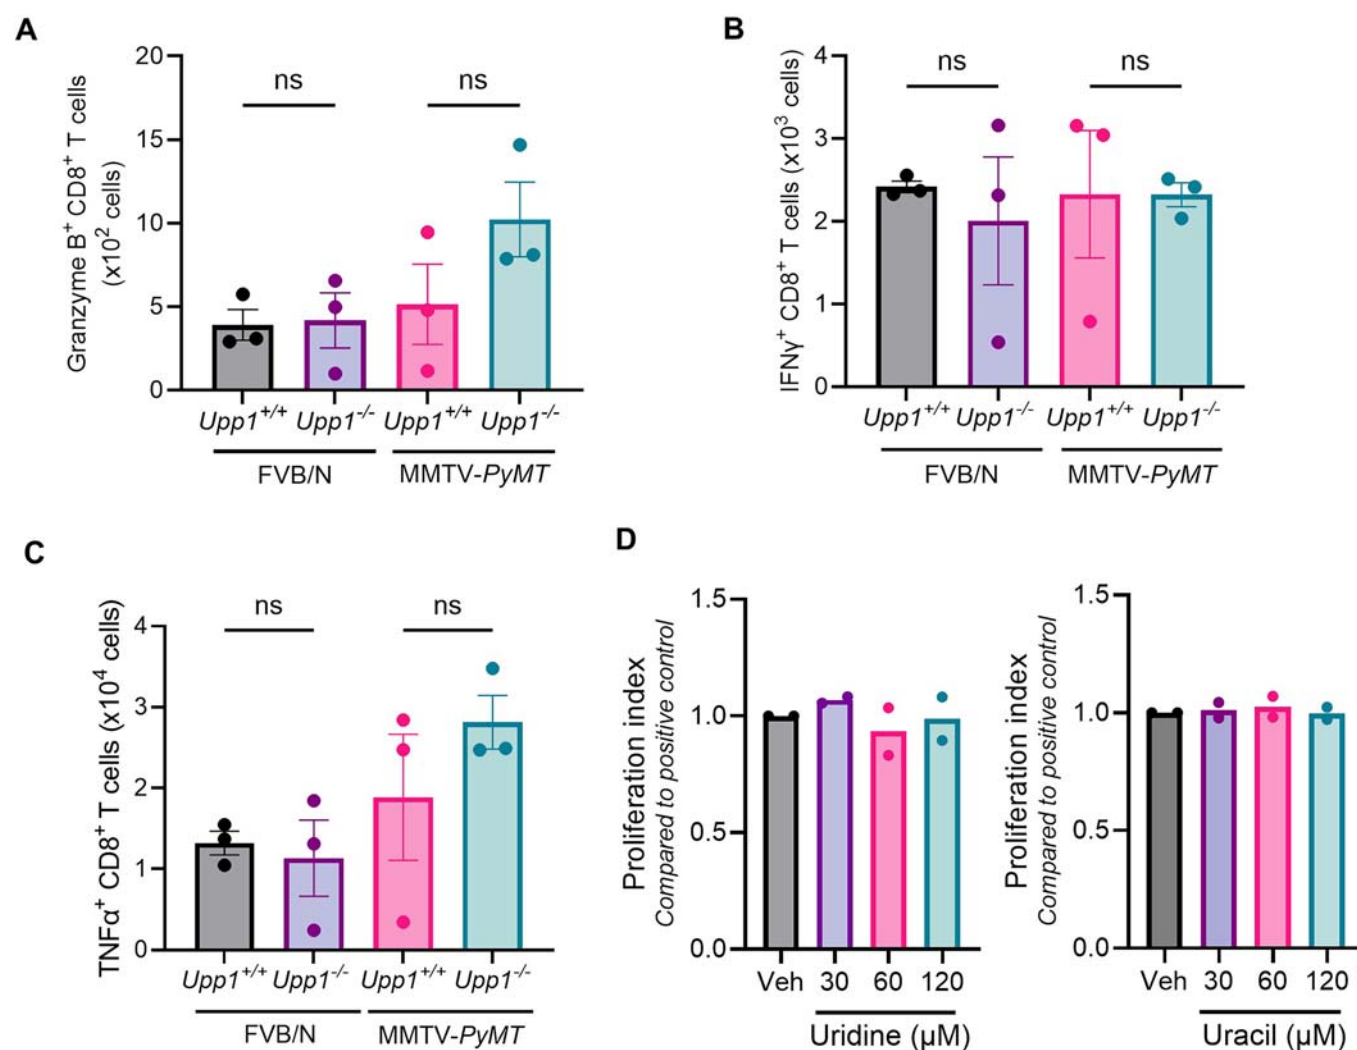

**Figure EV4. Understanding T-cell effector function in the absence of *Upp1*.**

(A–C) Lungs of MMTV-PyMT;*Upp1*<sup>+/+</sup> and MMTV-PyMT;*Upp1*<sup>-/-</sup> tumour-bearing mice were harvested when one tumour measured 10–15 mm diameter. FVB/N age-matched controls were taken in parallel. Cells were prepared as described in the methods for intracellular T-cell staining ( $n = 3$  mice per experimental group). (D) T cells were isolated from FVB/N mice, incubated in culture with CD3/CD28 dynabeads to stimulate proliferation in medium containing 30, 60 and 120  $\mu$ M uridine or uracil. Proliferation index was calculated compared to the positive control of T cells and vehicle alone stimulated with beads ( $n = 2$  mice). Data Information: In all cases, dots represent individual mice. (A–C) Data are mean  $\pm$  SEM, and  $P$  values were calculated by one-way ANOVA. As data in (D) is  $n = 2$ , data are presented as mean with datapoints, without error bars and statistics.

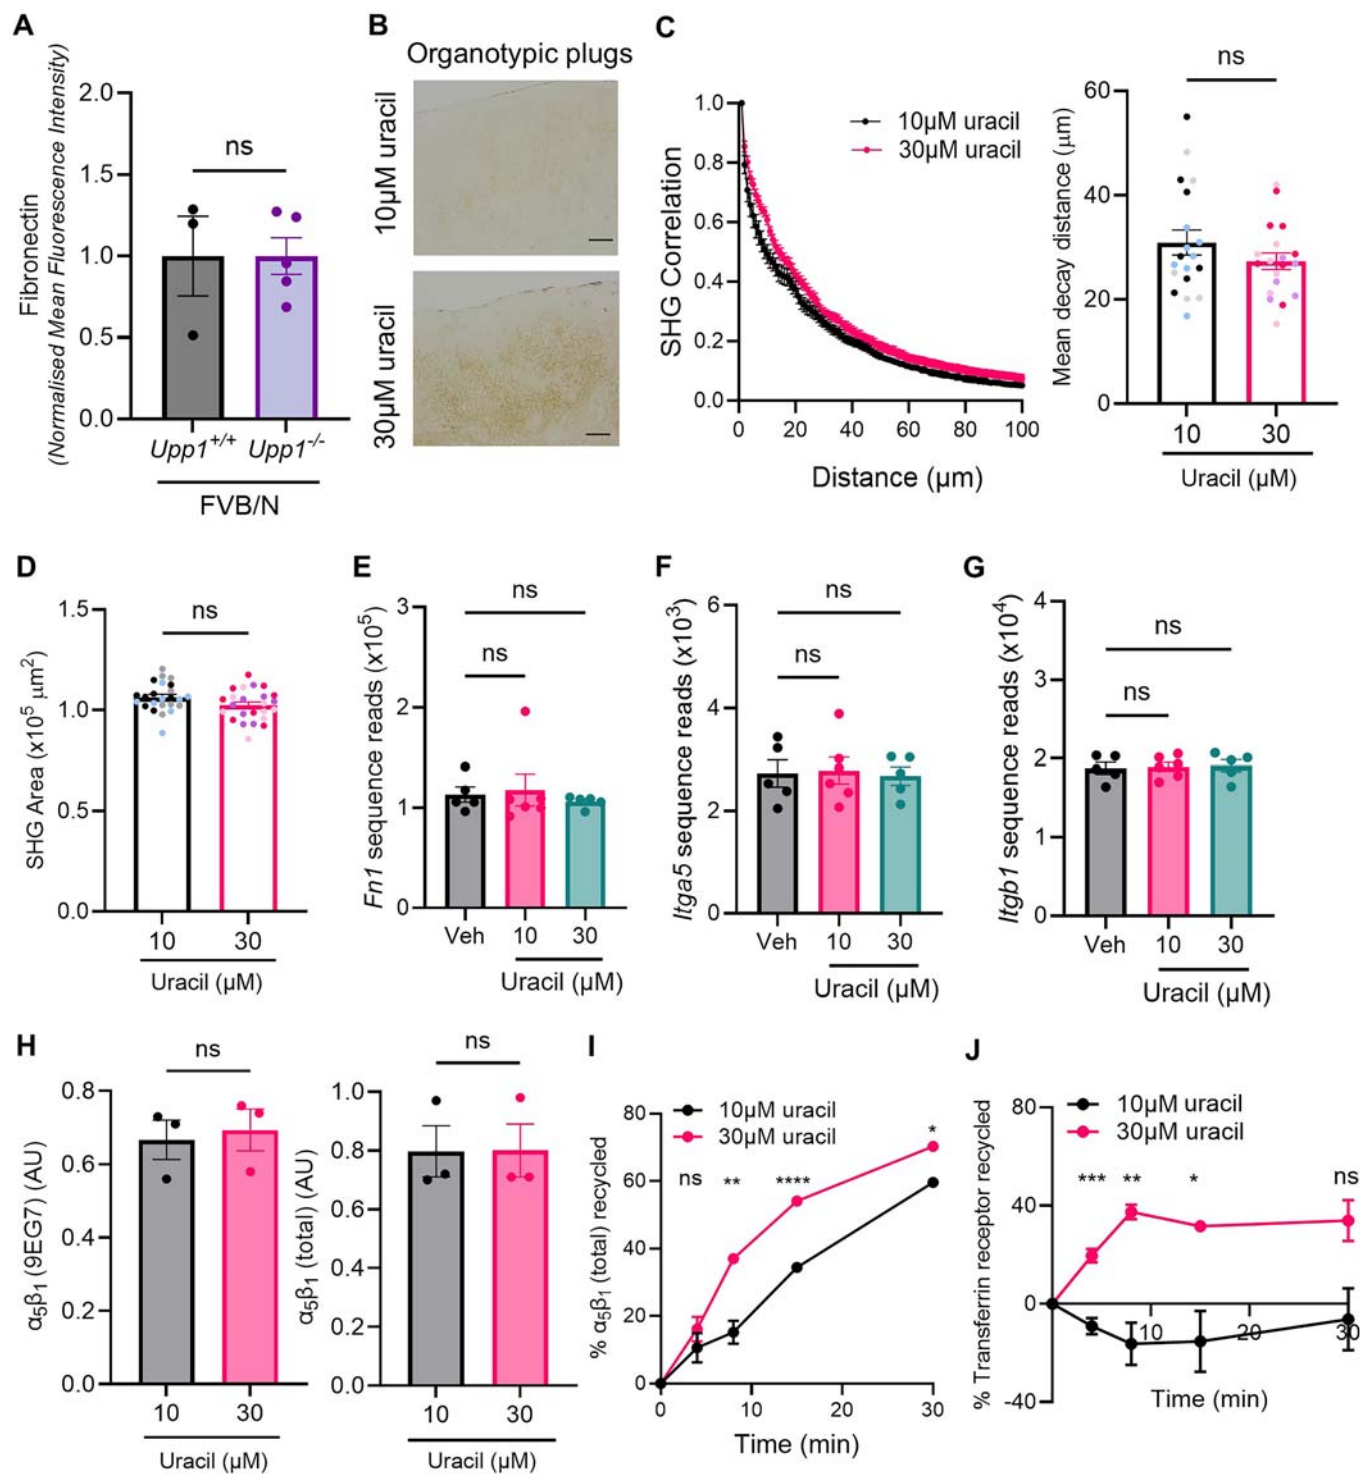

# Figure EV5. Understanding the effect of *Upp1* and uracil on ECM deposition.

(A) Lung fibronectin was assessed in FVB/N *Upp1*<sup>+/+</sup> ( $n = 3$  mice) and *Upp1*<sup>-/-</sup> ( $n = 5$  mice) mice by immunofluorescence, age-matched to those presented in Fig. 5A, B. (B) Fibroblasts were added to rat tail collagen with medium containing 10  $\mu$ M or 30  $\mu$ M uracil to make organotypic plugs. Plugs were contracted by fibroblasts for 7 days and stained for fibronectin by immunohistochemistry. Representative images are shown for  $n = 4$  biological repeat experiments, scale bar 100  $\mu$ m. (C, D) Fibrillar collagen was imaged by second harmonic generation (SHG) microscopy in organotypic plugs contracted by fibroblasts supplemented with 10 or 30  $\mu$ M uracil. A threshold was applied to the SHG signal and the area of SHG coverage per field of view was determined. The organisation of fibrillar collagen in each field of view was assessed by applying grey level co-occurrence matrix. The mean correlation decay curves from each experimental condition, and the mean of the decay distances derived from those curves, are presented ( $n = 3$  biological repeat experiments colour coded). (E-G) RNA-Seq transcript reads from fibroblasts treated with vehicle, 10  $\mu$ M and 30  $\mu$ M uracil for 24 h, for fibronectin (*Fn1*), integrin  $\alpha_5$  (*Itga5*) and integrin  $\beta_1$  (*Itgb1*) ( $n = 5$  biological repeats for vehicle and 30  $\mu$ M condition,  $n = 6$  biological repeats for 10  $\mu$ M uracil). (H) Total protein levels quantified from total cell lysate via ELISA, arbitrary units (AU) ( $n = 3$  biological repeats). (I) Recycling of the total levels of the fibronectin receptor,  $\alpha_5\beta_1$  integrin, assessed in fibroblasts treated with 10  $\mu$ M or 30  $\mu$ M uracil for 24 h ( $n = 3$  biological repeats). (J) Recycling of transferrin receptor assessed in fibroblasts treated with 10  $\mu$ M or 30  $\mu$ M uracil for 24 h ( $n = 3$  biological repeats). Data Information: In all graphs, data are mean  $\pm$  SEM. In (A) dots represent individual mice. In (C, D), dots are  $n = 24$  fields of view across  $n = 3$  colour coded biological repeat experiments.  $N = 19$  fields of view are represented for mean decay distance as 6 fields of view did not conform to 2 phase decay curves and so could not be fitted in the equation. In (E-J), dots represent biological experiment repeats. When 2 experimental groups are compared (A, C, D, H-J) unpaired  $t$  test is used. For (I),  $^*P = 0.0042$ ;  $^{**}P = 0.0041$ ,  $^{****}P = 4.62 \times 10^{-5}$ . For (J),  $^*P = 0.0207$ ;  $^{**}P = 0.0042$ ;  $^{***}P = 0.0025$ . When more than 1 comparison is made (E-G)  $P$  values are calculated through one-way ANOVA, ns = not statistically significant.

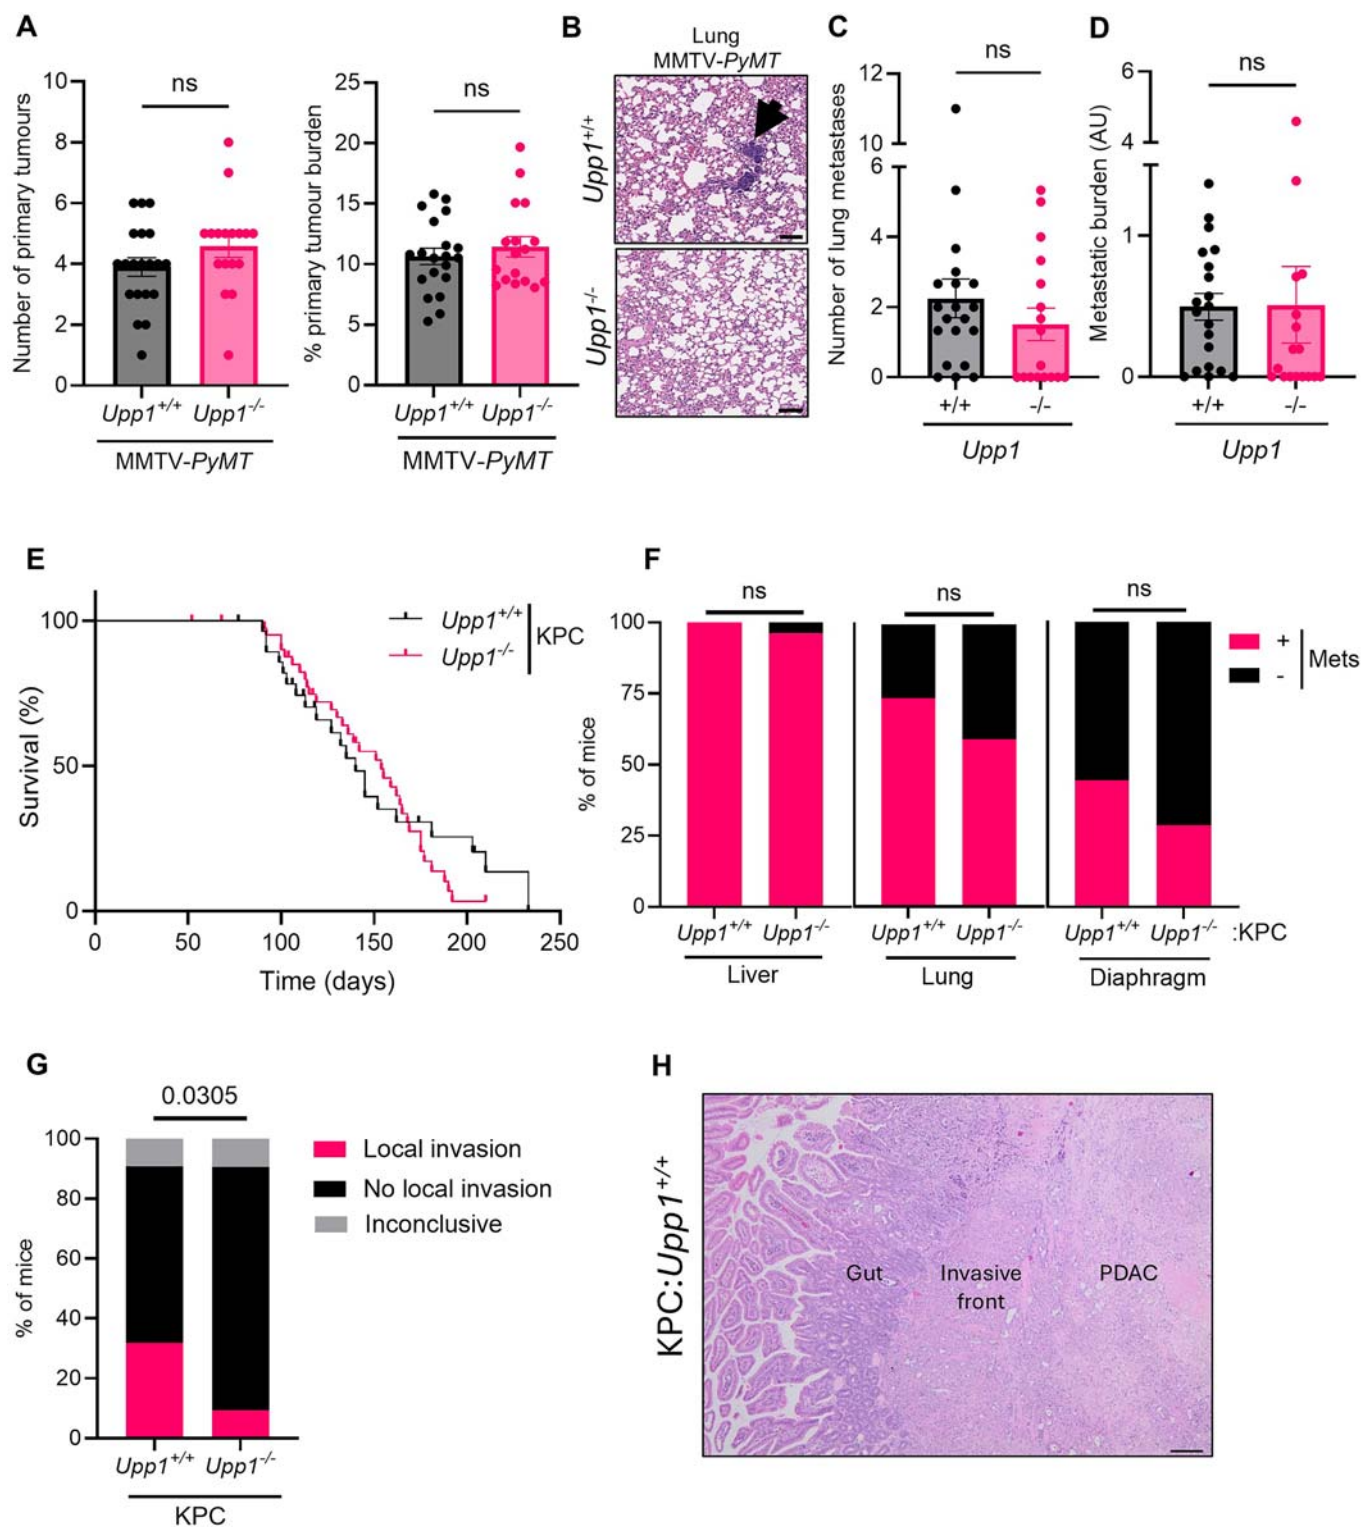

◀ **Figure EV6. Understanding the effect of *Upp1* loss in genetically engineered mouse models of metastatic cancer.**

(A) Mammary tumour number and burden in mice MMTV-PyMT;*Upp1*<sup>+/+</sup> (*n* = 20 mice) and MMTV-PyMT;*Upp1*<sup>-/-</sup> (*n* = 17 mice) at clinical endpoint. (B) Representative H&E stains for the lungs of MMTV-PyMT;*Upp1*<sup>+/+</sup> and MMTV-PyMT;*Upp1*<sup>-/-</sup> mice described in (A), scale bar 100  $\mu$ m. Arrow highlights a metastatic lesion. (C, D) Average number of lung metastases (C) and average lung metastatic burden (D), determined by histological H&E assessment of serial lung sections from MMTV-PyMT;*Upp1*<sup>+/+</sup> (*n* = 20 mice) and MMTV-PyMT;*Upp1*<sup>-/-</sup> (*n* = 17 mice). (E) Overall survival of KPC:*Upp1*<sup>+/+</sup> (*n* = 22 mice) and KPC:*Upp1*<sup>-/-</sup> mice (*n* = 33 mice). Mice that were sacrificed due to indications other than PDAC were censored (amounting to *n* = 7 *Upp1*<sup>+/+</sup> mice and *n* = 10 *Upp1*<sup>-/-</sup> mice). (F) The proportion of mice with metastasis detected by histological H&E assessment of serial sections of liver and lung, KPC:*Upp1*<sup>+/+</sup> (*n* = 19 mice) and KPC:*Upp1*<sup>-/-</sup> (*n* = 27 mice), and the proportion of mice with microscopic diaphragm metastasis for KPC:*Upp1*<sup>+/+</sup> (*n* = 18 mice) and KPC:*Upp1*<sup>-/-</sup> mice (*n* = 21 mice). (G) Local invasion was determined for KPC:*Upp1*<sup>+/+</sup> (*n* = 22) and KPC:*Upp1*<sup>-/-</sup> (*n* = 32) mice. Inconclusive annotation refers to samples that were unclear at necropsy as to whether full invasion had occurred. (H) Representative image of local invasion that was scored at necropsy, namely the attachment and invasion of the primary PDAC to other organs within the abdominal cavity. Example shown is from a KPC:*Upp1*<sup>+/+</sup> mouse, with PDAC invading intestinal tissue, scale bar 200  $\mu$ m. Data Information: In (A, C, D) dots represent individual mice, data are presented as mean  $\pm$  SEM, and *P* values were calculated by unpaired *t* test, ns = not statistically significant. In (E), log-rank (Mantel-Cox) test *P* = 0.5926. In (F, G), *P* values calculated by chi-squared test.

How the deposited data were processed for this re-analysis (not part of the article)

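The deposited table covers 45 libraries of RNA from *PyMT*+ cell lines, 3 technical repeats of each of 15 lines. The authors deposited raw counts of reads per gene for each library, with 5 further totals per library for reads that fell outside genes or could not be assigned. The libraries were prepared with the Illumina TruSeq RNA Library Prep kit and sequenced on a NextSeq500, as the paper states. The aligner, the counting program, their versions and the annotation release are not named in the paper's text. All 54838 genes were read, all columns were matched to a library, and 0 columns were left over. Of the gene identifiers, 50764 (92.6%) matched the annotation of GRCm39, which was used for gene names and positions.

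Lines were grouped by the labels and the legend of Fig. EV1E into 6 fat-pad tumour lines, 7 lung micrometastasis lines and 2 parental lines. The word micrometastasis comes from the legend, since the labels give lung metastases for YEJH-M3 and whole lung for the other lung lines. The library of YEJG-M1 repeat 1 carries the name of another line in its library name and was placed by its title, and the alternatives include its omission. Fat-pad and lung lines of YEJH share numbers in their names, and the pairing of lines rests on these numbers, since the paper does not list which lines came from the same mouse.

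Normalised counts were raw counts divided by the TMM factor times the library total, relative to its mean, over 13824 genes kept by edgeR's filterByExpr. Line means were compared with two-sided exact permutation tests, and the 95% interval of the difference is the set of shifts which that test does not reject, on a grid of 0.5 counts. Tests across genes used edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on counts summed per line, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of edgeR's log2 fold changes were taken as the size of the change divided by the square root of its F statistic. The alternatives used DESeq2 1.42.0, and limma 3.58.1 with voom and a correlation between the libraries of a line, for libraries kept apart. They varied the normalisation, the expression filter, the covariates, the lines and libraries included, and the library run. Sequences were located by exact match on GRCm39 and, for the qRT-PCR primers, on canonical transcripts. Python 3.11.15 and matplotlib 3.10.9 were used for sequences and figures.

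The test across genes was tested on simulated counts, drawn from means and dispersions fitted to the 13 lines with the difference between sites removed, into which changes in 200 genes were put. Without a covariate it called 44.8% of 67 genes changed 1.5-fold, 76.1% of 67 genes changed 2-fold and 92.4% of 66 genes changed 4-fold, with 1 call among unchanged genes. Genes were drawn independently and without a term for library run. With no gene changed, 2.48% of simulated genes had an unadjusted p under 0.05, where the data gave 784 of 15056 genes. The shares called also rest on 200 genes changing at once, so they need not hold for the data.

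Precision at the gene level is set by the number of lines, and technical repeats were not counted as independent samples. The rule for the genes to name gave *Upp1*, *Upp2*, the genes the paper measures or uses by name, and, since no gene passed the threshold between lung and fat-pad lines, the 2 genes with the smallest p. *Dlc1*, *Csf1r* and *Kremen1* fall outside this rule and were named after their values were seen. The main comparisons, the gene lists and most alternatives were set before the data were examined, and the alternatives chosen later are described as such. Parental lines were left out of the comparison of lung with fat-pad lines, because Fig. EV1E does not include them. Other RNA-seq experiments of the paper were not analysed here.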

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

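In this part, the tests of the parental line, of run labels exchanged within lines, of processed pseudogenes, of the low-quality class and of correlation with the parental difference were chosen only after the result was seen.

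Among the 6 fat-pad lines, YEJG-FP lay apart from the others in *Upp1*, at 306 normalised counts against 446 in the nearest line, a gap of 0.74 of the range of the group. It lay apart in *Itgb1* as well, at 14231 against 18781 normalised counts, a gap of 0.72 of the range. These were 2 of 22 groups of lines examined this way, of which chance gives about 1.1. YEJG-FP was the lowest fat-pad line in 2 of 2 library runs, for both genes. Its 40348242 reads on genes lay below the other fat-pad lines, which had 40969596 to 44627624, by 1.52%. The counts compared had been normalised for library size, and among the lung lines YEJH-M1 had fewer reads, 38265130, with 497 normalised counts of *Upp1*, while YEJG-M2 had more, 43835243, with 298. By a score over the 200 genes that most separate the parental lines, which did not balance library runs, 2 of the 3 YEJG-FP libraries fell on the side of YEJH. By correlation across genes with the parental difference within runs, 0 of the 3 did. The 3 YEJG-derived lines averaged 338 ± 62.0 normalised counts of *Upp1* (SD, n = 3) and the 10 YEJH-derived lines 481 ± 59.4 (SD, n = 10; two-sided exact permutation test over 286 splits, p = 0.0070). For *Itgb1* they averaged 12711 and 19566 (exact permutation test, p = 0.0035, the smallest p that 286 splits allow). YEJG-FP, whose low values led to this test, is among the 3 lines. The parental line is therefore a candidate explanation of both low values, as a hypothesis. The score and the correlation differ on the side of the zero point where YEJG-FP lies, but every YEJH-derived line had 372 normalised counts of *Upp1* or more, so that a YEJH-derived line under the name YEJG-FP would not account for its low value.

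With site as a covariate, 6367 of 15056 genes had an adjusted p under 0.05 between YEJG-derived and YEJH-derived lines in edgeR's quasi-likelihood test, 3144 higher and 3223 lower in YEJG-derived lines, a comparison the paper does not report. *Upp1* was among them, with a log2 fold change of -0.53 (standard error 0.13, adjusted p = 0.0054). Of 100 splits drawn from the 126 with 1 fat-pad and 2 lung lines in the smaller group, 1, the real one, gave as many genes. Of the genes called in run A, 85.7% were called in the same direction in run B. Markers of leukocytes, lung epithelium, endothelium and fibroblasts took 0.0079% of counts in YEJG-derived lines, the higher of both origins. The highest total of a YEJG-derived line, 43835243 reads, lay within the range of the YEJH-derived lines, 38265130 to 45958820. By the score over 200 genes, 8 of the 39 libraries of derived lines fell on the side of the other parental line, all of them YEJG-derived. By correlation within runs 2 of the 39 did, both YEJH-derived, and YEJG-derived libraries had r from 0.11 to 0.29 against -0.21 to 0.024 for YEJH-derived ones. This correlation had first been computed without balancing runs, when 18 libraries fell on the other side. Between the parental lines themselves, 4726 (74.2%) of the 6367 genes differed in the same direction. The ranges of r did not overlap between the origins, and the other splits, whose groups mix the origins, gave at most 496 genes. Inherited differences between the parental lines are a candidate explanation for part of the pattern. On the second principal component, libraries of the YEJG parental line lay between -25.3 and -7.14, among those of YEJH-derived lines, while YEJG-FP lay between 10.8 and 27.2 and the YEJG lung lines between 64.0 and 92.5, so a part of the difference was not seen in the parental line. The score ran from -0.33 to 0.024 in YEJG-derived libraries and from -0.94 to -0.60 in YEJH-derived ones, so that on neither measure did a derived library fall in the range of the other origin, although some lay beyond the zero point.

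A term for a difference between YEJG-derived and YEJH-derived lines in the lung against fat-pad contrast was passed by 2330 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test. YEJG has 1 fat-pad line, so that its contrast has no replicate on that side. Of the 3 choices of which YEJG-derived line is taken as the fat-pad line, 1, the real one, gave as many genes, and the others gave 25 and 11, but 3 choices cannot give a share under 0.05. Of the genes called in the run with fewer calls, 68.2% were called in the same direction in the other run. By the score over 200 genes, 8 of the 9 YEJG-derived libraries fell on the side of YEJH, and by correlation within runs 0 of the 9 did. For *Upp1* the term was 0.18 (standard error 0.26, adjusted p = 0.688). Neither measure placed a YEJG-derived library in the range of the YEJH-derived ones. On the second principal component the YEJG-FP libraries, at 27.2 or less, lay apart from the YEJG lung libraries, at 64.0 or more. The pattern cannot be told apart from the choice of line, and a peculiarity of the single YEJG fat-pad line cannot be told apart from a difference between sites in YEJG-derived lines.

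Between library runs A and B, with the line as a covariate, 2242 of 13824 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 771 of them differed more than 2-fold. Of these 771 genes, 605 (78.5%) were processed pseudogenes, against 7.69% of the genes tested. The counter's class of reads with low alignment quality held 822828 reads or more in every library of run A and 0 in every library of run B. The median total of run B, 13944899 reads on genes, lay within the range of run A, 11578293 to 16922450. Of 25 splits that exchanged run labels within lines, 1, the real one, gave as many genes. A different quality setting when the runs were aligned or counted, which would move reads shared between genes and their pseudogenes, is a candidate explanation, and no biological explanation was tested, since both runs hold the same lines. For *Upp1* the difference between runs was -0.031 (standard error 0.035, adjusted p = 0.672).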

How the results depend on the processing

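The mean of *Upp1* in each group moved by less than the SD between lines under all 27 alternatives. It ran from 432 to 474 normalised counts in fat-pad lines and from 427 to 488 in lung lines. In these 27 and in the 36 below, the fits without YEJG-M1, YEJG-M2 and YEJH-M3 each enter again among those that left out 1 line. The difference between groups had an exact permutation p of at least 0.537 under all 27. Its sign was reversed in 6 of them, at -16.1 normalised counts in run A alone and in fits within a range from -24.2 to 29.1 across those that each left out 1 line or 1 technical repeat. The log2 fold change of *Upp1* had an adjusted p of at least 0.839 under 36 alternatives and was reversed in 9. It was -0.0099 with libraries kept apart in limma, -0.011 with the technical repeat number as a block in that fit, -0.010 with library run as covariate in that fit (chosen after seeing the data) and -0.050 in run A alone, and it ran from -0.085 to 0.090 across the fits that each left out 1 line or 1 technical repeat. The cause was not tested.

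Within pairs of lines that share a number, taking both lung lines of YEJG with YEJG-FP, the log2 difference of *Upp1* was 0.056, higher in lung in 4 of 6 pairs (exact sign-flip permutation test, p = 0.594; the smallest p that 6 pairs allow is 0.03125), and 0.015 to 0.091 under 6 alternatives. The mean correlation of same-numbered YEJH lines, computed without balancing library run, had an exact permutation p of 0.725 over 120 orders.

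Between lung and fat-pad lines, 0 genes had an adjusted p under 0.05, with 784 at an unadjusted p under 0.05. This number of genes with an adjusted p under 0.05 stayed at 0 under 25 of 36 alternatives, which include the repeated fits named above. It was 21 with DESeq2's Wald test, 96 with libraries kept apart in limma, 82 with the technical repeat number as a block in that fit, and 3 with parental line as covariate. It was 1 without YEJG-M1, 1 with both YEJG lung lines taken as 1 line, 7 with YEJH-derived lines only and 1 in run A alone, and ran from 0 to 1 across fits that each left out 1 line or 1 technical repeat. Chosen after seeing the data, library run as covariate gave 89 genes and library run with parental line 600. Of the 600, 307 were higher and 293 lower in lung, and of the 89, 25 and 64. Of the 96 with libraries kept apart, 27 were higher and 69 lower. With the repeat number as a block these were 24 and 58, and with DESeq2's Wald test 13 and 8. The cause was not tested. No gene of the pyrimidine list passed under any of its 4 alternatives, with at most 5 of 28 at an unadjusted p under 0.05, in the fit with parental line as covariate.

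Between YEJG-derived and YEJH-derived lines, *Upp1* kept its sign and an adjusted p of at most 0.0385 under 17 alternatives, among them library run as covariate, which was chosen after seeing the data, with log2 fold changes from -0.67 to -0.43, and the number of genes lay between 4783 and 7093. Among named genes, the log2 fold change of *Tfrc*, 0.0028, was -0.0016 with genes of at least 10 counts in every library, -0.0037 without YEJH-M3, -0.031 in run B alone, and between -0.032 and 0.031 across fits that each left out 1 line or 1 technical repeat. That of *Csf2*, 0.41, was -0.22 with libraries kept apart, -0.14 with the technical repeat number as a block, -0.19 with library run as covariate and -0.089 with library run and parental line, and between -0.14 and 0.59 across the fits with 1 line or repeat left out. The cause was not tested. *Csf2*, *Lama4* and *Upp2* could not be tested with genes of at least 10 counts in every library. Among the genes that the rule for naming gave, adjusted p-values fell under 0.05 for *Slpi* under 8 alternatives, for *Lama4* under 7 and for *Itga5* under 1.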

Differences from the paper's values

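No group mean differed from the paper's by more than 1.5 times. In Fig. EV1E, read by eye, *Upp1* averages about 430 normalised counts in fat-pad lines and about 430 in lung lines, where the values here were 446 and 449.5. The legend gives 6 lines per group, and the labels give 7 lung lines. Those labels name the origin of YEJH-M3 as lung metastases and that of the other lung lines as whole lung. After scaling to the fat-pad lines, the points of Fig. EV1E read by eye lay closest to the lung lines without YEJH-M3, with a root mean square difference of 3.66 normalised counts, against 13.0 without YEJG-M1, the next closest. With DESeq2's size factors these were 3.92 and 13.1. With scaling to the library total alone, the set without YEJG-M1 was slightly closer, at 8.76 against 8.97. Without YEJH-M3, the lung mean was 452 normalised counts and the difference from the fat-pad lines 5.84 (exact permutation test, n = 6 lines in each group, p = 0.909).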

Other observations

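In this part, the tests of technical noise, of reads outside genes, and of splits with libraries kept apart were chosen only after the result was seen. Splits of lung against fat-pad lines are those that part every same-numbered YEJH pair and keep 1 YEJG-derived line on the fat-pad side. They did not balance library run, and some of them keep all YEJH-derived lines of a site on the same side.

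For lung against fat-pad lines without a covariate, 96 of 96 splits gave at least the 0 genes of the real one, and 14 of the 96 gave at least its 784 genes at an unadjusted p under 0.05. For the pyrimidine list, with 0 genes at an unadjusted p under 0.05 as well, 96 of 96 splits gave as many. Both counts of 0 leave these splits nothing to exceed. With parental line as covariate, 1269 genes had an unadjusted p under 0.05, and 10 of 96 splits, the real one included, gave as many. For the pyrimidine list that fit gave 5 such genes, and 6 of 96 splits, the real one included, gave as many. Without a covariate, the 2 genes with the smallest p, which did not pass, were lower in lung lines. *Slpi* had a log2 fold change of -0.71 (standard error 0.10, adjusted p = 0.148 from edgeR's quasi-likelihood test; under 36 alternatives the adjusted p ran from 1.5e-07 to 0.694). *Lama4* had -1.67 (standard error 0.31, adjusted p = 0.780; from 7.6e-06 to 0.989 under 35 alternatives). Its counts were low, at 25.6 normalised counts in fat-pad lines and 7.97 in lung lines. *Slpi* and *Lama4* were each lower in the lung line in 6 of 6 pairs. The adjusted p of *Slpi* was as small in 1 of 96 splits, the real one, without a covariate and also with parental line as covariate, but *Slpi* was chosen for its small p in the real split. With parental line as covariate 3 genes passed, *Lama4*, *Slpi* and *Dlc1*, the last of them named after its values were seen. Of 96 splits, 3 gave as many, the real one included. In the other splits that did, with 225 and 477 genes, the sites were mixed. All lines on their smaller side had more libraries in run B than in run A. Their calls cannot be told apart from an effect of library run. After adding library run, with libraries kept apart, *Lama4*, *Slpi* and *Dlc1* all had an adjusted p under 0.05. Without a covariate, *Dlc1* had a log2 fold change of -0.37 (standard error 0.31, adjusted p = 0.911; from 2.5e-06 to 0.9996 under the alternatives), and its adjusted p was under 0.05 only in the fits with parental line as covariate, with or without library run, and with YEJH-derived lines only. A lower expression of these 3 genes in lung lines is a hypothesis from the data it was tested on. For *Dlc1* it rests on those fits. *Kremen1*, also named after its values were seen, was higher in lung lines. Its log2 fold change was 0.39 (standard error 0.082, adjusted p = 0.0056) with DESeq2's Wald test. With YEJH-derived lines only it was 0.44 (standard error 0.041, adjusted p = 0.0027). *Kremen1* also passed with libraries kept apart and without YEJG-M1. It did not pass in edgeR's test of all 13 lines, with or without parental line as covariate.

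With libraries kept apart in limma and library run and parental line as covariates, 556 genes were called when the correlation between repeats was taken from 1500 genes. Of 30 splits, 1, the real one, gave as many, but the other splits gave a median of 77 genes and up to 526. The split with 526 genes kept the YEJH-derived lines of each site together, with the sides exchanged. It therefore holds the site contrast of these lines. A split that mixed the sites among YEJH-derived lines gave 264 genes, so this fit also calls genes where the groups do not follow the site. Without library run and parental line as covariates, 84 genes were called, and 1 of 30 splits, the real one, gave as many. The other splits gave a median of 0 genes and up to 41, the latter in the split that gave 526 genes above.

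Among YEJH-derived lines, *Upp1* varied more between the 5 lung lines (SD 85.6 normalised counts) than between the 5 fat-pad lines (SD 21.8), a variance ratio of 15.5 on the log2 scale. The variance between technical repeats, divided by their number, was 7.47% of that between lung lines. The ratio was 12.2 in the run where it was lower. Of 16 splits that part every pair, 1, the real one, gave a ratio as far from equality, and 16 splits cannot give a share under 0.05. The median ratio over all genes tested was 2.78, and again 1 of the 16 splits was as far from equality. The larger spread of *Upp1* therefore cannot be told apart from chance. Where its ratio of 15.5 falls among the ratios of single genes was not examined, so a wider spread of all genes stays open.

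Repeat 2 of YEJH-M3 lay apart from the other libraries of its line. Of its reads on or outside genes, 18.7% fell outside genes, against at most 11.0% in the other 44 libraries. Markers of other cells took 0.0050% of its counts, and its 13226858 reads on genes lay within the range of the other libraries. Across genes, which are not independent replicates, the log2 ratio of repeat 2 to repeat 1 had a Pearson r of -0.22 with GC content (Spearman -0.26) and 0.24 with transcript length (Spearman 0.36, above the limit of 0.3 that was set). Repeat 1 of YEJH-M3 ranked 6 of 22 libraries of the run by correlation with repeat 2, and a library of YEJH-FP3 ranked first. Unspliced RNA or DNA in the library may explain the reads outside genes, and it cannot be told apart from an effect of transcript length or from a mislabelled library. The library also had 3542271 unaligned reads, against at most 1527793 in the other libraries. The cause of these unaligned reads was not tested, and material from another source stays open. Without this library, a setting chosen after seeing the data, the mean of *Upp1* in lung lines was 449.9 normalised counts.

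Other genes the paper measures by name, *Tfrc* and *Csf2* included, did not pass between lung and fat-pad lines in edgeR's quasi-likelihood test. *Itga5* had a log2 fold change of 0.79 (standard error 0.30, adjusted p = 0.909) and *Fn1* 0.31 (standard error 0.15, adjusted p = 0.909). *Itgb1* had -0.14 (standard error 0.15, adjusted p = 0.916) and *Upp2* 0.31 (standard error 0.16, adjusted p = 0.909). *Actb*, the reference gene of the qRT-PCR, had 0.098 (standard error 0.067, adjusted p = 0.909). Under 36 alternatives, the log2 fold change of *Itga5* ran from 0.26, with YEJH-derived lines only, to 0.92. That of *Fn1* ran from 0.19, without YEJH-M3, to 0.38, and that of *Itgb1* from -0.22 to -0.051. *Upp2* was low, at 10.6 normalised counts in fat-pad lines and 13.0 in lung lines. *Itgam* had 0 counts in every library, and *Ly6g* was too low to be tested. Of the marker genes listed beforehand, those expressed enough to be tested were 2 of 13 for neutrophils, 2 of 17 for other leukocytes, 1 of 10 for lung epithelium, 3 of 11 for fibroblasts, 11 of 13 for mammary epithelium and 9 of 9 for mesenchymal cells. Of the 7 for endothelium 0 were tested. In each list with tested genes, 0 genes had an adjusted p under 0.05 over all genes tested. At an unadjusted p under 0.05 there were 1 leukocyte gene, 2 fibroblast genes, 1 mammary epithelial gene and 1 mesenchymal gene. Adjusted over each list alone, 1 of the 2 leukocyte genes tested passed, *Csf1r*, named after its values were seen, with a log2 fold change of 1.09 (standard error 0.37, adjusted p = 0.909 over all genes), and no other gene of these lists did.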
